# An essential role for miR-15/16 in Treg suppression and restriction of proliferation

**DOI:** 10.1016/j.celrep.2023.113298

**Published:** 2023-10-19

**Authors:** Kristina Johansson, John D. Gagnon, Simon K. Zhou, Marlys S. Fassett, Andrew W. Schroeder, Robin Kageyama, Rodriel A. Bautista, Hewlett Pham, Prescott G. Woodruff, K. Mark Ansel

## Abstract

The miR-15/16 family targets a large network of genes in T cells to restrict their cell cycle, memory formation, and survival. Upon T cell activation, miR-15/16 are downregulated, allowing rapid expansion of differentiated effector T cells to mediate a sustained response. Here, we used conditional deletion of miR-15/16 in regulatory T cells (Tregs) to identify immune functions of the miR-15/16 family in T cells. miR-15/16 are indispensable to maintain peripheral tolerance by securing efficient suppression by a limited number of Tregs. miR-15/16 deficiency alters expression of critical Treg proteins and results in accumulation of functionally impaired FOXP3^lo^CD25^lo^CD127^hi^ Tregs. Excessive proliferation in the absence of miR-15/16 shifts Treg fate and produces an effector Treg phenotype. These Tregs fail to control immune activation, leading to spontaneous multi-organ inflammation and increased allergic inflammation in a mouse model of asthma. Together, our results demonstrate that miR-15/16 expression in Tregs is essential to maintain immune tolerance.

## In brief

Tregs are essential suppressors of autoimmunity and allergy. Johansson et al. demonstrate that the miR-15/16 family of microRNAs control core Treg function by limiting their proliferation and expression of the key functional molecules FOXP3, IL-2Rα, CTLA4, PD-1, and IL-7Rα.

## INTRODUCTION

Regulatory T cells (Treg) are essential mediators of peripheral immune tolerance. Severe functional Treg defects or complete lack of Tregs results in systemic immune activation and lethal autoimmunity.^1–3^ Treg function relies on IL-2 signaling via STAT5, which sustains high expression of FOXP3 and the high-affinity IL-2 receptor α chain, CD25.^1,4–7^ This positive feedback loop reinforces Treg transcriptional identity and promotes maturation of CD4^+^FOXP3^lo^ cells into CD4^+^FOXP3^+^CD25^hi^ Tregs during thymic development.^8–10^ Functionally diverse Treg subgroups depend on expression of specific transcription factors.^11,12^ For instance, gradient expression of TCF1 and LEF1 separates Tregs into subpopulations of resting and activated effector phenotypes with distinct transcriptional profiles.^11^ Functional specialization of Tregs plays a critical role in preventing loss of self-tolerance,^13^ but the mechanisms that govern specification of Treg subgroups are incompletely understood.

MicroRNAs (miRNAs) are short non-coding RNAs that regulate gene expression by binding untranslated regions of target mRNAs to recruit Argonaute (Ago) proteins and promote mRNA degradation and translational repression.^14^ Coordinated regulation of gene networks gives miRNAs a profound biologic impact and it is well known that miRNAs play crucial roles in differentiation and function of T cells.^15–19^

The miR-15/16 miRNA family comprises four abundant miRNAs that are encoded in two separate clusters (miR-15a/miR-16–1 and miR-15b/miR-16–2). miR-15/16 have been studied extensively in lymphocyte malignancies, where they function as tumor suppressors.^20,21^ Deletion of miR-15a/miR-16–1 in the mouse *Dleu2/Mirc30* locus leads to clonal B cell lymphoproliferation that recapitulates many features of chronic lymphocytic leukemia.^20^ In more recent years, a role for miR-15/16 regulation of T effector responses has emerged.^22–26^ miR-15b/16–2 overexpression promotes FOXP3 expression and Treg differentiation,^27^ and a recent report identified a role for miR-15/16 in effector Tregs,^28^ yet our understanding of how miR-15/16 regulate Tregs remains limited.

Here, we generated mice with conditional inactivation of both miR-15/16 clusters in Tregs to determine their impact on Treg development and function. miR-15/16 restricted proliferation of thymus-derived Tregs and regulated the expression of proteins that are fundamental to Treg function, including securing high CD25 expression. Deletion of miR-15/16 in Tregs resulted in lymphoproliferative disease with systemic tissue inflammation and accumulation of Tregs with an activated effector phenotype.

## RESULTS

### Treg-specific miR-15/16 expression is essential to prevent autoimmune inflammation

miR-15/16 are among the most abundant miRNAs occupying Ago2 complexes in resting T cells, but the miRNAs in this family are dynamically expressed. They are downregulated by T cell receptor (TCR) stimulation *in vitro* and remain low during memory T cell formation following lymphocytic choriomeningitis virus infection in mice.^22^ miR-15/16 expression in non-effector T cell subsets such as Tregs is less studied. We analyzed published miRNA expression data from sorted human peripheral blood T cells to assess miR-15/16 miRNAs in distinct effector and non-effector T cell subsets.^29^ Tregs exhibited the highest expression of miR-15a, −15b, and −16 compared with CD4^+^ naive, Th1, Th2, and Th17 cells (Figure S1).

To investigate the functional importance of miR-15/16 in Tregs specifically, we generated mice with conditional deficiency of miR-15 and miR-16 using Cre recombinase driven by the endogenous *Foxp3* locus (*Foxp3*^Cre^). *LoxP*-flanked miR-15a/16–1 (*Mirc30*) and miR-15b/16–2 (*Mirc10*) alleles (hereafter referred to as miR-15/16^fl/fl^) were deleted in Tregs after Foxp3 was expressed. By the age of 20 weeks, miR-15/16^fl/fl^*Foxp3*^Cre^ mice developed spontaneous systemic inflammation and lymphoproliferation (Figures 1A–1D). Specifically, we observed a significant infiltration of inflammatory cells in lung tissue, clusters of inflammatory cells in liver, and thickening of the skin, but no apparent inflammatory features in the pancreas (Figure 1A). Furthermore, spleen and inguinal lymph nodes were visibly larger compared with those of miR-15/16^wt/wt^*Foxp3*^Cre^ and miR-15/16^fl/fl^*Foxp3*^Wt^ control mice (hereafter referred to as “WT control”) (Figure 1B), and spleens obtained from miR-15/16^fl/fl^*Foxp3*^Cre^ mice had significantly greater mass (Figure 1C). The total number of cells was increased in spleen and lymph nodes of miR-15/16^fl/fl^*Foxp3*^Cre^ mice compared with WT control mice (Figure 1D).

Splenocytes exhibited increased abundance of a variety of inflammatory cells including B cells, CD4^+^ and CD8^+^ T cells, monocytes, eosinophils, and neutrophils (Figure 1E, T cell percentages in Figure 1F). Focusing on CD4^+^ T cells, miR-15/16 deficiency in the Treg compartment led to higher numbers of both Tregs (Figure 1G) and T effector (Teff) cells (Figures 1H and 1I), indicating that the absence of miR-15/16 in Tregs has secondary effects on the effector response. Indeed, compared with WT controls, miR-15/16^fl/fl^*Foxp3*^Cre^ mice had higher frequencies of IFN-γ- and IL-10-producing cells, but a lower frequency of IL-2-producing cells (Figures 1J and 1K). There were no differences in the proportion of IL-13- or IL-17-producing cells (Figures 1J and 1K). Taken together, our findings of systemic inflammation in multiple tissues and activation of effector cells suggest that miR-15/16 are essential for normal Treg functions that maintain immune homeostasis and prevent spontaneous inflammation.

### miR-15/16-expressing Tregs better suppress induced inflammation

To investigate the impact of miR-15/16 in Tregs under inflammatory conditions following an immunological trigger, we sensitized mice with a single intraperitoneal injection of ovalbumin (OVA) in alum (day 0) and challenged the airways with OVA on 3 consecutive days (days 7, 8, and 9) 1 week later (Figure 1L). Bronchoalveolar lavage (BAL) collected 24 h after the last OVA challenge showed a significantly higher frequency of airway-infiltrating eosinophils in miR-15/16^fl/fl^*Foxp3*^Cre^ mice compared with WT controls, despite similar numbers of neutrophils, macrophages, and CD4^+^ and CD8^+^ T cells (Figure 1M). The airway eosinophilia in miR-15/16^fl/fl^*Foxp3*^Cre^ mice was accompanied by an accumulation of airway-resident Tregs in the lung tissue and BAL (Figure 1N), indicating that miR-15/16-deficient Tregs are unable to suppress OVA-induced inflammation as effectively as WT Tregs.

### miR-15/16 selectively restrict Treg expansion

Our previous studies in *Cd4*-Cre mice, where miR-15/16 deficiency affects all T cells, demonstrate that miR-15/16 act through direct binding and posttranscriptional regulation of cell-cycle-associated genes to limit the expansion of CD4^+^ and CD8^+^ T cells during antiviral responses,^22^ but possible variations within the CD4^+^ T cell compartment were not investigated. Like the miR-15/16^fl/fl^ *Foxp3*^Cre^ mice, miR-15/16^fl/fl^*Cd4*-Cre mice exhibited an overgrowth of Tregs (Figures 2A and 2B). In fact, the increase in Tregs was selective as there was no difference in the number of FOXP3^−^ conventional T cells (Tcon) in miR-15/16^fl/fl^*Cd4*-Cre mice compared with miR-15/16^fl/fl^controls (Figure 2B). To examine whether the accumulation of Tregs was associated with heightened proliferation, we injected intravenous 5-ethynyl-2′-deoxyuridine (EdU) into miR-15/16^fl/fl^*Cd4*-Cre and control mice carrying a FOXP3-GFP reporter (Figures 2C and 2D). Among CD4^+^ T cells of the thymus, spleen, and lymph nodes, we detected increased EdU incorporation in GFP^+^ Tregs of miR-15/16^fl/fl^*Cd4*-Cre mice, but not in GFP^−^ Tcons (Figure 2E). We distinguished distinct Treg subsets of likely thymic (tTreg) or peripheral (pTreg) origin by their expression of Helios or NRP-1, respectively (Figure 2F).^30^ The increased Treg pool in miR-15/16^ffl/fl^*Cd4*-Cre mice consisted of tTregs, as there was no significant difference in the number of pTregs (Figure 2G). In summary, these findings suggest that miR-15/16 specifically restrict the accumulation of thymically derived Tregs, but not at the expense of conventional T cells or peripherally induced Tregs.

### miR-15/16 regulate the expression of key Treg proteins

In these experiments, we noted that Tregs that lack miR-15/16 display abnormally low FOXP3 expression (Figure 2A). Therefore, we quantified FOXP3 and other proteins critical to Treg function in both Tregs and Tcons from thymus, spleen, and lymph nodes (Figure 2H). FOXP3 and CD25 expression were substantially reduced in miR-15/16^fl/fl^*Cd4*-Cre Tregs compared with miR-15/16^fl/fl^ control Tregs (Figure 2H). In contrast, expression of the inhibitory receptors CTLA4 and PD-1 were enhanced in miR-15/16^fl/fl^*Cd4*-Cre Tregs (Figure 2H). Slight but significant effects were also seen in Tcons, where PD-1 expression was most clearly affected (Figure 2H). However, expression of proteins not directly implicated in bona fide Treg functions (ST2, RORγT, and CCR6) exhibited no or less consistent changes (Figure 2H). Not surprisingly, the direct miR-15/16 target CD127 was derepressed in the absence of miR-15/16 in both Tregs and Tcons (Figure 2H). Using mice lacking one or both of the two miR-15/16 clusters in T cells, we identified a dose-response of CD127 derepression with stepwise increases in CD127 abundance in a fashion related to the expression of the miRNAs in Tregs (Figure 2I). Further analysis of the impact of each miR-15/16 cluster on Treg cell number (*in vitro* and *in vivo*) and Treg phenotype is provided in Figure S2. These results show that miR-15/16-deficient Tregs have significant alterations in the expression of central functional proteins. FOXP3^lo^CD25^lo^ Tregs accumulated in all tissues that were investigated in miR-15/16^fl/fl^*Cd4*-Cre mice (Figures 2J and 2K). Together, the data suggest that miR-15/16 play an important role not only in controlling the size of the Treg pool but also in generating and maintaining a competitive Treg phenotype under homeostatic conditions.

### CD25^lo^ Tregs protect mice from intestinal inflammation

To test the functional implications of miR-15/16 deficiency in Tregs, we gave T cell-deficient recipient mice 400,000 naive WT T cells together with 150,000 Tregs (CD4^+^CD45.1^−^FOXP3-GFP^+^) from either miR-15/16-sufficient mice (“miR-15/16^fl/fl^”) or miR-15/16-deficient mice (“miR-15/16^fl/fl^*Cd4*-Cre”) (Figure 3A). A third group received 400,000 naive WT T cells alone (CD4^+^CD45.1^+^CD25^−^CD44^lo^CD62L^hi^; “Naive only”) (Figure 3A). Recipient mice were monitored for wasting disease by body mass and condition over 8 weeks. Mice that received naïve T cells without Treg co-transfer developed colitis with visible inflammation of the colon (Figure 3B) and decreased body weight (Figure 3C). However, mice that received Tregs from either miR-15/16^fl/fl^ or miR-15/16^fl/fl^ *Cd4*-Cre mice had no visible inflammation of the colon (Figure 3B) or lower body weight by the end of the model (Figure 3C). The protective effect by Tregs was reflected by significantly lower frequencies and absolute numbers of Teff cells (CD4^+^CD44^hi^CD62L^lo^) in the colon, mesenteric lymph nodes, and spleen (Figures 3D and 3E). T cells expressing T-bet (Figures 3F and 3G) and IFN-γ (Figure 3H) were similarly reduced. The spontaneous accumulation of CD25^lo^ Tregs, previously found in mice lacking miR-15/16 expression in all T cells (miR-15/16^fl/fl^ *Cd4*-Cre) or in Tregs only (miR-15/16^fl/fl^*Foxp3*^Cre^), was replicated in recipient mice that obtained miR-15/16-deficient Tregs (Figures 3I and 3J). This result suggests that miR-15/16-dependent Treg expansion is not controlled by external factors, a question we address with greater detail in the next section. Frequencies of CD25^hi^ Tregs were found at the same level in miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre Treg recipients (Figures 3I and 3J). Significantly reduced expression levels of FOXP3 and CD25, and enhanced expression of CD127 and PD-1 were characteristic of miR-15/16-deficient Tregs (Figure 3K), as reported in previous experiments. Accumulation of these abnormal Tregs resulted in higher Treg-to-Teff ratio in recipient mice (Figure 3L), possibly suggesting that Tregs lacking miR-15/16 expression compensate for impaired suppressive capacity and provide protection from intestinal inflammation by increasing in number.

### Accumulation of FOXP3^lo^CD25^lo^CD127^hi^ Tregs happens by cell-intrinsic mechanisms

Heightened expansion of miR-15/16-deficient Tregs in the colitis model indicated that the external environment of the host was not driving Treg accumulation and generation of an abnormal Treg phenotype. To study cell-intrinsic versus cell-extrinsic effects with greater detail, we co-cultured naive miR-15/16^fl/fl^ and miR-15/16^fl/fl^ *Cd4*-Cre T cells (CD4^+^CD44^lo^CD62L^hi^, distinguishable by the congenic marker CD45.1) under Treg-polarizing conditions (Figure 4A). The same number of FOXP3^+^-induced Tregs (iTregs) of either genotype accumulated after 5 days in culture(Figure 4B). However, comparisons of co-cultured iTregs showed consistent reduction of FOXP3, CD25, and CTLA4 expression in miR-15/16^fl/fl^*Cd4*-Cre iTregs compared with miR-15/16^fl/fl^ controls, and CD127 and PD-1 expression was consistently upregulated in miR-15/16-deficient iTregs (Figure 4C). These results confirmed that intrinsic signals drive the observed phenotypic changes *in vitro*.

We came to the same conclusion *in vivo* using mixed hematopoietic chimeras. We transferred an equal ratio of miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre bone marrow cells to lethally irradiated recipient mice, and analyzed them after 9 weeks of reconstitution (Figure 4D). miR-15/16^fl/fl^*Cd4*-Cre Tregs were more abundant than miR-15/16^fl/fl^ control Tregs in spleen and lymph nodes (Figure 4E). Specifically, Helios^+^ tTregs were responsible for expanding the Treg pool. FOXP3^−^ Tcons were found at a 1:1 ratio in all tissues (Figure 4E). FOXP3 expression trended lower in miR-15/16^fl/fl^*Cd4*-Cre Tregs compared with miR-15/16^fl/fl^ Tregs from the same mice (Figure 4F, left panel), and the expression of CD25 was consistently and robustly reduced in miR-15/16-deficient Tregs (Figure 4F, middle panel). Conversely, CD127 expression was upregulated severalfold in spleen and lymph node Tregs lacking miR-15/16 (Figure 4F, right panel).

Finally, we used miR-15/16^fl/fl^*Foxp3*^Cre/Wt^ *Foxp3*-Cre-YFP heterozygous females as a third experimental approach that allowed us to study Cre-expressing miR-15/16-deficient Tregs (YFP^+^) and miR-15/16-sufficient Tregs (YFP^−^) in the same animal without intervention with irradiation and bone marrow transplantation. Despite allelic expression of Cre and YFP due to X chromosome inactivation, having only one *Foxp3*^Cre^ allele was enough to increase the total number of Tregs in female miR-15/16^fl/fl^*Foxp3*^Cre/Wt^ mice compared with miR-15/16^wt/wt^*Foxp3*^Cre/Wt^ controls (Figure 4G). Separating Tregs by YFP signal showed that these increases reflected a specific increase in the miR-15/16-deficient YFP^+^ Tregs in miR-15/16^fl/fl^*Foxp3*^Cre/Wt^ mice (Figures 4H and 4I), thereby confirming that miR-15/16 prevent Treg overgrowth in a cell-intrinsic manner. Moreover, these expanded miR-15/16-deficient Tregs also displayed the characteristic low expression of CD25 and CTLA4, and high expression of CD127 and PD-1 (Figure 4J). RORγT and CCR6 expression was similar in miR-15/16-deficient and -sufficient Tregs (Figure 4J). Together, these results demonstrate that miR-15/16 regulate gene expression networks in Tregs that limit their proliferation and modulate the expression of hallmark proteins.

### Access to IL-2 does not restore Treg CD25 expression in the absence of miR-15/16

IL-2 signaling plays a fundamental role in Treg homeostasis and function, and exposure to IL-2 induces expression of its own high-affinity receptor chain, CD25 (also known as IL-2Rα).^6,31^ The other subunits of the IL-2R complex (CD122/IL-2Rβ and CD132/IL-2Rγ; also known as “common γ chain”) were expressed similarly in Tregs from miR-15/16^fl/fl^*Cd4*-Cre and miR-15/16^fl/fl^ control mice (Figures 5A and 5B). To test whether reduced IL-2 availability could be responsible for impaired CD25 expression in miR-15/16-deficient Tregs, we treated co-cultured iTregs from miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre mice with different IL-2 concentrations including IL-2 neutralization by addition of an anti-IL-2 antibody. Neutralizing IL-2 reduced iTreg differentiation, affecting both genotypes similarly (Figure 5C). However, the amount of exogenously provided IL-2 did not alter the number of iTregs nor did it restore CD25 expression in miR-15/16-deficient iTregs (Figure 5C). In fact, miR-15/16-deficient iTregs responded to IL-2 stimulation by upregulating CD25 to the same degree as miR-15/16-sufficient iTregs (Figure 5C), although starting at a lower expression level prevented them from reaching full CD25 expression. *In vivo* generated Tregs sorted by FACS and cultured with or without IL-2 overnight confirmed this finding. CD25 expression increased in the presence of IL-2 in both control and miR-15/16-deficient Tregs (Figure 5D), with miR-15/16-deficient Tregs consistently exhibiting lower CD25 expression in all conditions (Figure 5D). These findings demonstrate that miR-15/16 are necessary to secure strong CD25 expression in Tregs independently of access to IL-2.

### Derepression of the miR-15/16 target CD127 promotes IL-7-dependent STAT5 activation

Tregs and Tcons display reciprocal expression of CD25 and CD127, with Tregs presenting as CD25^hi^CD127^lo^ and Tcons as CD25^lo^CD127^hi^. Consequently, IL-2 and IL-7 have opposing limiting functions in T cell immunity, with IL-2 required to maintain tolerance and IL-7 important for supporting immunological memory.^32^ Since miR-15/16 was required to maintain the CD25/CD127 balance in Tregs, we studied the effect of IL-7 in our *ex vivo* Treg cultures. IL-7 promoted T cell survival regardless of genotype, with little direct effect on CD25 and CD127 expression (Figure 5D). Next, we treated cells with IL-2 or IL-7 *ex vivo* and measured STAT5 phosphorylation (pSTAT5) in responding cells by flow cytometry. Despite the fact that miR-15/16 expression is required for high CD25 expression in Tregs, the frequency of pSTAT5^+^ cells and pSTAT5 signal intensity (MFI) were similar in miR-15/16-deficient and control Tregs in response to IL-2 stimulation (Figure 5E). In contrast, IL-7 stimulation selectively increased the frequency of pSTAT5^+^ cells and pSTAT5 MFI in miR-15/16-deficient Tregs, especially at high cytokine concentrations (Figure 5E).

IL-2R-deficient Treg function can be rescued by constitutive STAT5 expression.^6^ We extracted a list of differentially expressed gene (DEGs) by RNA sequencing (RNA-seq) of Tregs from transgenic STAT5b-CA mice and control Tregs and analyzed STAT5-induced or STAT5-inhibited genes in CD4^+^ T cells isolated from miR-15/16^fl/fl^*Cd4*-Cre and miR-15/16^fl/fl^ control mice. We identified a significant enrichment of STAT5-induced genes in miR-15/16^fl/fl^*Cd4*-Cre T cells, and an enrichment of STAT5-inhibited genes in miR-15/16^fl/fl^ control T cells (Figure 5F). Genes directly targeted by miR-15/16 in T cells were analyzed by Ago2 high-throughput sequencing of RNAs isolated by crosslinking immunoprecipitation (AHC) in our previous study.^22^ Putative miR-15/16 targets were identified as genes with one or more miR-15/16 3′ UTR seed matches corresponding with AHC read depth >5, and this gene set was highly enriched among genes upregulated in miR-15/16^fl/fl^*Cd4*-Cre T cells.^22^ Interestingly, this set of putative miR-15/16 targets overlapped with genes upregulated in Tregs with constitutive STAT5 expression (Figure 5G). Furthermore, several of these STAT5-induced putative miR-15/16 target genes were expressed at a significantly higher level in miR-15/16-deficient T cells compared with miR-15/16^fl/fl^ controls (Figure 5H), and a majority were induced in response to IL-7 stimulation (Figure 5H). Collectively, these findings suggest that increased IL-7R expression in miR-15/16-deficient Tregs may strengthen STAT5 signaling and the expression of downstream genes. In addition, many of those genes appear to be direct targets of miR-15/16, indicating that these miRNAs coordinate both cytokine responsiveness and cytokine-induced gene expression programs in Tregs.

### Treg overgrowth can compensate for impaired suppressive capacity

The inflammatory reactions happening systemically in miR-15/16^fl/fl^*Foxp3*^Cre^ mice indicate that Treg suppression is compromised in the absence miR-15/16, despite the increased number of Tregs in these mice. To measure the suppressive capacity of miR-15/16-deficient Tregs, we used *in vitro* suppression assays. CD4^+^CD25^−^CD45.1^+^ responder Tcons were sorted from WT mice and activated in presence of CD4^+^GFP^+^CD45.1^−^ Tregs sorted from miR-15/16^fl/fl^*Cd4*-Cre *Foxp3*^GFP^ and miR-15/16^fl/fl^*Foxp3*^GFP^ control mice. Surprisingly, Tcons cultured with miR-15/16^fl/fl^*Cd4*-Cre Tregs or miR-15/16^fl/fl^ control Tregs proliferated similarly, as indicated by CellTrace Violet (CTV) dye dilution (Figures 6A and 6B), suggesting that Tcons experienced the same degree of suppression by Tregs of either genotype. However, we analyzed Treg frequency 72 h after seeding the cells and found a significant increase in the number of miR-15/16^fl/fl^*Cd4*-Cre Tregs compared with control Tregs, which was enhanced in wells with responder cells present (Figure 6C). Labeling the Tregs with CTV confirmed increased proliferation in the absence of miR-15/16 (Figures 6D and 6E). We therefore recalculated the suppression profile, switching from the seeding ratio at the start of the culture to the final Treg-to-Tcon ratio at 72 h (Figure 6F). This analysis revealed that a greater number of Tregs from miR-15/16^fl/fl^*Cd4*-Cre mice were needed to achieve the same degree of suppression as Tregs from miR-15/16^fl/fl^ control mice. Using linear regression, we estimate 15% lower suppression by miR-15/16^fl/fl^*Cd4*-Cre Tregs (Figure 6F). These results demonstrate that miR-15/16 restrict Treg expansion *ex vivo*, and that excessive expansion due to miR-15/16 deficiency can compensate for lower suppressive capacity on a per-cell basis.

### miR-15/16-deficient Tregs resemble naturally occurring CD25^lo^ Tregs

To learn more about the outcome of miR-15/16 deficiency in Tregs, we isolated Tregs from miR-15/16^fl/fl^*Foxp3*^Cre^ mice (“cKO Treg”) and miR-15/16^wt/wt^*Foxp3*^Cre^ controls (“WT Treg”) for RNA-seq analysis (Figure 7A). 

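The RNA-seq data held 5 libraries of cKO Tregs and 4 of WT Tregs, each from CD4+ FOXP3-YFP+ cells sorted from spleen and lymph nodes. The deleted miRNAs lie within 2 host transcripts, the long noncoding RNA Dleu2 on chromosome 14 (miR-15a/16-1) and Smc4 on chromosome 3 (miR-15b/16-2). The 4 miRNA genes themselves were listed at 0 in all 14 libraries, so their loss could not be read from these data. Dleu2 was at 2519 ± 233.2 normalized counts (SD, n = 5) in cKO Tregs and 711.1 ± 449.1 (SD, n = 4) in WT Tregs, a log2 fold change of 2.32 (standard error 0.51, adjusted p = 0.0129 from limma), and of 1.85 with the sex of the library as a term (standard error 0.84, adjusted p = 0.747). WT replicate 2, at 86.3 normalized counts with 695.3 to 1099.7 in the other WT libraries, raised this value, and without it the log2 fold change was 1.47 (adjusted p = 0.0020). Smc4, a condensin subunit, had 41010 ± 1584 normalized counts (SD, n = 5) in cKO Tregs and 40460 ± 781.5 (SD, n = 4) in WT Tregs (log2 fold change 0.02, standard error 0.05, adjusted p = 0.910).

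The WT libraries were not alike. Xist, expressed from the inactive X chromosome of females, was at 34038 to 43337 normalized counts in the 5 cKO libraries and at 39239 in WT replicate 3, and at no more than 64.6 in the other 3 WT libraries. Ddx3y, on the Y chromosome, was at 4359 to 4810 normalized counts in those 3 WT libraries and at no more than 5.7 in the cKO libraries and WT replicate 3. With the sex of the library as a term, the cKO libraries are therefore compared with WT replicate 3 alone, the only female WT library. The values given with that term cannot tell sex from other traits of that library. The mean log2 level of 22 immediate early and stress genes, which respond to cell handling, was 13.49 to 13.75 in WT replicates 1 to 3 and 11.77 in WT replicate 4, 12.42 to 12.89 in cKO replicates 1 to 3, and 13.43 and 13.72 in cKO replicates 4 and 5. Myeloid markers showed a like pattern, with a mean log2 level over 12 genes of 7.14 to 7.56 in WT replicates 1 to 3, 4.05 in WT replicate 4 and 3.45 to 7.21 in the cKO libraries. Of these 12 genes, 0 passed limma between cKO and WT Tregs (5 were lower at an unadjusted p under 0.05, 1 was lower with DESeq2 and 0 passed with edgeR), and the list as a whole was lower in cKO Tregs (camera, adjusted p = 0.0012, and adjusted p = 0.433 with an estimated correlation). Over 5669 autosomal genes with a mean above 1000 normalized counts, WT replicate 4 correlated at 0.944 to 0.960 with the other WT libraries and at 0.970 to 0.983 with the CD25-sorted libraries. These correlations are across genes, which are not independent replicates.

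The authors aligned single-end reads with STAR and divided the reads per gene by DESeq2 size factors, and these normalized counts were the deposited values. Multiplied by these size factors, read from the step between low values, every value was a whole number of reads within a tolerance of 0.055 normalized counts, in all 30762420 to 33988565 reads in genes per cKO library (median 32283413) and 30055573 to 31964703 per WT library (median 30908272). At this depth, 16697 to 18200 genes had a read in a cKO library and 13920 to 17198 in a WT library. Differences were tested on log2(normalized count + 1) with limma, with the 4 sorted groups fitted together over 14 libraries and Benjamini-Hochberg adjustment over the 16241 genes with at least 10 normalized counts in 2 libraries. Fold changes are differences of group means on this scale.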

From miR-15/16^wt/wt^*Foxp3*^Cre^ mice, we also sorted CD25^hi^ and CD25^lo^ Tregs (Figure 7A). 

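The sort separated cells by CD25 protein, and its mRNA followed the gate. Il2ra, which encodes CD25, was at 40170 ± 888.6 normalized counts (SD, n = 3) in CD25hi Tregs and 14850 ± 243.8 (SD, n = 2) in CD25lo Tregs, a log2 fold change of -1.43 (standard error 0.10, adjusted p = 4.8e-07 from limma). Il2rb, the IL-2 receptor β chain, was also lower in CD25lo Tregs, at 28100 ± 58.3 (SD, n = 2) against 54370 ± 1283 (SD, n = 3) normalized counts (log2 fold change -0.95, standard error 0.07, adjusted p = 1.0e-06). Foxp3, the lineage-defining transcription factor of Tregs, was at 15420 ± 1239 (SD, n = 2) in CD25lo and 22850 ± 1350 (SD, n = 3) in CD25hi Tregs (log2 fold change -0.57, standard error 0.08, adjusted p = 0.0016). Il2ra was used for the sort and is therefore not a finding between these groups.

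The 3 CD25hi libraries held 31295758 to 33516978 reads in genes (median 32101979) and the 2 CD25lo libraries 31151860 and 35226685. A read was found for 13723 to 16174 genes in a CD25hi library and for 14500 and 15387 genes in the CD25lo libraries. Xist was at no more than 32.3 normalized counts in these 5 libraries, and the mean log2 level of immediate early and stress genes was 11.54 to 12.12. The values were made and tested as for the bulk Tregs. With 2 CD25lo libraries, the test of each gene rests on the spread within all 4 groups.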

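Socs2, Ecm1 and Gpr83 were lower both in cKO Tregs compared with WT Tregs and in CD25lo compared with CD25hi Tregs. Il2ra was as well, but between the CD25-sorted groups this follows from the sort. Il2ra dropped from 26040 ± 2160 normalized counts (SD, n = 4) in WT Tregs to 15510 ± 1685 (SD, n = 5) in cKO Tregs, a log2 fold change of -0.75 (standard error 0.07, adjusted p = 1.5e-05 from limma). Socs2, a STAT5-induced inhibitor of cytokine signaling, had a log2 fold change of -1.43 (standard error 0.12, adjusted p = 2.0e-06) in cKO Tregs and of -1.22 (standard error 0.17, adjusted p = 8.8e-04) in CD25lo Tregs. Ecm1, a secreted matrix protein, changed by -1.29 (standard error 0.09, adjusted p = 2.0e-07) and -0.95 (standard error 0.12, adjusted p = 3.7e-04), and Gpr83, a receptor abundant in Tregs, by -0.85 and -1.31. Among genes that rose in both comparisons were Itgb1, the integrin β1 chain (0.49 in cKO and 0.68 in CD25lo Tregs), Itga7, an integrin α chain (1.36 and 2.01), and the chemokine receptor Cxcr3 (0.52 and 0.72). Penk, an enkephalin precursor, and Igf2r went opposite ways, with log2 fold changes of 0.92 and 0.33 in cKO and -1.69 and -0.42 in CD25lo Tregs. Of 24 core Treg genes, 5 were higher and 4 lower in cKO Tregs (5 higher and 7 lower when adjusted over the list alone), and the list did not pass (camera, adjusted p = 0.170). Il2rb, the IL-2 receptor β chain, had a log2 fold change of -0.01 in cKO Tregs (standard error 0.05, adjusted p = 0.969).

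In all, 61 genes, with Il2ra of the sort left in among them, passed an adjusted p of 0.05 from limma in both comparisons. Of these, 22 were higher in both cKO and CD25lo Tregs, where independent lists would share 2.02, and 31 were lower in both, where they would share 2.42 (Fisher's exact test across genes, p = 4.7e-17 and p = 1.2e-25). Another 5 were higher in cKO and lower in CD25lo Tregs, against 3.35 of independent lists, and 3 the other way, against 1.46. Genes called in cKO Tregs were mostly abundant, with 247 higher and 203 lower among the 5830 genes at 1000 or more normalized counts. Both comparisons also come from the same fit and share its gene variances. The numbers for independent lists, taken over all genes tested, are therefore too low, and the p-values overstate the overlap. The calls of Cxcr3, Itgb1, Itga7, Penk and Igf2r in at least 1 comparison were lost when single libraries were left out, with adjusted p of up to 0.308, 0.165, 0.0500, 0.101 and 0.281. With the sex of the library as a term the count of 61 was 7, and Il2ra, Socs2 and Ecm1 were still called in cKO Tregs (adjusted p = 0.0316, 0.0053 and 4.7e-04). Gpr83, Cxcr3, Itgb1, Itga7, Penk and Igf2r were not (adjusted p = 0.0658, 0.694, 0.269, 0.243, 0.819 and 0.230), at log2 fold changes of -0.94, 0.49, 0.60, 1.52, 0.77 and 0.41, with standard errors of 0.19, 0.21, 0.17, 0.41, 0.39 and 0.11 that had been 0.11, 0.12, 0.10, 0.25, 0.23 and 0.07 without the term. The count was 31, 35, 34, 37, 37 and 22 without cKO replicate 1, cKO replicate 3, WT replicate 3, CD25hi replicate 3, CD25lo replicate 1 and CD25lo replicate 2.

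**Figure D1:**
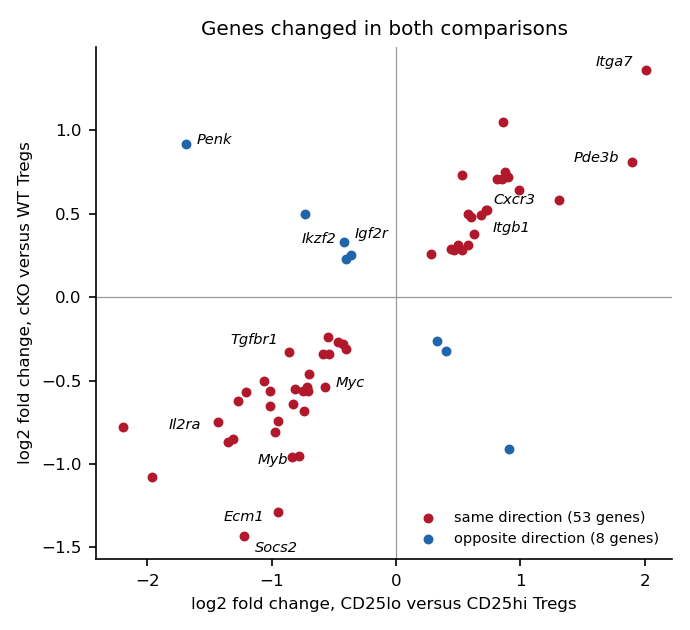
Log2 fold changes of the 61 genes that passed an adjusted p of 0.05 from limma in both comparisons, with CD25lo versus CD25hi Tregs (n = 2 and 3 libraries) on the horizontal axis and cKO versus WT Tregs (n = 5 and 4 libraries) on the vertical axis. Each point is a gene, and 53 points lie in the quadrants of the same direction and 8 in the others.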

One hundred and sixty-eight genes were differentially expressed in CD25^hi^ versus CD25^lo^ Tregs and in WT versus cKO Tregs (Figure 7B; Table S1). 

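Myc and Myb, transcription factors of growth and of lymphocyte differentiation, were lower both in cKO Tregs and in CD25lo Tregs. Myc was at 6913 ± 717.6 normalized counts (SD, n = 4) in WT and 4741 ± 378.7 (SD, n = 5) in cKO Tregs (log2 fold change -0.54, standard error 0.08, adjusted p = 7.6e-04 from limma), and at 8379 ± 707.8 (SD, n = 3) in CD25hi and 5648 ± 132.9 (SD, n = 2) in CD25lo Tregs (log2 fold change -0.57, standard error 0.11, adjusted p = 0.0116). Myb was at 2416 ± 520.1 (SD, n = 4) in WT and 1232 ± 141.1 (SD, n = 5) in cKO Tregs (log2 fold change -0.95, adjusted p = 3.7e-04) and changed by -0.78 (standard error 0.17, adjusted p = 0.0279) in CD25lo Tregs. Tgfbr1, a receptor chain for TGF-β, was lower in cKO Tregs by a small step (log2 fold change -0.33, standard error 0.08, adjusted p = 0.0301) and further in CD25lo Tregs (-0.86, standard error 0.11, adjusted p = 6.6e-04). Ikzf2, which encodes Helios, rose in cKO Tregs to 34970 ± 1943 normalized counts (SD, n = 5) from 29420 ± 1857 (SD, n = 4) in WT Tregs, a log2 fold change of 0.25 (adjusted p = 0.0205), and fell in CD25lo Tregs by 0.36 on the log2 scale (standard error 0.08, adjusted p = 0.0263).

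The transcriptional repressor Bcl6 was higher in cKO Tregs, at 2129 ± 141.9 (SD, n = 5) against 1458 ± 100.8 (SD, n = 4) normalized counts (log2 fold change 0.55, standard error 0.09, adjusted p = 0.0029), and its log2 fold change of 0.46 in CD25lo Tregs (standard error 0.13) did not pass the test (adjusted p = 0.0841). Ikzf4, which encodes Eos, was lower in CD25lo Tregs (log2 fold change -0.80, standard error 0.11, adjusted p = 9.9e-04), and its log2 fold change of -0.25 in cKO Tregs (standard error 0.08) did not pass (adjusted p = 0.105). Myb lies on chromosome 10 of GRCm38 from 21124935 to 21160984 and Ikzf2 on chromosome 1 from 69531214 to 69687245. With the sex of the library as a term, Myc (adjusted p = 0.0429) and Myb (adjusted p = 0.0316) were still called in cKO Tregs, whereas Tgfbr1, Ikzf2 and Bcl6 were not (adjusted p = 0.670, 0.533 and 0.462), at log2 fold changes of -0.34, 0.27 and 0.47 and with standard errors of 0.14, 0.10 and 0.16 that had been 0.08, 0.06 and 0.09 without the term. When 1 library was left out at a time, Tgfbr1 in cKO Tregs, Ikzf2 in both comparisons, and Myc and Myb in CD25lo Tregs lost the call for some libraries, with adjusted p of up to 0.0978, 0.152, 0.0770 and 0.148.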

DEGs included several known to modulate Treg function (e.g., *Myc*, *Myb*, *Bcl6*, *Tgfbr1*, *Ikzf2* [Helios], and *Ikzf4* [Eos]). 

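Of the 61 genes changed in both comparisons, 53 moved the same way in cKO Tregs as in CD25lo Tregs, a share of 86.9% (95% exact binomial interval over genes, 75.8% to 94.2%). Of all 263 genes changed between CD25lo and CD25hi Tregs, 171 had the same sign in cKO Tregs (65.0%), and the fold changes of these 263 genes correlated across genes at r = 0.491. Over all 16241 genes tested, the 2 sets of fold changes were nearly unrelated (r = 0.0153, Spearman's rho = 0.038), and over the 8866 more abundant genes rho was 0.0813. Genes are not independent replicates, so these values describe the profiles and carry no p-value. The binomial interval takes genes as independent and is therefore not a measure of the error of the share. Il2ra, used for the sort, is counted among the 61 and the 263 genes.

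A CD25lo score was therefore computed per bulk library, as the mean log2 level of 66 genes higher in CD25lo Tregs minus that of 93 genes lower in CD25lo Tregs, with the genes chosen on the CD25-sorted libraries alone and Il2ra left out. All 5 cKO libraries, at 0.0425 to 0.311, scored above all 4 WT libraries, at -0.216 to -0.118, and the difference between the group means was 0.304 on the log2 scale (two-sided exact permutation test, p = 0.0079, the smallest p that 5 libraries against 4 allow). The female WT replicate 3, at -0.152, also lay below the 5 cKO libraries, all of which were female by Xist. With the wider set of genes at an unadjusted p under 0.05 between the CD25-sorted libraries, the difference was 0.0453 (exact permutation test, p = 0.318).

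**Figure D2:**
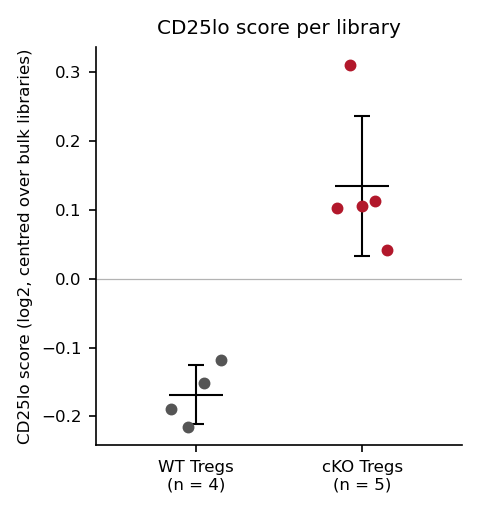
CD25lo score per bulk library, in log2 units centred over the bulk libraries, with horizontal bars for the group means and error bars for the SD. Points are the 4 WT and 5 cKO libraries, and the highest cKO library, replicate 2, lies at 0.311.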

Interestingly, the transcriptional profile of cKO Tregs resembled that of naturally occurring CD25^lo^ WT Tregs (Figure 7B). Mapping our AHC data onto the Treg DEGs revealed an enrichment for AHC reads corresponding with miR-15/16 seed sequences within the 3′ UTR of genes upregulated in cKO Tregs, compared with those more highly expressed in WT Tregs (Figure 7B, bars on right side). Quantifying this enrichment showed that significantly more genes upregulated in cKO Tregs had AHC reads ≥5 at miR-15/16 target sites (Figure 7C). Thus, miR-15/16 directly target some but not all of the DEGs shared by cKO Tregs and WT CD25^lo^ Tregs. 

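Seed matches for miR-15/16 were present in some of the genes shared by cKO and CD25lo Tregs and absent from others. Among shared genes that rose in cKO Tregs, Cdc25b, a cell-cycle phosphatase, Itgb1, Igf2r and Ikzf2 each had 1 match in the longest annotated 3′ UTR, while Cxcr3 and Itga7 had none. Cdc25b lost its call in CD25lo Tregs for 4 of 14 libraries left out in turn (adjusted p of up to 0.408). Among those that fell in cKO Tregs, Myb had 2 matches, an 8-mer among them, and Il2ra 1, while Myc, Socs2, Ecm1 and Gpr83 had none. A match here is TGCTGCT, GCTGCTA or TGCTGCTA, the complements of the shared 5′ end of the miRNAs.

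Of the 61 shared genes, 60 had an annotated 3′ UTR and 22 of these had a match (36.7%), compared with 30.7% of the 12769 genes tested that had an annotated 3′ UTR. A match was found in 13 of the 26 shared genes higher in cKO Tregs (50%) and in 9 of the 34 lower in cKO Tregs (26.5%), a difference that did not pass Fisher's exact test across genes (two-sided p = 0.104). AHC reads were not analysed here, and a match does not show that the site is bound. The paper reasons from AHC reads at such sites in genes upregulated in cKO Tregs (Fig. 7B and 7C) and concludes that part of the shared DEGs are direct targets.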

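Transcripts with a miR-15/16 seed match were shifted upward in cKO Tregs by a small step. The 3915 genes tested with a 7-mer or 8-mer match in the longest annotated 3′ UTR had a median log2 fold change of 0.0575 between cKO and WT Tregs, compared with 0.011 for the 8854 genes without a match, a shift of 0.0464. The 627 genes with an 8-mer were shifted by 0.084. Genes that rose in cKO Tregs were more frequent among those with a match, at 172 genes (4.39%), than among those without, at 140 genes (1.58%; Fisher's exact test across genes, p = 1.5e-19), whereas genes that fell made up 1.61% and 1.91% (p = 0.251). Nrn1, a membrane-anchored neuritin with an 8-mer, was at 3455 ± 429.4 normalized counts (SD, n = 5) in cKO and 1086 ± 206.8 (SD, n = 4) in WT Tregs (log2 fold change 1.68, standard error 0.16, adjusted p = 1.0e-05 from limma).

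Other 7-mers of the base composition of TGCTGCT were searched as the seed match was, each together with its last 6 bases followed by A. Of these 209, 0 gave a shift as large and the highest was 0.0264, and 89 of them, which open with T, have the base composition of the seed match in both forms. With TGCTGCT alone, the shift was 0.0437 over 3442 genes with a match, and of 209 other 7-mers alone, 1 gave a shift as large (0.0451, GCTTTCG in 344 genes). The 2 distributions of fold changes differed with a Kolmogorov-Smirnov D of 0.0941 across genes, which are not independent replicates. Tested over libraries, the mean log2 level of genes with minus genes without a match was 0.0217 higher in cKO Tregs, within the spread of the libraries (two-sided exact permutation test over 5 and 4 libraries, p = 0.579), and it was 0.0607 higher (p = 0.0238) when only genes with at least 10 normalized counts in every library were kept. The value of 0.0217 depended on single libraries. With each left out in turn, it ranged from 0.004 (without WT replicate 1) to 0.0465 (without WT replicate 4). The exact permutation test passed for none of these (p = 0.179 to 0.946). The legend of Fig. S3 gives 6 cKO and 5 WT replicates, and 5 and 4 libraries were analysed here.

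**Figure D3:**
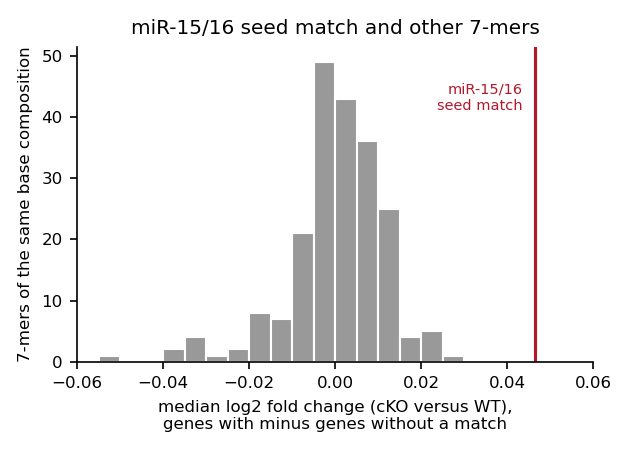
Histogram of the difference in median log2 fold change (cKO versus WT Tregs) between genes with and without a match in the 3′ UTR, for 209 7-mers of the base composition of TGCTGCT, each searched together with its last 6 bases followed by A, with the number of 7-mers on the vertical axis. The line marks the miR-15/16 seed match (TGCTGCT or GCTGCTA) at 0.0464, to the right of the highest other 7-mer at 0.0264.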

A full transcriptome-wide analysis of cKO and WT Tregs demonstrated that miR-15/16 bind and regulate a large number of direct RNA targets in Tregs (Figure S3).

### miR-15/16 maintain a resting Treg transcriptional signature

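CD25lo Tregs expressed lower levels of core Treg genes and of genes induced by IL-2 and STAT5 than CD25hi Tregs. Of 24 core Treg genes, 14 were lower in CD25lo Tregs, none was higher and 10 did not pass the test (18 lower when adjusted over the list alone), among them Foxp3, Il2rb and Ikzf4. Of 20 genes of the IL-2 and STAT5 response, 11 were lower and none was higher (14 lower and 1 higher when adjusted over the list alone). Cish, a STAT5-induced inhibitor of cytokine signaling, fell from 10550 ± 1084 normalized counts (SD, n = 3) in CD25hi to 5293 ± 247.1 (SD, n = 2) in CD25lo Tregs, a log2 fold change of -0.99 (standard error 0.12, adjusted p = 3.3e-04 from limma), and Cdk6, a cyclin-dependent kinase, by 0.67 on the log2 scale (standard error 0.10, adjusted p = 0.0017). Tcf7, which encodes TCF1, was higher in CD25lo Tregs, at 49790 ± 1230 (SD, n = 2) against 32300 ± 2495 (SD, n = 3) normalized counts (log2 fold change 0.63, standard error 0.09, adjusted p = 0.0014), and Lef1 had a log2 fold change of 0.32 (standard error 0.13, adjusted p = 0.260).

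Altogether 263 genes changed, of which 99 were higher in CD25lo Tregs by a median of 1.65-fold and 164 lower by a median of 1.79-fold. The list of core Treg genes and that of the IL-2 and STAT5 response were lower as a whole by camera (adjusted p = 1.3e-27 and 7.4e-17, and adjusted p = 0.0015 with an estimated correlation for both). Both lists include Il2ra, which was used for the sort. They were also written after the paper's list of genes changed between these libraries had been read. Their counts and p-values are therefore not independent evidence. Ribosome biogenesis was also lower by camera (3 of 28 lower, 11 when adjusted over the list alone, adjusted p = 7.0e-09, and adjusted p = 0.0015 with an estimated correlation). DNA replication genes were lower as a list, with 1 of 30 called (11 lower when adjusted over the list alone, camera, adjusted p = 2.3e-08, and adjusted p = 0.224 with an estimated correlation). Markers of conventional CD4 T cells were higher as a list, with 2 of 10 called (6 higher when adjusted over the list alone, camera, adjusted p = 1.1e-04, and adjusted p = 0.112 with an estimated correlation). Among genes with the largest changes, Vipr1, a neuropeptide receptor, rose by 1.77 (adjusted p = 6.6e-04) and Dnah7a, a dynein heavy chain, fell by 2.20 on the log2 scale (adjusted p = 4.4e-05). The count of 263 was 142 without CD25hi replicate 3, 91 without CD25lo replicate 2 and 160 with only these 2 groups in the fit. Ingenuity Pathway Analysis was not run here.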

We used Ingenuity Pathway Analysis to analyze all DEGs in CD25^hi^ versus CD25^lo^ Tregs to generate a list of candidate upstream regulators (Figure 7D). The same analysis performed on all DEGs in cKO versus WT Tregs identified several of the same upstream regulators, including *Il2*, *Tcf7* (TCF1), and *Lef1* (Figure 7D). 

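Klf2 and some other resting T cell genes were lower in cKO than in WT Tregs, as was Nop56 among ribosome biogenesis genes, and Sh2d1a among follicular T cell genes was higher. Of 20 resting T cell genes, 6 were lower and 1 was higher in cKO Tregs (8 lower and 1 higher when adjusted over the list alone; camera, lower, adjusted p = 8.5e-08, and adjusted p = 0.0964 with an estimated correlation). In CD25lo compared with CD25hi Tregs, 3 of the 20 were higher and none was lower (4 higher and 1 lower when adjusted over the list alone; camera, higher, adjusted p = 2.0e-04, and adjusted p = 0.287 with an estimated correlation). Those lower in cKO Tregs included Klf2, a transcription factor of T cell quiescence and trafficking, at 24600 ± 4452 normalized counts (SD, n = 5) in cKO and 40010 ± 10430 (SD, n = 4) in WT Tregs (log2 fold change -0.67, standard error 0.16, adjusted p = 0.0256 from limma). Of 12 follicular T cell genes, 4 were higher and none was lower (9 higher when adjusted over the list alone; camera, higher, adjusted p = 1.9e-08, and adjusted p = 0.0516 with an estimated correlation), among them Sh2d1a, the signaling adaptor SAP, at 2621 ± 212.2 (SD, n = 5) against 1459 ± 177.6 (SD, n = 4) normalized counts (log2 fold change 0.85, standard error 0.11, adjusted p = 2.0e-04), and its partner receptor Slamf6 (log2 fold change 0.25, adjusted p = 0.0119). Of 28 ribosome biogenesis genes, 5 were lower (9 when adjusted over the list alone; camera, lower, adjusted p = 2.3e-08, and adjusted p = 0.0028 with an estimated correlation), such as Nop56 (log2 fold change -0.38, standard error 0.08, adjusted p = 0.0117). Of 20 genes of the IL-2 and STAT5 response, 5 were lower, and Il1rl1 was higher (7 lower and 1 higher when adjusted over the list alone; camera, lower, adjusted p = 7.2e-07, and adjusted p = 0.0157 with an estimated correlation). The mRNAs of the transcription factors TCF1 and LEF1 did not pass the test, with log2 fold changes of 0.12 for Tcf7 (standard error 0.07, adjusted p = 0.406) and -0.18 for Lef1 (standard error 0.09, adjusted p = 0.367).

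The comparison of cKO and WT Tregs called 572 of 16241 genes, 332 higher in cKO Tregs by a median of 1.44-fold and 240 lower by a median of 1.33-fold. Markers of conventional CD4 T cells were higher as a list, with 2 of 10 called (3 higher and 1 lower when adjusted over the list alone, camera, adjusted p = 0.0416, and adjusted p = 0.433 with an estimated correlation). Their mean log2 level was 7.77 to 8.41 in WT replicates 1 to 3, within the 7.77 to 8.51 of the cKO libraries. It was 6.81 in WT replicate 4, and the list was weaker in 7 of 20 alternative settings. Immediate early and stress genes were lower as a list, with 1 of 22 called (1 higher and 6 lower when adjusted over the list alone, camera, adjusted p = 3.8e-04, and adjusted p = 0.465 with an estimated correlation). Klf2 was at 24546 in WT replicate 4, at the cKO level, and lost its call when cKO replicate 1 or 3 or WT replicate 1, 2 or 3 was left out (adjusted p of up to 0.0895). All 5 cKO libraries and 1 of the 4 WT libraries were female by Xist, and with sex as a term 22 genes were called, Sh2d1a among them, whereas Klf2, Slamf6 and Nop56 were not (adjusted p = 0.248, 0.435 and 0.625), at log2 fold changes of -0.96, 0.27 and -0.35 and with standard errors of 0.26, 0.09 and 0.14 that had been 0.16, 0.05 and 0.08 without the term. Over the 548 autosomal genes called without the term, the median fold change with it was 100% of that without. The count was 349 and 356 without cKO replicates 1 and 3. Upstream regulators were not computed here.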

Expression of the transcription factor TCF1 and its binding partner LEF1 was recently shown to separate Tregs into distinct subpopulations: activated Tregs, effector Tregs (eTregs), and resting Tregs (rTreg).^11^ Therefore, we analyzed the expression of transcription factors and key functional molecules that distinguish TCF1^+^LEF1^+^CD62L^+^CD44^lo^ rTregs from TCF1^−^LEF1^−^CD62L^−^CD44^hi^ eTregs in miR-15/16^fl/fl^*Foxp3*^Cre^ and miR-15/16^wt/wt^ *Foxp3*^Cre^ mice. 

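Genes that mark resting Tregs were lower in cKO Tregs. Of the 9 rTreg genes shown in Fig. 7E, 7 were lower in cKO Tregs, none was higher, and 2 did not pass the test (9 lower when adjusted over the list alone). Igfbp4, an insulin-like growth factor binding protein, fell from 10660 ± 1607 normalized counts (SD, n = 4) in WT to 2926 ± 851.3 (SD, n = 5) in cKO Tregs, a log2 fold change of -1.90 (standard error 0.15, adjusted p = 1.0e-06 from limma). Gata1, a transcription factor on the X chromosome, fell from 931.5 ± 219.6 (SD, n = 4) to 407.8 ± 82.6 (SD, n = 5) normalized counts (log2 fold change -1.18, standard error 0.18, adjusted p = 0.0012). Smaller changes were found for Bach2, a repressor of effector differentiation (log2 fold change -0.40, standard error 0.10, adjusted p = 0.0290), Il6ra, the IL-6 receptor α chain (-0.32, adjusted p = 0.0489), and Ikzf1, which encodes Ikaros (-0.25, adjusted p = 0.0480).

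As a list, the rTreg genes were lower in cKO Tregs (camera, adjusted p = 1.6e-16, and adjusted p = 0.0157 with an estimated correlation). By the legend of Fig. 7E, the rTreg subgroup is that of Yang et al., an outside source. The study shows these genes on the same libraries as used here, so their direction is not independent evidence beside that figure. Ikzf1 and Il6ra each lost the call for 11 of 14 libraries left out in turn and Bach2 for 5 (adjusted p of up to 0.135, 0.128 and 0.102), and 4 of the 9 genes were called without cKO replicate 1, 3 or 5 or WT replicate 3 or 4. With the sex of the library as a term, Igfbp4 (adjusted p = 0.0052), Il2ra and Myb were called. Gata1, Bach2, Il6ra and Ikzf1 were not (adjusted p = 0.126, 0.165, 0.8555 and 0.847), at log2 fold changes of -1.37, -0.62, -0.26 and -0.21 and with standard errors of 0.30, 0.15, 0.14 and 0.12 that had been 0.18, 0.10, 0.09 and 0.07 without the term.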

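Fgl2, Lag3, Tigit and some other eTreg genes were higher in cKO Tregs, while the larger part of the eTreg panel did not pass the test. Of 19 genes shown as eTreg genes in Fig. 7E, 8 were higher in cKO Tregs and none was lower (11 higher and 3 lower when adjusted over the list alone). The 19 include Tcf7 and Lef1, although the paper defines eTregs as negative for TCF1 and LEF1. Neither passed, at log2 fold changes of 0.12 and -0.18 (adjusted p = 0.406 and 0.367 from limma). Both also enter the list test and the score below. Fgl2, a secreted suppressive mediator, rose from 960.8 ± 145.4 normalized counts (SD, n = 4) in WT to 2064 ± 480.5 (SD, n = 5) in cKO Tregs (log2 fold change 1.08, standard error 0.16, adjusted p = 7.3e-04 from limma). The coinhibitory receptors Lag3 and Tigit rose by 1.01 and 1.00 on the log2 scale (standard error 0.17 for both, adjusted p = 0.0027 and 0.0020), and Il1rl1, the IL-33 receptor, by 0.84 (standard error 0.13, adjusted p = 0.0015). Icos, a costimulatory receptor, had a log2 fold change of 0.53 (adjusted p = 0.0320) and Gata3, a transcription factor, of 0.45 (adjusted p = 0.0176). Values that did not pass were 0.33 for Cd44 (adjusted p = 0.0811), 0.76 for Gzmb (adjusted p = 0.331), -0.55 for Itgae (adjusted p = 0.0689) and -0.36 for Lgals1 (adjusted p = 0.217). The coinhibitory receptors Pdcd1, of this panel, and Ctla4 did not pass either, at 0.37 and 0.42 (adjusted p = 0.234 and 0.344). Ctla4 was at 13255.5 normalized counts in WT replicate 4 and 32969.2 to 36409.8 in the other WT libraries, and its log2 fold change was 0.08 without that library (adjusted p = 0.795) and 0.13 with the sex of the library as a term (adjusted p = 0.999).

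As a list, the eTreg genes were higher (camera, adjusted p = 1.6e-06, and adjusted p = 0.106 with an estimated correlation). Per library, the mean of the 19 eTreg genes minus that of the 9 rTreg genes, each centred over the bulk libraries, was -0.0716 to 0.752 in cKO and -0.935 to -0.267 in WT Tregs, a difference of 1.05 on the log2 scale (two-sided exact permutation test, p = 0.0159, 5 against 4 libraries). The labels rTreg and eTreg go back to Yang et al. by the legend of Fig. 7E. The study had shown these genes on the libraries tested here, so the score is not independent evidence of this direction. Of the 8 called eTreg genes, 5 were called without cKO replicate 3 or WT replicate 3, 4 without cKO replicate 5, and Fgl2 alone with the sex of the library as a term (log2 fold change 1.33, adjusted p = 0.0471), and WT replicate 3, the female WT library, scored -0.697. With that term, Lag3, Tigit, Il1rl1, Icos and Gata3 were at 0.77, 1.13, 1.01, 0.51 and 0.44 (adjusted p = 0.565, 0.166, 0.109, 0.724 and 0.625), with standard errors of 0.28, 0.28, 0.22, 0.23 and 0.17 that had been 0.17, 0.17, 0.13, 0.13 and 0.10. Icos lost its call for 7 of 14 libraries left out in turn and Gata3 for 1 (adjusted p of up to 0.0891 and 0.0501).

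**Figure D4:**
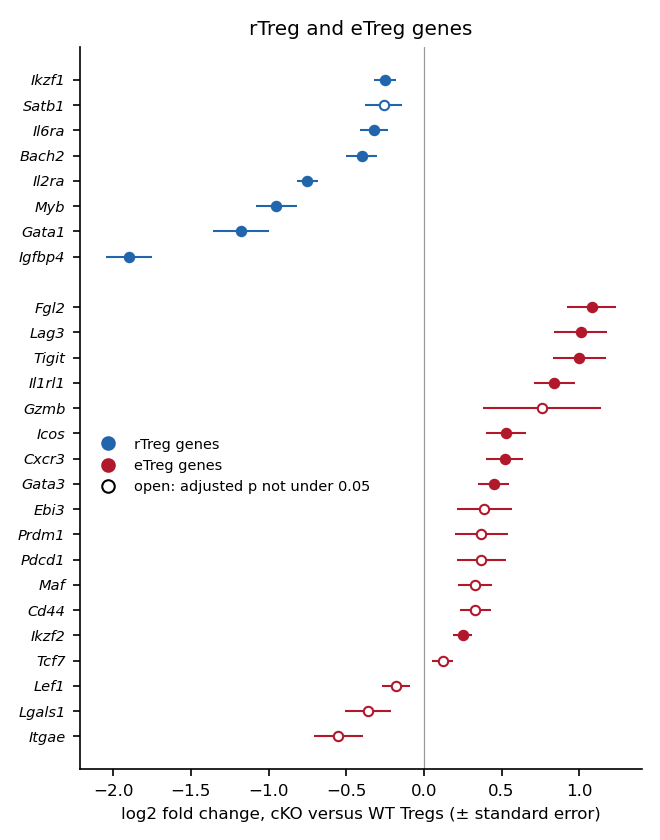
Log2 fold change between cKO (n = 5 libraries) and WT Tregs (n = 4 libraries) of rTreg genes and eTreg genes of Fig. 7E, a part of the 9 and 19, with error bars for the standard error from limma. Filled points passed an adjusted p of 0.05, which holds for 7 rTreg genes, all to the left of 0, and 8 eTreg genes, all to the right.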

The transcriptional profile of rTregs resembled that of WT Tregs, whereas eTregs corresponded more closely with cKO Tregs (Figure 7E). Expanding analysis to the entire transcriptome of rTregs and eTregs showed that genes upregulated in miR-15/16 cKO Tregs (Figure 7F, top) and miR-15/16 AHC hits (Figure 7F, bottom) were enriched in the eTreg transcriptional profile. Together, these results suggest that miR-15/16 maintain distinct subsets of Tregs with a resting phenotype.

### miR-15/16 restrict the formation of eTregs

In line with the eTreg transcriptional signature of miR-15/16 cKO Tregs, CD44^hi^CD62L^lo^ Tregs were selectively expanded in miR-15/16^fl/fl^*Foxp3*^Cre^ mice compared with miR-15/16^wt/w^t^^ *Foxp3*^Cre^ controls (Figures 7G and 7H). CD25 expression was markedly reduced among CD44^lo^CD62L^hi^ Tregs lacking miR-15/16, mimicking the lower frequency of CD25^hi^ cells in the CD44^hi^CD62L^lo^ Treg subset (Figure 7I). Analysis of the same Treg subsets in miR-15/16^fl/fl^*Foxp3*^Cre/Wt^ *Foxp3*-Cre-YFP heterozygous female mice confirmed that miR-15/16 deficiency promotes a selective increase of CD44^hi^CD62L^lo^ Tregs (Figure 7J) with reduced CD25 expression most pronounced in the CD44^lo^CD62L^hi^ Treg subset (Figure 7K). TCF1 protein expression was reduced in the whole Treg pool of miR-15/16^fl/fl^*Foxp3*^Cre^ mice, supporting a shift in transcriptional programs leading to expansion of TCF1^−^ eTregs (Figures 7L and 7M).

In summary, miR-15/16-deficient Tregs exhibited an effector Treg transcriptional signature and an increased proportion of cells with concordant expression of eTreg marker proteins. We propose a model wherein increased cell cycle and IL-7 signaling in the absence of miR-15/16 may be responsible for TCF1 downregulation that, in turn, promotes formation of eTregs that are characterized by lower CD25 expression, and hence decreased expression of IL-2-induced genes (Figure 7N). However, miR-15/16 affect a broad repertoire of direct targets in T cells, and other genes and pathways likely contribute to the observed Treg dysfunction. 

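The cell-cycle genes of the model were higher in cKO Tregs as a group, by small steps. Of the 14 cell-cycle genes in Fig. 7N, 4 were higher in cKO Tregs and none was lower over all genes tested (14 higher when adjusted over the list alone). The phosphatases Cdc25a and Cdc25b, which activate cyclin-dependent kinases, had log2 fold changes of 0.71 (standard error 0.13, adjusted p = 0.0042 from limma) and 0.48 (standard error 0.10, adjusted p = 0.0119). Rbl2, a pocket protein that restrains cell-cycle entry, was also higher (log2 fold change 0.41, standard error 0.09, adjusted p = 0.0119), as was the D-type cyclin Ccnd3 (0.29, standard error 0.07, adjusted p = 0.0355). Il7r, the IL-7 receptor α chain, was at 11640 ± 1294 normalized counts (SD, n = 5) in cKO and 5779 ± 1062 (SD, n = 4) in WT Tregs (log2 fold change 1.02, standard error 0.11, adjusted p = 3.3e-05).

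Of the 6 IL-2-induced genes in Fig. 7N, Il2ra, Myc and Lta were lower in cKO Tregs and 3 did not pass (6 lower when adjusted over the list alone). Lta, which encodes lymphotoxin α, was at 1609 ± 125.2 (SD, n = 5) in cKO and 2604 ± 470.5 (SD, n = 4) in WT Tregs (log2 fold change -0.68, standard error 0.12, adjusted p = 0.0025). Values for the other 3 were -0.21 for Bcl2 (adjusted p = 0.253), -0.19 for Il2rg (adjusted p = 0.114) and -0.14 for Lck (adjusted p = 0.152). Of 30 DNA replication genes and of 30 mitosis genes, 0 passed limma between cKO and WT Tregs (2 and 4 were higher at an unadjusted p under 0.05, 1 and 0 with DESeq2, and 0 and 0 with edgeR), and as lists they did not pass either (camera, adjusted p = 0.552 and 0.918).

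The cell-cycle and IL-2-induced lists moved as a whole (camera, adjusted p = 5.9e-10 for both, and adjusted p = 0.0011 with an estimated correlation for both). Both lists come from the schematic model of Fig. 7N, and its legend does not state how the genes were chosen. A choice made on these libraries cannot be excluded, so neither list was taken as independent evidence. With the sex of the library as a term, Cdc25a, Cdc25b, Rbl2, Ccnd3, Il7r and Lta were not called (adjusted p of 0.307, 0.410, 0.667, 0.999, 0.143 and 0.699), at log2 fold changes of 0.75, 0.54, 0.36, 0.03, 0.67 and -0.42, with standard errors of 0.22, 0.17, 0.15, 0.10, 0.15 and 0.18 that had been 0.13, 0.10, 0.09, 0.07, 0.11 and 0.12 without the term. With the term, the cKO libraries are compared with WT replicate 3 alone. The fold change of Ccnd3 came near 0 against that library, which does not show an effect of sex. Ccnd3 lost its call for 7 of 14 libraries left out in turn (adjusted p of up to 0.114). The paper proposes that more cell cycle and IL-7 signaling may account for less TCF1, and that the lower IL-2-induced genes follow from less CD25 on the resulting eTregs.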

Our study demonstrates that miR-15/16 is essential for the high suppressive capacity of Tregs and elevated numbers of miR-15/16-deficient eTregs cannot prevent loss of tissue homeostasis, which results in immune activation and inflammation.

## DISCUSSION

Several decades of research have established Tregs as key suppressors of the immune system,^33^ where FOXP3 and IL-2 signaling via STAT5 orchestrate the core events that define and reinforce Treg identity.^6^ In more recent years, Treg heterogeneity has been explored,^11,34,35^ demonstrating that specific transcription factors, TCR repertoires, and cytokine signals drive functional specialization of Treg subsets.^11,36,37^ miRNAs exert their biologic effects through multiple targets in gene networks which makes them effective in regulating cellular trajectories.^22,38,39^ The experiments in this study revealed that miR-15/16 play a critical role in the regulation of Treg behavior. miR-15/16 expression was essential to develop a normal Treg phenotype under homeostatic conditions, to limit their proliferative capacity and efficiently suppress CD4^+^ Teff cells. Treg-specific ablation of miR-15/16 resulted in non-fatal but substantial systemic inflammatory responses in mice.

A recent study similarly identified that miR-15/16 play a key role in Treg biology^28^ but, in contrast to our study, the authors concluded that miR-15/16 deficiency enhanced Treg suppressive capacity. This independent work confirms our observation of selective accumulation of CD44^hi^ CD25^lo^ eTregs in the thymus and spleen of mice with Treg-specific miR-15/16 deficiency. However, there are several important differences between the studies. First, Dong et al.^28^ did not observe apparent signs of immune dysregulation, such as increased FOXP3^−^ Teff cell numbers in Treg-specific miR-15/16-deficient mice. This discrepancy may be explained in part by their focus on young mice (8–12 weeks). We did observe increased numbers of Teff cells in 8- to 11-week-old mice, but readouts of spontaneous inflammation were much more pronounced in 20-week-old mice. Second, different experimental systems were used to test Treg suppression *in vivo* (autoimmune neuroinflammation^28^ versus allergic lung inflammation). The differing outcomes in these settings indicate that the net effect of miR-15/16 on Treg suppression of inflammatory responses is context dependent. This was also highlighted by our observations in the colitis model and *in vitro* suppression assays, where increased Treg proliferation compensated for reduced suppressive function on a per-cell basis. In the future, it will be important to test whether Treg expansion can account for the improved suppression of neuroinflammation in Treg-specific miR-15/16-deficient mice.

It remains unclear why Tregs fail to suppress the immune system in chronic inflammatory diseases, and there is a need to increase our knowledge of the cellular programs capable of limiting inflammation and restoring tissue homeostasis. Experiments using OVA challenge of the airways to provoke type 2 inflammation elicited significantly more eosinophils in miR-15/16^fl/fl^*Foxp3*^Cre^ mice compared with WT controls, despite miR-15/16^fl/fl^*Foxp3*^Cre^ mice having a higher number of airway-resident Tregs. This disconnect between Treg numbers and physiological function highlights the importance of functional specialization in Treg suppression of immune activation. Spontaneous tissue inflammation prior to allergen challenge may have affected the ability of Tregs to suppress additional inflammatory cues induced by OVA in miR-15/16^fl/fl^*Foxp3*^Cre^ mice. Treg exhaustion has frequently been reported in malignancies where checkpoint blockade through PD-1 is an effective tumor treatment.^40^ miR-15/16^fl/fl^*Foxp3*^Cre^ Tregs were characterized by high PD-1 expression, a feature associated with exhaustion, IFN-γ production, and reduced suppression of CD4^+^ Teff cells.^41^ miR-15/16^fl/fl^*Foxp3*^Cre^ mice displayed increased numbers of Teff cells and elevated IFN-γ production, indicating possible Treg dysfunction related to cell exhaustion.

Based on prior research from the cancer literature, we speculate that direct miR-15/16 targeting of cell-cycle genes contributes to the enhanced proliferation of Tregs. Indeed, miR-15/16 are known tumor suppressors, best characterized in B cell leukemia, which affect cell growth by restricting cell-cycle and anti-apoptotic genes such as *Ccnd1* (cyclin D1), *Bmi1, Bcl2*, and *Mcl1*.^21,42^ Our previous work demonstrated that miR-15/16 also regulate CD8^+^ T cell expansion and differentiation through a large network of genes that control cell cycle, memory, and survival.^22^ This study revealed a discrepancy in the CD4^+^ T helper cell compartment, where miR-15/16 restrict expansion of Tregs but not Tcons. Among human T cells, Tregs express markedly higher miR-15/16 than do conventional Th1, Th2, Th17, and naive T cells. This observation may indicate more substantial dependence on miR-15/16 regulation in Tregs and is supported by a report of enhanced pTreg generation from miR-15/16-overexpressing conventional CD4^+^ T cells *in vivo*^27^ and miR-15/16 expression levels in murine Tregs and Tcons.^28^ Furthermore, we showed that miR-15/16 modulated expression of key Treg functional proteins. Throughout the study, miR-15/16-deficient Tregs were characterized as FOXP3^lo^CD25^lo^CD127^hi^ with lower CTLA4 and higher PD-1 expression compared with miR-15/16-sufficient cells in both lymphoid and non-lymphoid tissues (Figures S4A and S4B), a phenotype established by cell-intrinsic regulation. More subtle changes in protein expression were observed in Tcons obtained from miR-15/16^fl/fl^*Cd4*-Cre mice; however, secondary effects on the Tcon phenotype cannot be ruled out since Treg function was altered in those mice. Nevertheless, expression of the direct miR-15/16 target CD127 was altered in Tcons. While CD127 increased dramatically in miR-15/16-deficient Tregs, a subtle increase was observed in Tcons, possibly reflecting lower miR-15/16 activity in the latter. Activated CD4^+^ Tcons in the airways of OVA-challenged *Cd4*-cre mice showed differential expression of CD25, CD127, and PD-1, which demonstrates a dependence of miR-15/16 regulation in non-Tregs (Figure S4C). CD127 stimulation, via IL-7 or TSLP, is essential for Treg development,^43^ and IL-7 stimulation has been shown to temporarily rescue survival of Tregs after inducible CD25 ablation *in vivo*.^44^ In our study, CD127 upregulation in miR-15/16-deficient Tregs may have contributed to enhanced survival, while compensating for loss in IL-2-dependent survival due to impaired CD25 expression.

miR-15/16 regulation of Treg expansion was selective to tTregs, not pTregs, despite the subsets sharing a functional FOXP3^lo^CD25^lo^CD127^hi^ phenotype (Figure S4B). Similarly, *in vitro* generated iTregs did not exhibit excessive expansion in the absence of miR-15/16. CD25 signaling is essential for early expansion of tTreg and Treg homeostasis in the periphery, and CD25 cKO tTregs (*Foxp3*^Cre^) exhibit reduced levels of most Treg functional molecules despite nearly normal levels of FOXP3.^7^ These findings suggest that STAT5 regulation of FOXP3 expression in the thymus is largely IL-2 independent, consistent with previous reports of redundant STAT5 phosphorylation in developing Tregs by other STAT5-activating cytokines such as IL-7 and IL-15.^43,45,46^ In our study, enhanced Treg expression of CD127 may have promoted development and expansion of the tTreg pool. IL-7 stimulation resulted in increased pSTAT5^+^ cells in miR-15/16-deficient CD127^hi^ Tregs, and IL-7-responsive STAT5-induced genes overlapped with miR-15/16-regulated gene sets in CD4^+^ T cells.^22^ Interestingly, STAT5a binds near the miR-15b/16–2 cluster and suppresses miR-15b/16–2 expression,^47^ suggesting that miR-15/16 may participate in a feedforward circuit that enhances STAT5 transcriptional responses.

One of the most striking observations in our study is that miR-15/16 secure high CD25 expression in Tregs. IL-2 stimulation of *ex-vivo*-cultured Tregs confirmed a functionally responsive *Il2ra* locus with expression dynamics similar to those of WT Tregs, and CD25 function was further confirmed by normal generation of pSTAT5^+^ cells upon IL-2 stimulation. Nevertheless, miR-15/16-deficient Tregs exhibited changes in the expression of genes that distinguish naturally occurring CD25^lo^ Tregs in WT mice. CD25 expression in Tregs declines progressively with age and is associated with development of autoimmune diseases and immune senescence.^42,48,49^ Thus, Treg-specific miR-15/16 deficiency may be a useful model for age-related inflammation. The mechanisms that underlie reduced CD25 expression in Tregs are unclear, but a recent comprehensive CRISPR screen identified several transcription factors that negatively regulate CD25 expression in human CD4^+^ T cells.^50^ Reduced IL-2 production has been suggested to promote lower Treg CD25 expression^44^; however, it does not explain the CD25^lo^ phenotype of miR-15/16-deficient Tregs. Our data from chimeric mice, adoptive transfer, and co-culture experiments demonstrate a Treg-intrinsic effect by miR-15/16 on CD25 expression.

In our transcriptional analysis, the striking overlap of upstream regulators in miR-15/16-deficient Tregs and CD25^lo^ Tregs from WT mice revealed a strong association of TCF1 with miR-15/16 gene networks and CD25 signaling. Other reports also suggest close integration of these pathways, for example, cell-cycle progression is regulated by miR-15/16, upregulated in CD25-deficient Tregs,^7^ and promotes generation of TCF1^−^ cells.^51^ In addition, IL-7 signaling inhibits TCF1 expression in thymocytes and mature T cells,^52^ and TCF1 deficiency in mice leads to increased thymic output of Tregs.^53^ While TCF1^−^LEF1^−^ Tregs exhibit active cell cycle and increased proliferation, their suppressive capacity has been reported to remain intact.^11^ In this study, we observed situations where miR-15/16 exerted compensatory effects on Treg control of CD4^+^ T cell responses. For instance, miR-15/16-deficient Tregs proved capable of suppressing Tcon proliferation *in vitro*, but closer inspection revealed that increased Treg proliferation compensated for lower suppressive capacity on a per-cell basis. The same situation appeared in the *in vivo* cell transfer system, where miR-15/16-deficient Tregs protected mice from intestinal inflammation, while also expanding to greater numbers compared with WT Tregs. Furthermore, miR-15/16 depletion in all T cells did not result in inflammation and autoimmune disease in *Cd4*-Cre mice, but conditional depletion of miR-15/16 in Tregs did. The onset of autoimmune disease in *Foxp3*^Cre^ mice suggests that the shift in the Treg pool to a higher proportion eTregs was not sufficient to keep autoimmunity in check, and our data support previous reports that demonstrate the importance of having functionally diverse Treg subsets to prevent disease.^11^

We conclude that miR-15/16 represents a critical node in the coordinate regulation of the heterogeneity, expansion, and suppressive function of the Treg pool. Reducing miR-15/16 expression might be beneficial in cancer immunotherapies where decreased IL-2 sensitivity in Tregs could limit IL-2-induced Treg amplification while maintaining IL-2 responsiveness in tumor-infiltrating lymphocytes. Further investigation of miR-15/16 regulation of Tregs may uncover therapeutic targets to modulate Treg suppression in the setting of cancer or autoimmunity.

### Limitations of the study

Further work is required to clarify the mechanism(s) by which miR-15/16 regulate Treg responses. We used gene expression profiling to characterize the effects of miR-15/16 deficiency in Tregs, but those data reflect the direct effects of miR-15/16 repression of mRNA targets, indirect effects downstream of those direct targets, and possibly even more indirect, cell-extrinsic effects related to global Treg dysfunction and the resulting breakdown in immune tolerance. It may be possible to resolve some of these complexities by comparing data from this study with recently generated transcriptional profiles of miR-15/16-sufficient and -deficient Tregs from heterozygous miR-15/16^fl/fl^*Foxp3*^Cre/Wt^ female mice.^28^ Another limitation of our study is that putative miR-15/16 targets were extracted from AHC experiments conducted in miR-15/16^fl/fl^*Cd4*-Cre T cells,^22^ raising the possibility that less-abundant Treg-specific miR-15/16 targets could be overlooked. Some of the very few mRNAs expressed very selectively in Tregs (e.g., *Foxp3*) could bind miR-15/16 and be missed in our current analysis. It is also formally possible that there could be accessibility effects that generate cell-type-specific binding, although prior research has indicated that such cases are unusual. To fully decipher miR-15/16 regulatory networks in Tregs, comparative AHC experiments using Tregs with and without miR-15/16 expression should be used to definitively map binding sites in the Treg transcriptome.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact K. Mark Ansel ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- Raw RNA-seq data and processed files reported in this paper are available on NCBI GEO with accession number GEO: GSE230099. miRNA expression data by RT-PCR in sorted human blood T cell populations was generated by Rossi et al.^29^ (NCBI GEO accession number GEO: GSE22880). RNA-seq data of Tregs with constitutive STAT5b expression was generated by Chinen et al.^6^ (GEO: GSE84553), and RNA-seq data of IL-7 stimulated mouse CD4^+^ T cells was generated by Villarino et al.^55^ ( GEO: GSE77656). Finally, RNA-seq data of miR-15/16-deficient and sufficient CD4^+^ T cells and AHC were generated by Gagnon et al.^22^ (GEO: GSE111568), and RNA-seq data of TCF1^−^LEF1^−^ Tregs was generated by Yang et al.^11^ (GEO: GSE117726).
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Mice

miR-15/16^fl/fl^*Cd4*-Cre mice with conditional inactivation of miR-15/16 family miRNAs (miR-15a, miR-15b, miR-16–1, miR-16–2) in T cells, inactivation of single miR-15a/16–1 or miR-15b/16–2 clusters in T cells, and mice for hematopoietic chimeras were generated as described previously.^22^ miR-15/16^fl/fl^*Foxp3*^Cre^ mice with conditional inactivation of miR-15/16 family miRNAs in Tregs were generated by crossing miR-15/16^fl/fl^ mice (loxP-flanked miR-15a/16–1 and miR-15b/16–2 alleles^22^) with B6.129(Cg)-*Foxp3*^*tm4(YFP/icre)Ayr*^/J mice, kindly provided by the Rosenblum lab (University of California San Francisco). miR-15/16^fl/fl^*Cd4*-Cre mice carrying a FOXP3 GFP-reporter were generated by crossing miR-15/16^fl/fl^*Cd4*-Cre mice^22^ with B6.Cg-*Foxp3*^*tm2Tch*^/J mice. In all experiments, male and female age and sex matched mice were used between 8 and 11 week of age or at 20 weeks of age as stated in the text. All mice were housed and bred in specific pathogen-free conditions in the Animal Barrier Facility at the University of California San Francisco. Animal experiments were approved by the Institutional Animal Care and Use Committee of the University of California San Francisco.

### METHOD DETAILS

#### OVA model

The OVA model is outlined in Figure 1K. Mice were injected intraperitoneally with 50 μg OVA (Sigma-Aldrich) resuspended in 100 μL of sterile PBS and mixed with 100 μL of Imject alum (Thermo Fisher Scientific). After 7 days, the mice were challenged on three consecutive days by intranasal administration of 50 μg OVA resuspended in 20 μL of sterile PBS. Control mice received intranasal doses of 20 μL sterile PBS. 24 h after the last intranasal challenge, the mice were anesthetized with isoflurane and 2 μg anti-CD45-BV510 antibody was injected by retroorbital route to label circulating blood cells. The mice were sacrificed 2–3 min later to collect BAL fluid and lung tissue. BAL was performed by 4 consecutive washes with 0.25 mL sterile PBS. BAL cells were incubated in ACK buffer (Lonza) for 2 min at RT to remove contaminating red blood cells, washed, resuspended in FACS buffer (2% FBS in PBS) and stored on ice until flow cytometry staining (described below). Airway inflammation was assessed by analysis of inflammatory cells in the BAL (eosinophils, neutrophils, alveolar macrophages, CD4^+^ T cells and CD8^+^ T cells), and frequency of Tregs was also measured in BAL. After BAL collection, lungs were PBS perfused by heart injection and left and right lung lobes were collected. Lung tissue was transferred to gentleMACS C-tubes (Miltenyi Biotec) containing 5 mL of freshly prepared lung digestion medium: 12.5 μg/mL DNase I (Sigma-Aldrich), 1.2 mg/mL Collagenase D (Roche) in RPMI 1640 (Fisher Scientific). The tissue was disrupted by running program m_lung_01 on the gentleMACS dissociator (Miltenyi Biotec) followed by 30 min incubation at 37°C with continuous shaking. Next, program m_lung_02 was used on the the gentleMACS dissociator and the tissue suspension was filtered through 70 μm Corning cell strainers (Fisher Scientific). Cells were incubated in ACK buffer for 2 min at RT, washed, resuspended in FACS buffer and stored on ice until flow cytometry staining of tissue-resident Tregs.

#### *In vivo* proliferation by EdU

For EdU labeling of proliferating cells, 0.5 mg EdU in 200 μL sterile PBS was injected retroorbitally on three consecutive days before sacrifice, 24 h after the last injection (Figure 2C). Thymus, spleen and inguinal lymph nodes were collected and cell suspensions were prepared by passing the tissues through 70 μm cell strainers. Spleen cells were incubated in ACK buffer for 2 min at RT. All cells were resuspended in FACS buffer and stored on ice until flow cytometry staining of EdU^+^ cells using the Click-iT Plus EdU Flow cytometry assay kit according to the manufacturer’s instructions (Thermo Fisher Scienticific).

#### Treg transfer model

The colitis model by T cell transfer is outlined in Figure 3A. T cells were enriched from spleen and lymph nodes of CD45.1^+^ mice by negative selection using EasySep Mouse CD4^+^ T cell isolation kit (STEMCELL Technologies), and FACS sorted as CD4^+^CD25^−^CD44^lo^CD62L^hi^ cells. 400,000 naive T cells were injected retroorbitally together with 150,000 Tregs, FACS sorted as CD4^+^FOXP3-GFP^+^ from spleen and lymph nodes. The Tregs were obtained from CD45.1^−^ miR-15/16^fl/fl^*Cd4*-Cre mice or miR-15/16^fl/fl^ control mice. One group of mice received only 400,000 naive T cells without Treg co-transfer. The weight of Tcrb KO recipient mice was recorded one time per week for 8 weeks. By the end of the model, colon, mesenteric lymph nodes and spleen were collected for flow cytometric analysis of Teff and Treg frequencies, and cytokine expression. Cell suspensions from spleen and lymph nodes were generated as described above. Colon was flushed with 10 mL of sterile PBS, cut in half longitudinally, then cut into small pieces and placed in a Petri dish with 10 mL HEPES buffer: 15 mM HEPES (Fisher Scientific) in HBSS without calcium, magnesium, and phenol red (Fisher Scientific). The tissue pieces were gently agitated in the dish and washed in fresh HEPES buffer three times before being transferred to 10 mL 37°C digestion solution that consisted of RPMI-1640 supplemented with 2.5 mg/mL Collagenase D. Samples were incubated at 37°C with continuous shaking, and after 1h, the tissue suspension was filtered through 70 μm cell strainers. Remaining tissue pieces on the filter were placed in fresh digestion solution and incubated 1h at 37°C with continuous shaking. The procedure was repeated three times leaving no visible tissue pieces. Supernatants were centrifuged and cells were washed and resuspended in FACS buffer, pooling cells from all rounds of digestion.

#### Flow cytometric analysis

Single cell suspensions from thymus, spleen, lymph nodes, colon, and lungs were transferred to 96-well conical bottom plates (Thermo Fisher Scientific) for antibody staining. Cells were washed one time in plain PBS followed by incubation for 15 min at 4°C in fixable viability dye at 1:2000 dilution in PBS. FACS buffer was used to wash, and the cells were blocked by adding anti-CD16/CD32 antibodies at 1:100 dilution in FACS buffer and incubated for 15 min at 4°C. Antibodies for surface stain was added at 1:100 dilution in blocking solution and incubated for 30 min at 4°C (dark). FACS buffer was used to wash the cells followed by fixation for 20 min at RT using Foxp3/Transcription Factor Staining Buffer set (Thermo Fisher Scientific). Surface-stained cells were washed, 5,000 AccuCount beads (Spherotech) were added, and samples were acquired on a BD LSRII flow cytometer (BD Biosciences). For samples that were stained intracellularly, fixation was followed by wash in permeabilization buffer (Foxp3/Transcription Factor Staining Buffer set). Intracellular antibodies were added at 1:100 dilution in permeabilization buffer and incubated for 1h at 4°C (dark). Samples were washed two times, 5,000 AccuCount beads were added, and samples were acquired on a BD LSRFortessa cell analyzer (BD Biosciences). In experiments combining anti-FOXP3 antibody stain with endogenous FOXP3-YFP reporter, Foxp3/Transcription Factor Staining Buffer set was used as described above. Cells from lungs (OVA model) and mesenteric lymph nodes (colitis model) were re-stimulated *ex vivo* for cytokine staining and analysis by flow cytometry. In those experiments, cells were stimulated with 20 nM PMA and 1 μM ionomycin for 4h, where 5 μM brefeldin A was added during the final 2h. Following surface stain (described above), cells were fixed in 4% PFA for 8 min at RT. Ice-cold plain PBS was added and cells were washed one time in cold plain PBS and one time in SAP permeabilization buffer (0.2% saponin in FACS buffer). Antibodies for intracellular cytokine stain was diluted at 1:20 concentration in SAP permeabilization buffer and added to the cells for 1h incubation at 4°C (dark). Cells were washed in FACS buffer and followed by acquisition on the BD LSRFortessa cell analyzer. FlowJo V10 was used for the data analysis.

#### *In vitro* Treg polarization

Naive CD4^+^ T cells from spleen and lymph nodes were enriched by negative selection using EasySep Mouse Naive CD4^+^ T cell isolation kit (STEMCELL Technologies). 100,000 cells/well (50,000 CD45.1^−^ cells and 50,000 CD45.1^+^ cells) were added to 96-well plates (Costar 3370, Corning) coated with anti-CD3 (1 μg/mL) and anti-CD28 (0.5 μg/mL) antibodies. In IL-2 titration experiments, the cell culture medium was supplemented with 5 ng/mL recombinant human TGF-β (Peprotech), 10 μg/mL anti-IL-4 antibodies (clone 11B11), and 10 μg/mL anti-IFN-γ antibodies (clone XMG1.2) at seeding, and recombinant IL-2 (National Cancer Institute; concentrations indicated in figures) was added three days later when cells were moved to U-bottom 96-well plates with fresh culture medium. In TGF-β titration experiments, the cell culture medium was supplemented with TGF-β (as indicated in figures) at seeding along with anti-IL-4 and anti-IFN-γ antibodies at concentrations described above, and 20 units/ml IL-2 was added three days later. Cells were incubated at 37°C with 10% CO_2_ and iTregs were analyzed after 5 days in culture by flow cytometry.

#### *Ex vivo* Treg cultures

CD4^+^ T cells were enriched from spleen and lymph nodes by magnetic separation and surface stained as described above. Cells were filtered and resuspended in sorting buffer (FACS buffer supplemented with 2 mM EDTA). Tregs were sorted as singlet live CD4^+^FOXP3-GFP^+^ cells on a BD FACSAria II cell sorter. 100,000 Tregs/well were seeded in U-bottom 96-well plates, supplemented with recombinant IL-2 or IL-7 at concentrations indicated in figures, and incubated at 37°C with 10% CO_2_ ON. Cells were analyzed by flow cytometry the next day. For pSTAT5-staining, 500,000 CD4^+^ T cells enriched from spleen and lymph nodes were seeded in plain DMEM high glucose media and added to U-bottom 96-well plates. Cells were rested for 1h at 37°C with 10% CO_2_ before adding recombinant IL-2 or IL-7 in plain DMEM as indicated in figures. Cells were incubated 1h at 37°C with 10% CO_2_ and immediately fixed by adding 37°C 2% PFA followed by incubation for 10 min at RT. Cells were washed two times in FACS buffer then permeabilized with −20°C 100% methanol and stored ON in −20°C freezer. The next day, cells were washed two times in FACS buffer followed by rehydration for 20 min at RT in FACS buffer. Cells were washed and blocked as described above and incubated 30 min at RT (dark) with anti-STAT5 (pY694) antibodies (20 μL/test) and antibodies for surface stain (1:100 dilution). Cells were washed in FACS buffer and acquired on a BD LSRII flow cytometer where the endogenous FOXP3-YFP reporter was used to distinguish Tregs from other CD4^+^ T cells.

#### *In vitro* suppression assay

CD45.1^−^ Tregs were FACS sorted as described above, and CD45.1^+^ Tcons were sorted as singlet live CD4^+^FOXP3-GFP^−^CD25^lo^ cells. Tregs and Tcons were CTV-labeled (5 μM in PBS) by incubation for 20 min at 37°C. Cells were washed and resuspended in complete cell medium.^38^ Splenocytes from Tcrb KO mice were resuspended in 50 μg/mL Mitomycin C (Roche) in PBS and incubated at 37°C for 1h (mixed repeatedly), followed by three repeated washes in plain PBS. Each well was supplemented with 5 μg/mL anti-CD3 (clone 145–2C11), 100,000 Mitomycin C-treated splenocytes and 50,000 CTV-labeled CD45.1^+^ Tcons. Tregs and Tcons were cultured at different seeding ratios, starting at 1:1 Treg:Tcon ratio, followed by 2-fold Treg dilution to have 2×, 4×, and 8× more Tcons than Tregs. The cells were incubated for 72 h at 37°C with 10% CO_2_ before flow cytometric analysis of proliferation by CTV dilution.

#### Histology

Pancreas, the left lung lobe and the right liver lobe were placed in 10% formalin for 48h before transfer to PBS for storage. Skin samples were collected from the neck and placed in formalin for 5h then transferred to 30% sucrose for 48h followed by storage in PBS. Tissues were sectioned and H&E stained according to standard protocol.

#### RNA sequencing and bioinformatic analysis

Tregs (bulk cKO, bulk WT and WT CD25^hi^ and CD25^lo^ bin) were sorted by FACS as described above using the endogenous FOXP3-YFP reporter. 340,000–1,200,000 cells were lysed in QIAzol (Qiagen) and total RNA was isolated using miRNeasy Mini Kit (Qiagen) with on-column DNase digestion. RNA quality and yield was determined on an Agilent 2100 Bioanalyzer (Agilent BioTek). cDNA was synthesized using the Nugen Universal Plus library kit (NuGen Technologies). The samples were sequenced using single-end 50 bp RNAseq on the Illumina HiSeq 4000 platform. Alignment was performed using STAR_2.7.2b against the Ensembl Human GRCm38.78 alignment genome. Differential expression was tested using DESeq2, and expression values were analyzed as log2 fold change of miR-15/16 deficient Tregs compared to miR-15/16 sufficient Tregs, or CD25^hi^ Tregs compared to CD25^lo^ Tregs.

Ingenuity Pathway Analysis (IPA; Qiagen) was used to identify upstream regulators of gene expression networks in Tregs dependent on CD25 or miR-15/16 expression. Venn diagrams were generated using Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/). Gene Set Enrichment Analysis (www.gsea-msigdb.org) was performed on 300 most upregulated or 300 most downregulated genes in Tregs with constitutive STAT5b expression compared to WT Tregs, and plotted against gene expression across miR-15/16 deficient or sufficient CD4^+^ T cells.^22^ Gene Set Enrichment Analysis was also performed on upregulated genes in miR-15/16 deficient Tregs compared to WT Tregs, and AHC >5 at miR-15/16 seed-matches in CD4^+^ T cells,^22^ plotted against the gene expression profile of eTreg or rTreg subsets.^11^ The cumulative distribution function plot was generated in R (www.r-project.org) to display the log2 fold change of DEGs (miR-15/16 deficient versus miR-15/16 sufficient Tregs) against the cumulative distribution of genes. The expression values from all genes lacking miR-15/16 3′UTR seed-match were plotted along with all genes containing a miR-15/16 3′UTR seed-match, a subset of all genes containing a miR-15/16 3′UTR seed-match with >5 AHC read mapping to the seed-match, and all genes predicted to be targeted by miR-15/16 by TargetScan (www.targetscan.org).

### QUANTIFICATION AND STATISTICAL ANALYSIS

Microsoft Excel and GraphPad Prism 9 were used for data analysis. In all figures, bar graphs are displayed with error bars showing standard deviation unless otherwise stated. *Z* score was calculated from mean and standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 for significance. ANOVA was used as statistical test of multiple groups, with appropriate post hoc testing as stated in the text. All data was assumed to be normally distributed.

### ADDITIONAL RESOURCES

This study has previously been reported in the form of a preprint (https://doi.org/10.1101/2023.03.26.533356).

## Supplementary Material

1

2

## Figures and Tables

**Figure 1.**
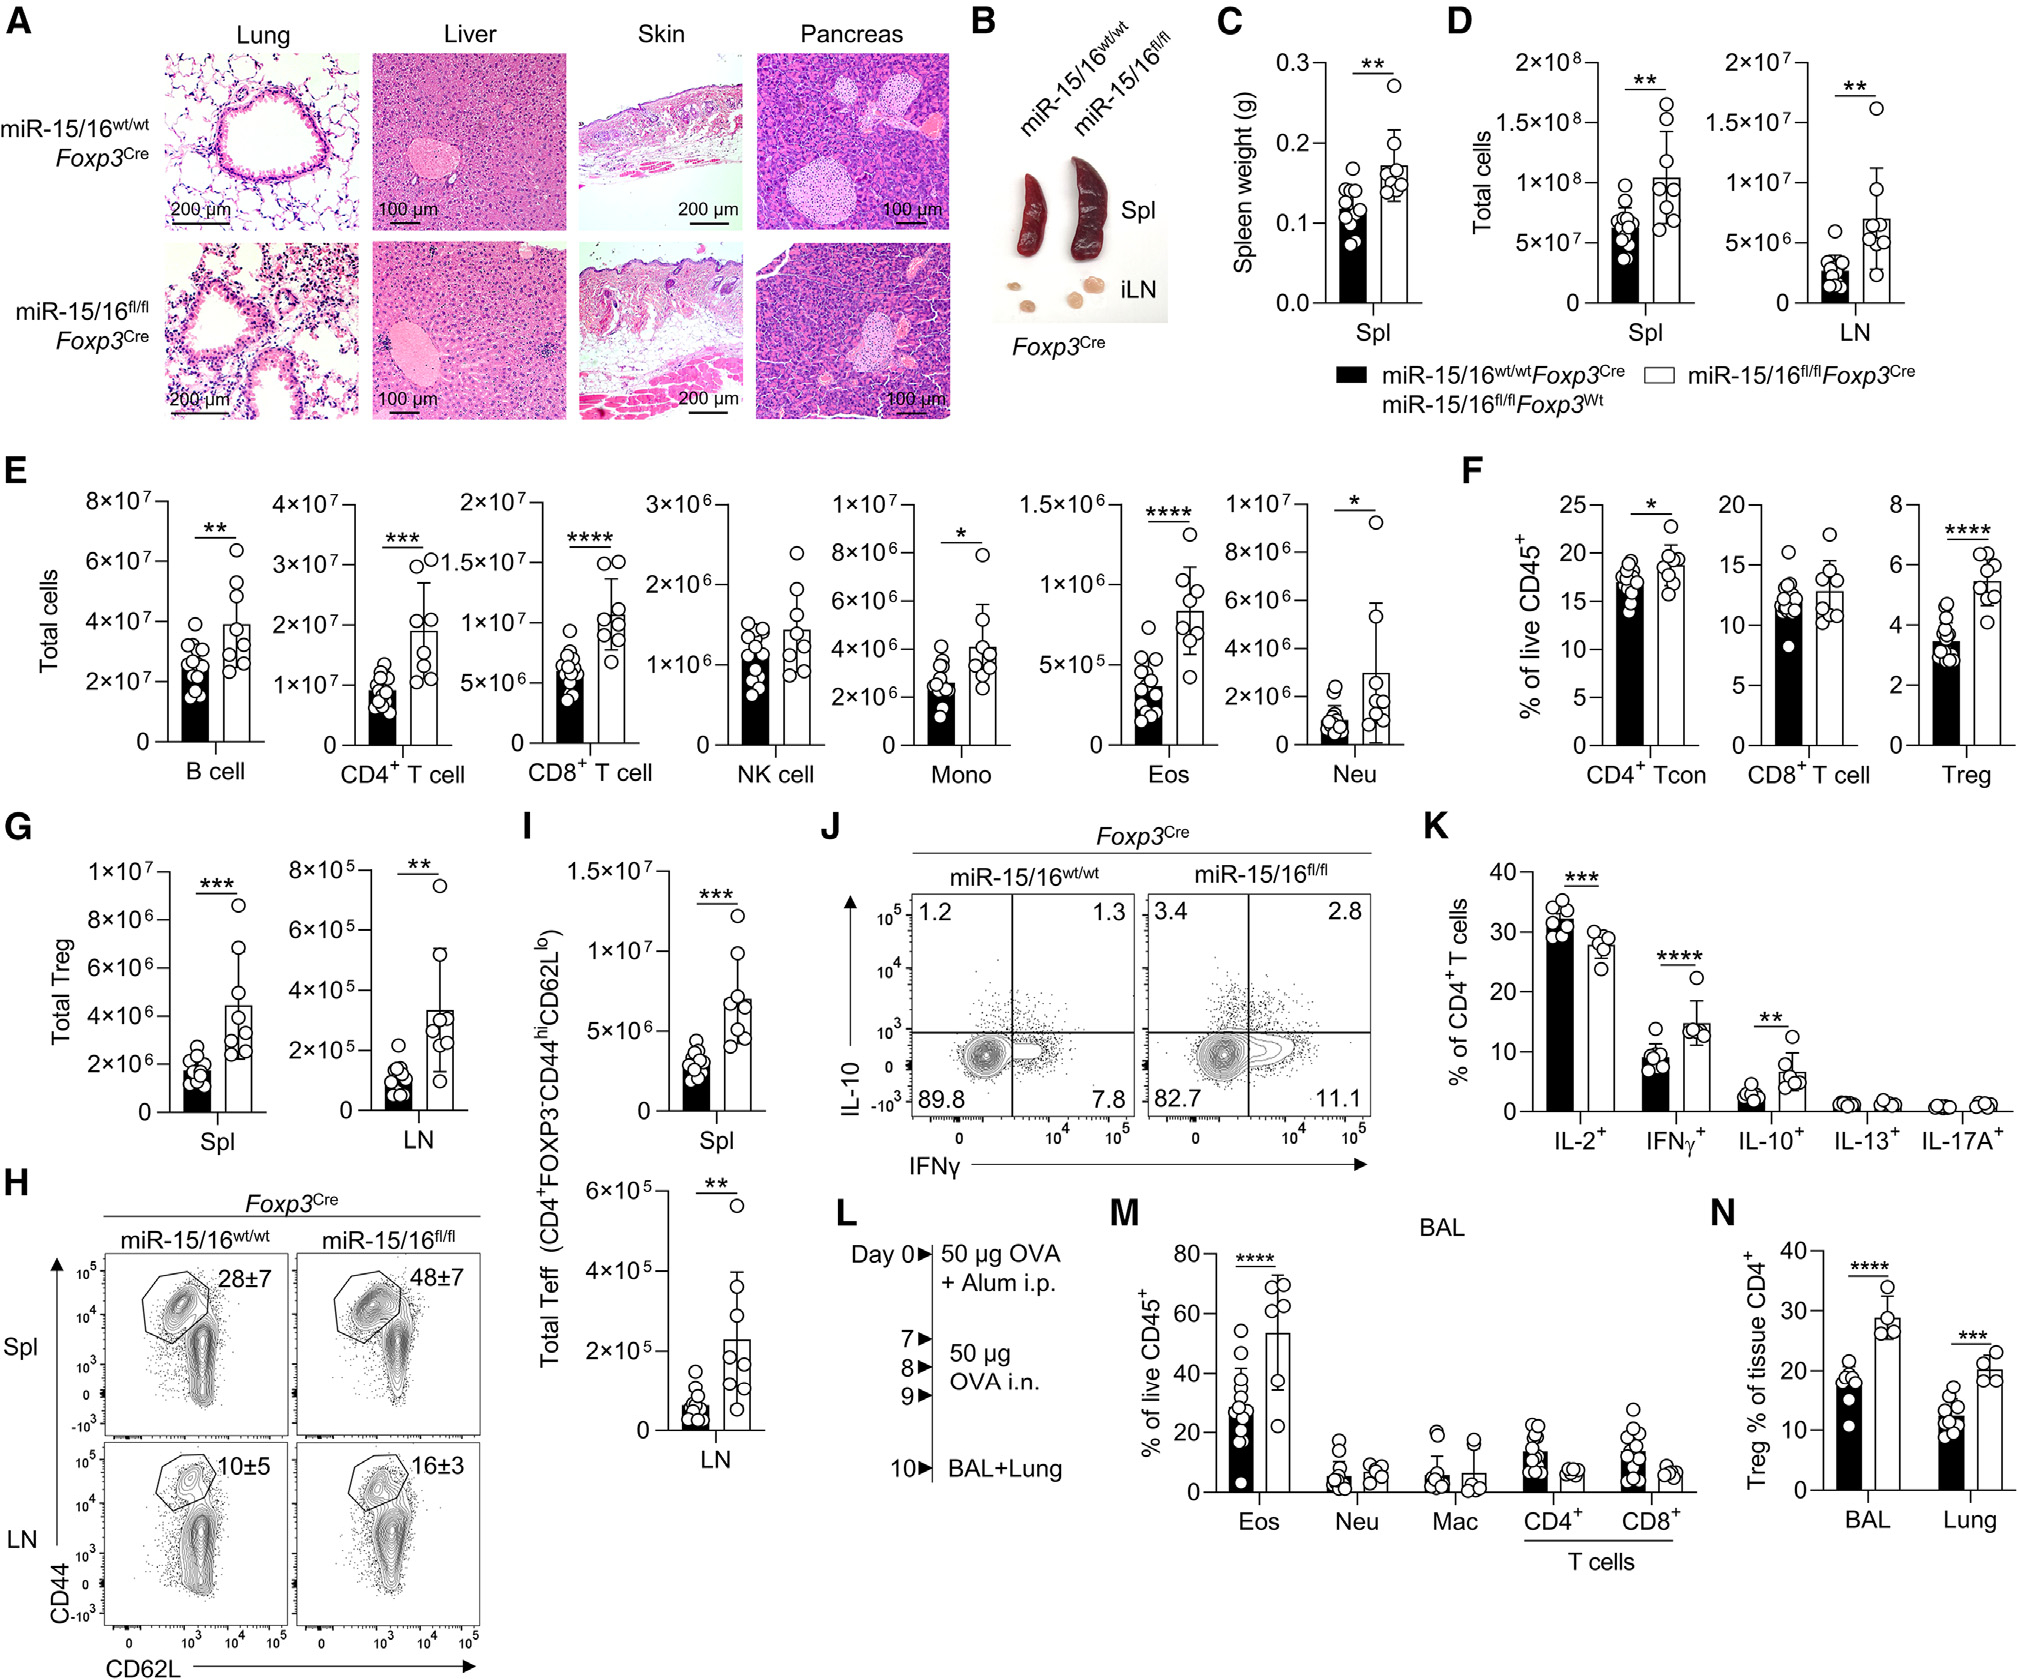
Treg-specific miR-15/16 expression is essential to prevent spontaneous and induced tissue inflammation (A) H&E-stained sections of lung, liver, skin, and pancreas; control mice with miR-15/16-sufficient Tregs (miR-15/16^wt/wt^*Foxp3*^Cre^ or miR-15/16^fl/fl^*Foxp3*^Wt^; “WT”) on the top row and mice with miR-15/16-deficient Tregs (miR-15/16^fl/fl^*Foxp3*^Cre^, “KO”) on the bottom row. Representative image of spleen (Spl) and inguinal lymph nodes (LN) (B), spleen weight quantified (C), and total cells quantified in spleen and lymph nodes (D) from the same mice. Total spleen B cells (CD45^+^CD4^−^CD8^−^NK1.1^−^CD19^+^), CD4^+^ T cells (CD45^+^CD11b^−^CD11c^−^CD8^−^CD4^+^), CD8^+^ T cells (CD45^+^CD11b^−^CD11c^−^CD4^−^CD8^+^), NK cells (CD45^+^CD4^−^CD8^−^CD19^−^NK1.1^+^), monocytes (Mono) (CD45^+^CD11b^int-hi^CD11c^int-lo^NK1.1^−^Ly6G^−^), eosinophils (Eos) (CD45^+^CD11b^+^Siglec-F^+^), and neutrophils (Neu) (CD45^+^CD11b^+^Ly6G^+^) in spleen (E). Percentage of CD4^+^ conventional T cells, CD8^+^ T cells, and Treg in spleen (F), and total Tregs in spleen and lymph nodes (G) of WT and KO mice. Representative contour plots with frequencies (H) and quantification of total (I) CD44^hi^CD62L^lo^ T effector cells in spleen and lymph nodes of WT and KO mice. Intracellular cytokine staining of CD4^+^ T cells from WT and KO mice restimulated *ex vivo*; contour plots show IFN-γ and IL-10 expression (J) and quantification of IL-2^+^, IFN-γ^+^, IL-10^+^,IL-13^+^,and IL-17A^+^ cells (K). (L) Airway inflammation model induced by intraperitoneal (i.p.) OVA sensitization and intranasal (i.n.) OVA challenge. Bronchoalveolar lavage (BAL) and lung tissue were collected 24 h after the last OVA challenge. Frequency of eosinophils (CD11b^+^Siglec-F^+^), neutrophils (CD11b^+^Ly6G^+^), alveolar macrophage (Mac) (CD11c^+^CD11b^lo^), CD4^+^ T cells (CD4, CD11b^−^CD11c^−^CD4^+^), and CD8^+^ T cells (CD8, CD11b^−^CD11c^−^CD8^+^) among live hematopoietic cells in BAL (M), and frequency of tissue-resident Tregs in BAL and lung tissue of OVA-challenged WT and KO mice (N). Twenty-week-old unchallenged mice in (A–K). Data from 7 independent experiments. N = 6–14 mice/group. In (C–G) and (I) unpaired t test two-tailed and two-way ANOVA with Bonferroni’s multiple comparison test in (K, M, and N). Bar graphs are shown with error bars demonstrating standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 for significance.

**Figure 2.**
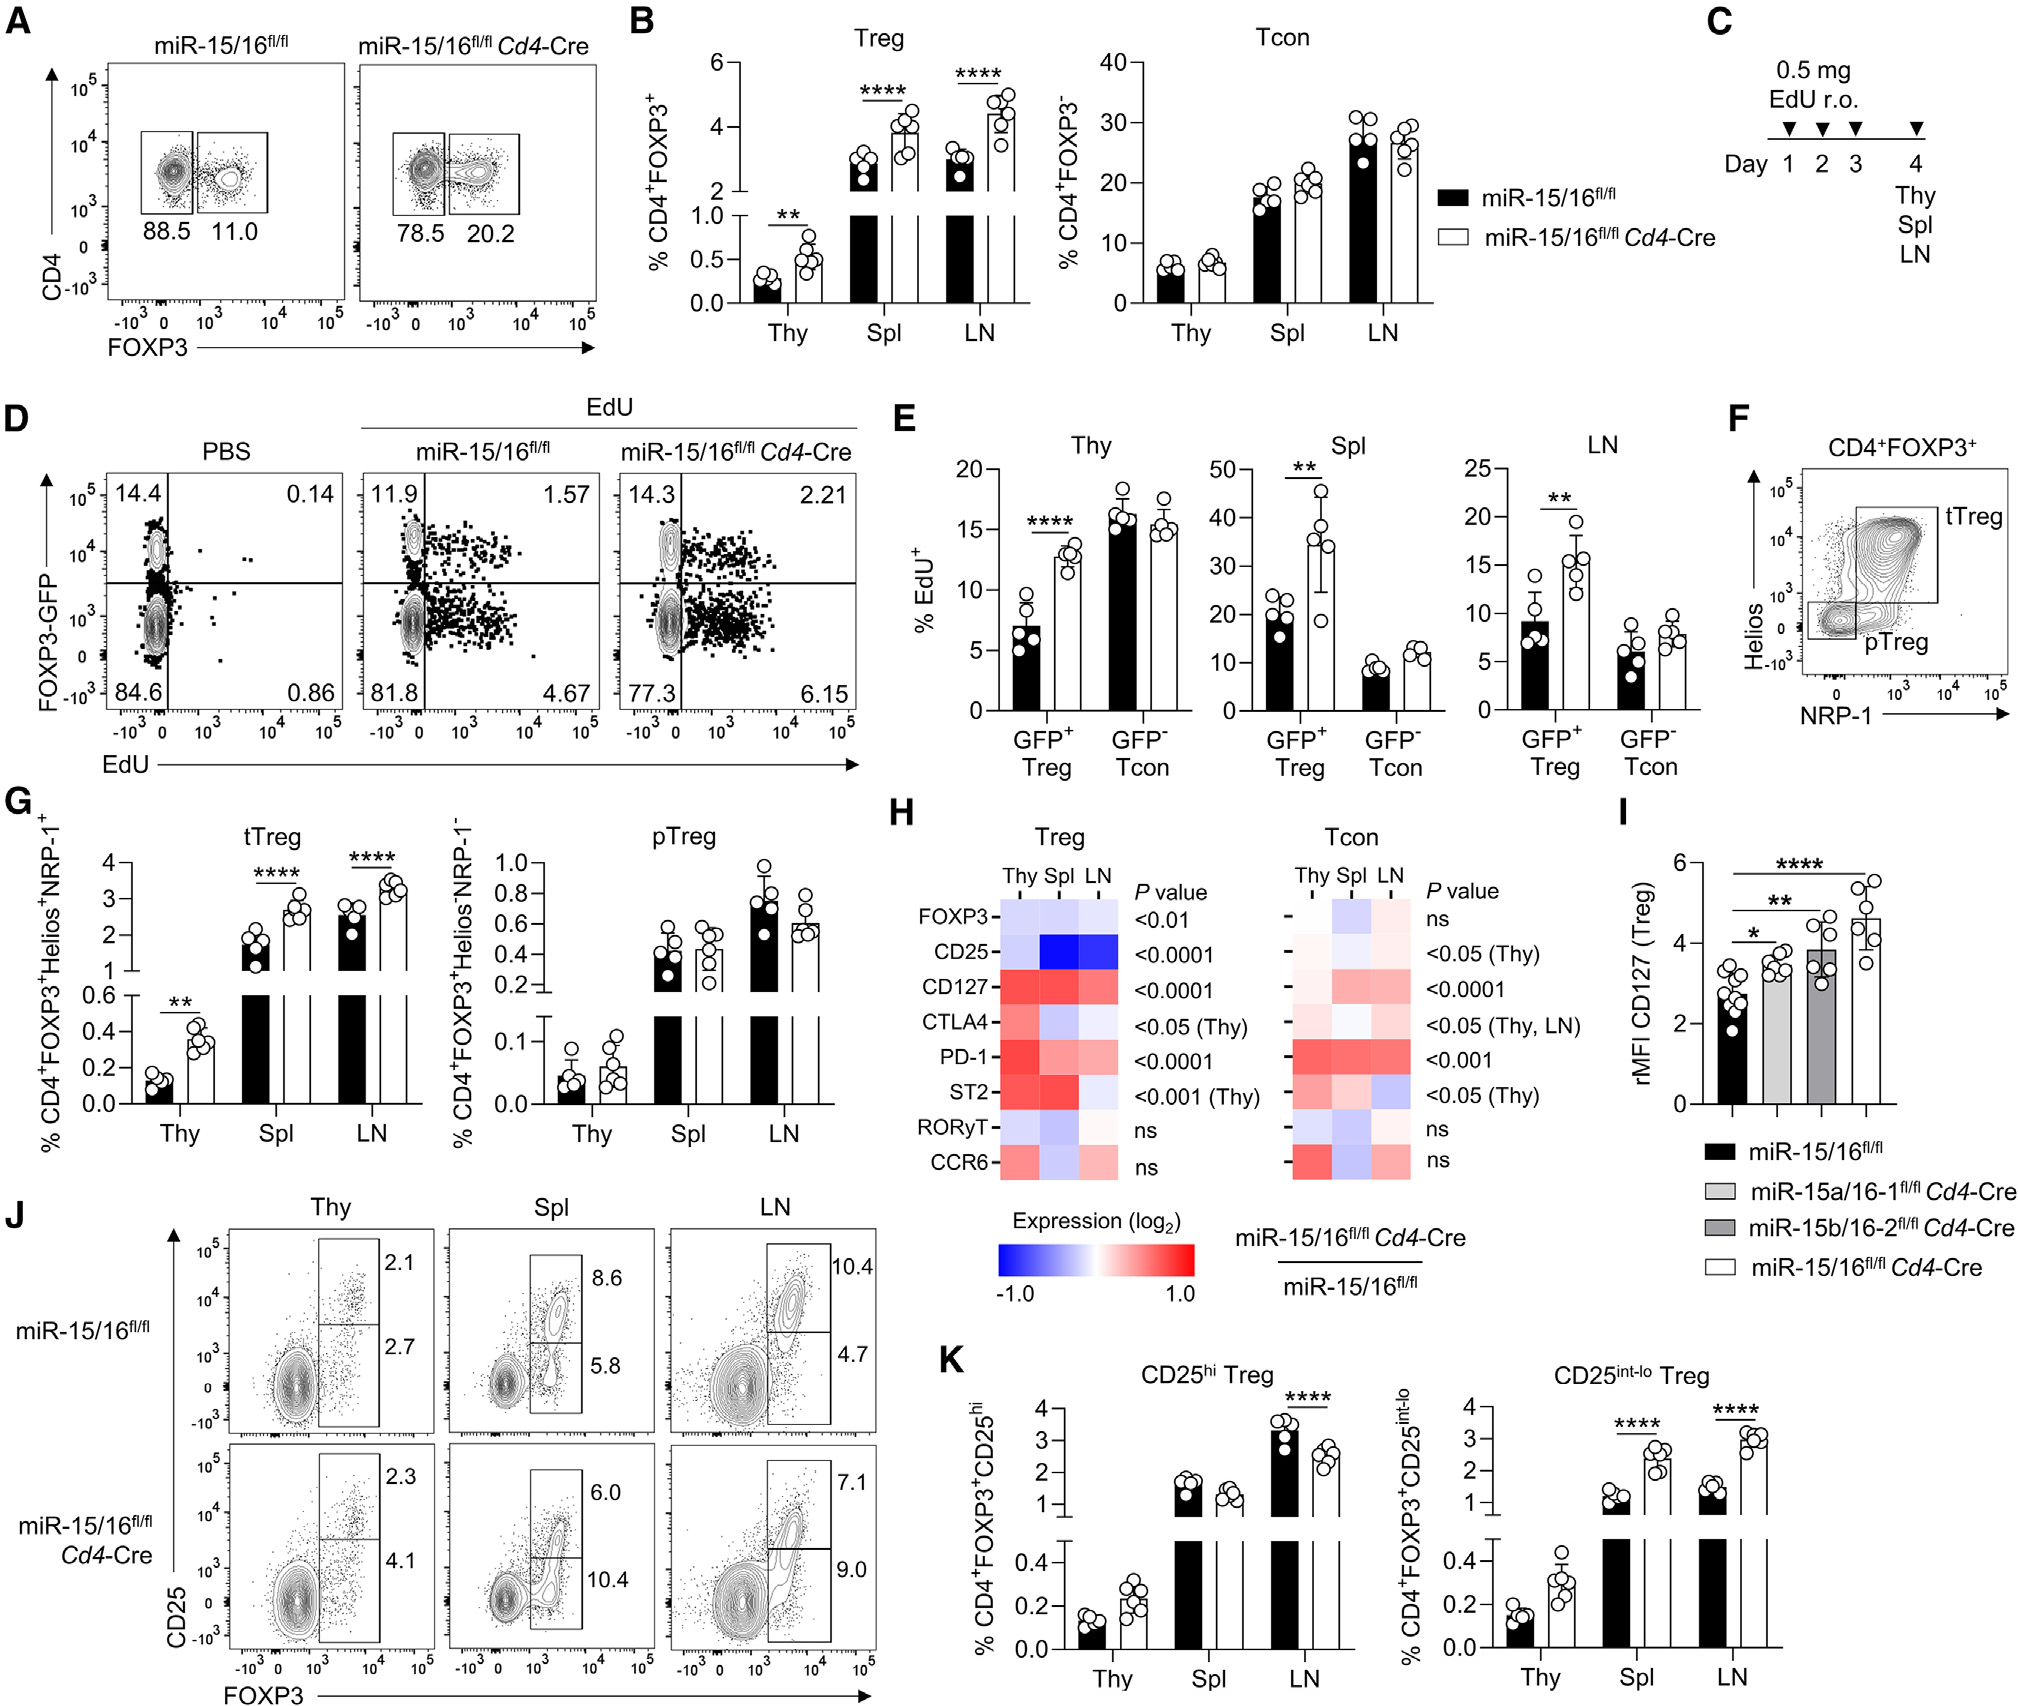
miR-15/16 specifically restrict the expansion of Tregs and regulate expression of key Treg proteins Representative contour plots (A) and quantification of frequencies (B) of CD4^+^FOXP3^+^ Tregs and CD4^+^FOXP3^−^ conventional T cells (Tcon) among live hematopoietic cells in thymus (Thy), spleen (Spl), and lymph nodes (LN) of miR-15/16^fl/fl^ WT control and miR-15/16^fl/fl^*Cd4*-Cre mice. (C) Model to track *in vivo* cell proliferation accomplished by retroorbital (r.o.) injection of 5-ethynyl-2′-deoxyuridine (EdU). Tissues were collected 24 h after the last injection. (D) Representative contour plots of EdU-injected miR-15/16^fl/fl^ WT control, miR-15/16^fl/fl^*Cd4*-Cre mice, and PBS control mice all carrying a FOXP3-GFP reporter. (E) Quantification of frequencies of CD4^+^GFP^+^ Tregs and CD4^+^GFP^−^ Tcons of all CD4^+^ cells in the indicated tissues of the same mice. (F) Contour plot demonstrating gating strategy of thymically derived tTregs (Helios^+^NRP-1^+^) and peripherally induced pTregs (Helios^−^NRP-1^−^). (G) Quantification of frequencies of tTregs and pTregs in the indicated tissues among live hematopoietic cells of miR-15/16^fl/fl^ WT control and miR-15/16^fl/fl^*Cd4*-Cre mice. (H) Fold change of median fluorescent intensity (MFI) by flow cytometry of the indicated proteins in Tregs and Tcons from three tissues (change in miR-15/16^fl/fl^*Cd4*-Cre from miR-15/16^fl/fl^ WT control). (I) Relative MFI (rMFI) of CD127 expression in Tregs from miR-15/16^fl/fl^ WT control, single cluster-deficient miR-15a/16–1^fl/fl^*Cd4*-Cre mice, miR-15b/16–2^fl/fl^*Cd4*-Cre mice, and double cluster-deficient miR-15/16^fl/fl^*Cd4*-Cre mice. Representative contour plots (J) and quantification of frequencies (K) of CD25^hi^ Tregs and CD25^lo^ Tregs among live hematopoietic cells in the indicated tissues of miR-15/16^fl/fl^ WT control and miR-15/16^fl/fl^*Cd4*-Cre mice. Data from a minimum of 2 independent experiments. N = 5–10 mice/group. In all bar graphs except (I), two-way ANOVA with Sidiak’s multiple comparison test. In (I) ordinary ANOVA with Dunnett’s multiple comparison test. Bar graphs are shown with error bars demonstrating standard deviation. Two-way ANOVA with Bonferroni’s multiple comparison test in heatmaps in (H). *p < 0.05, **p < 0.01, and ****p < 0.0001 for significance.

**Figure 3.**
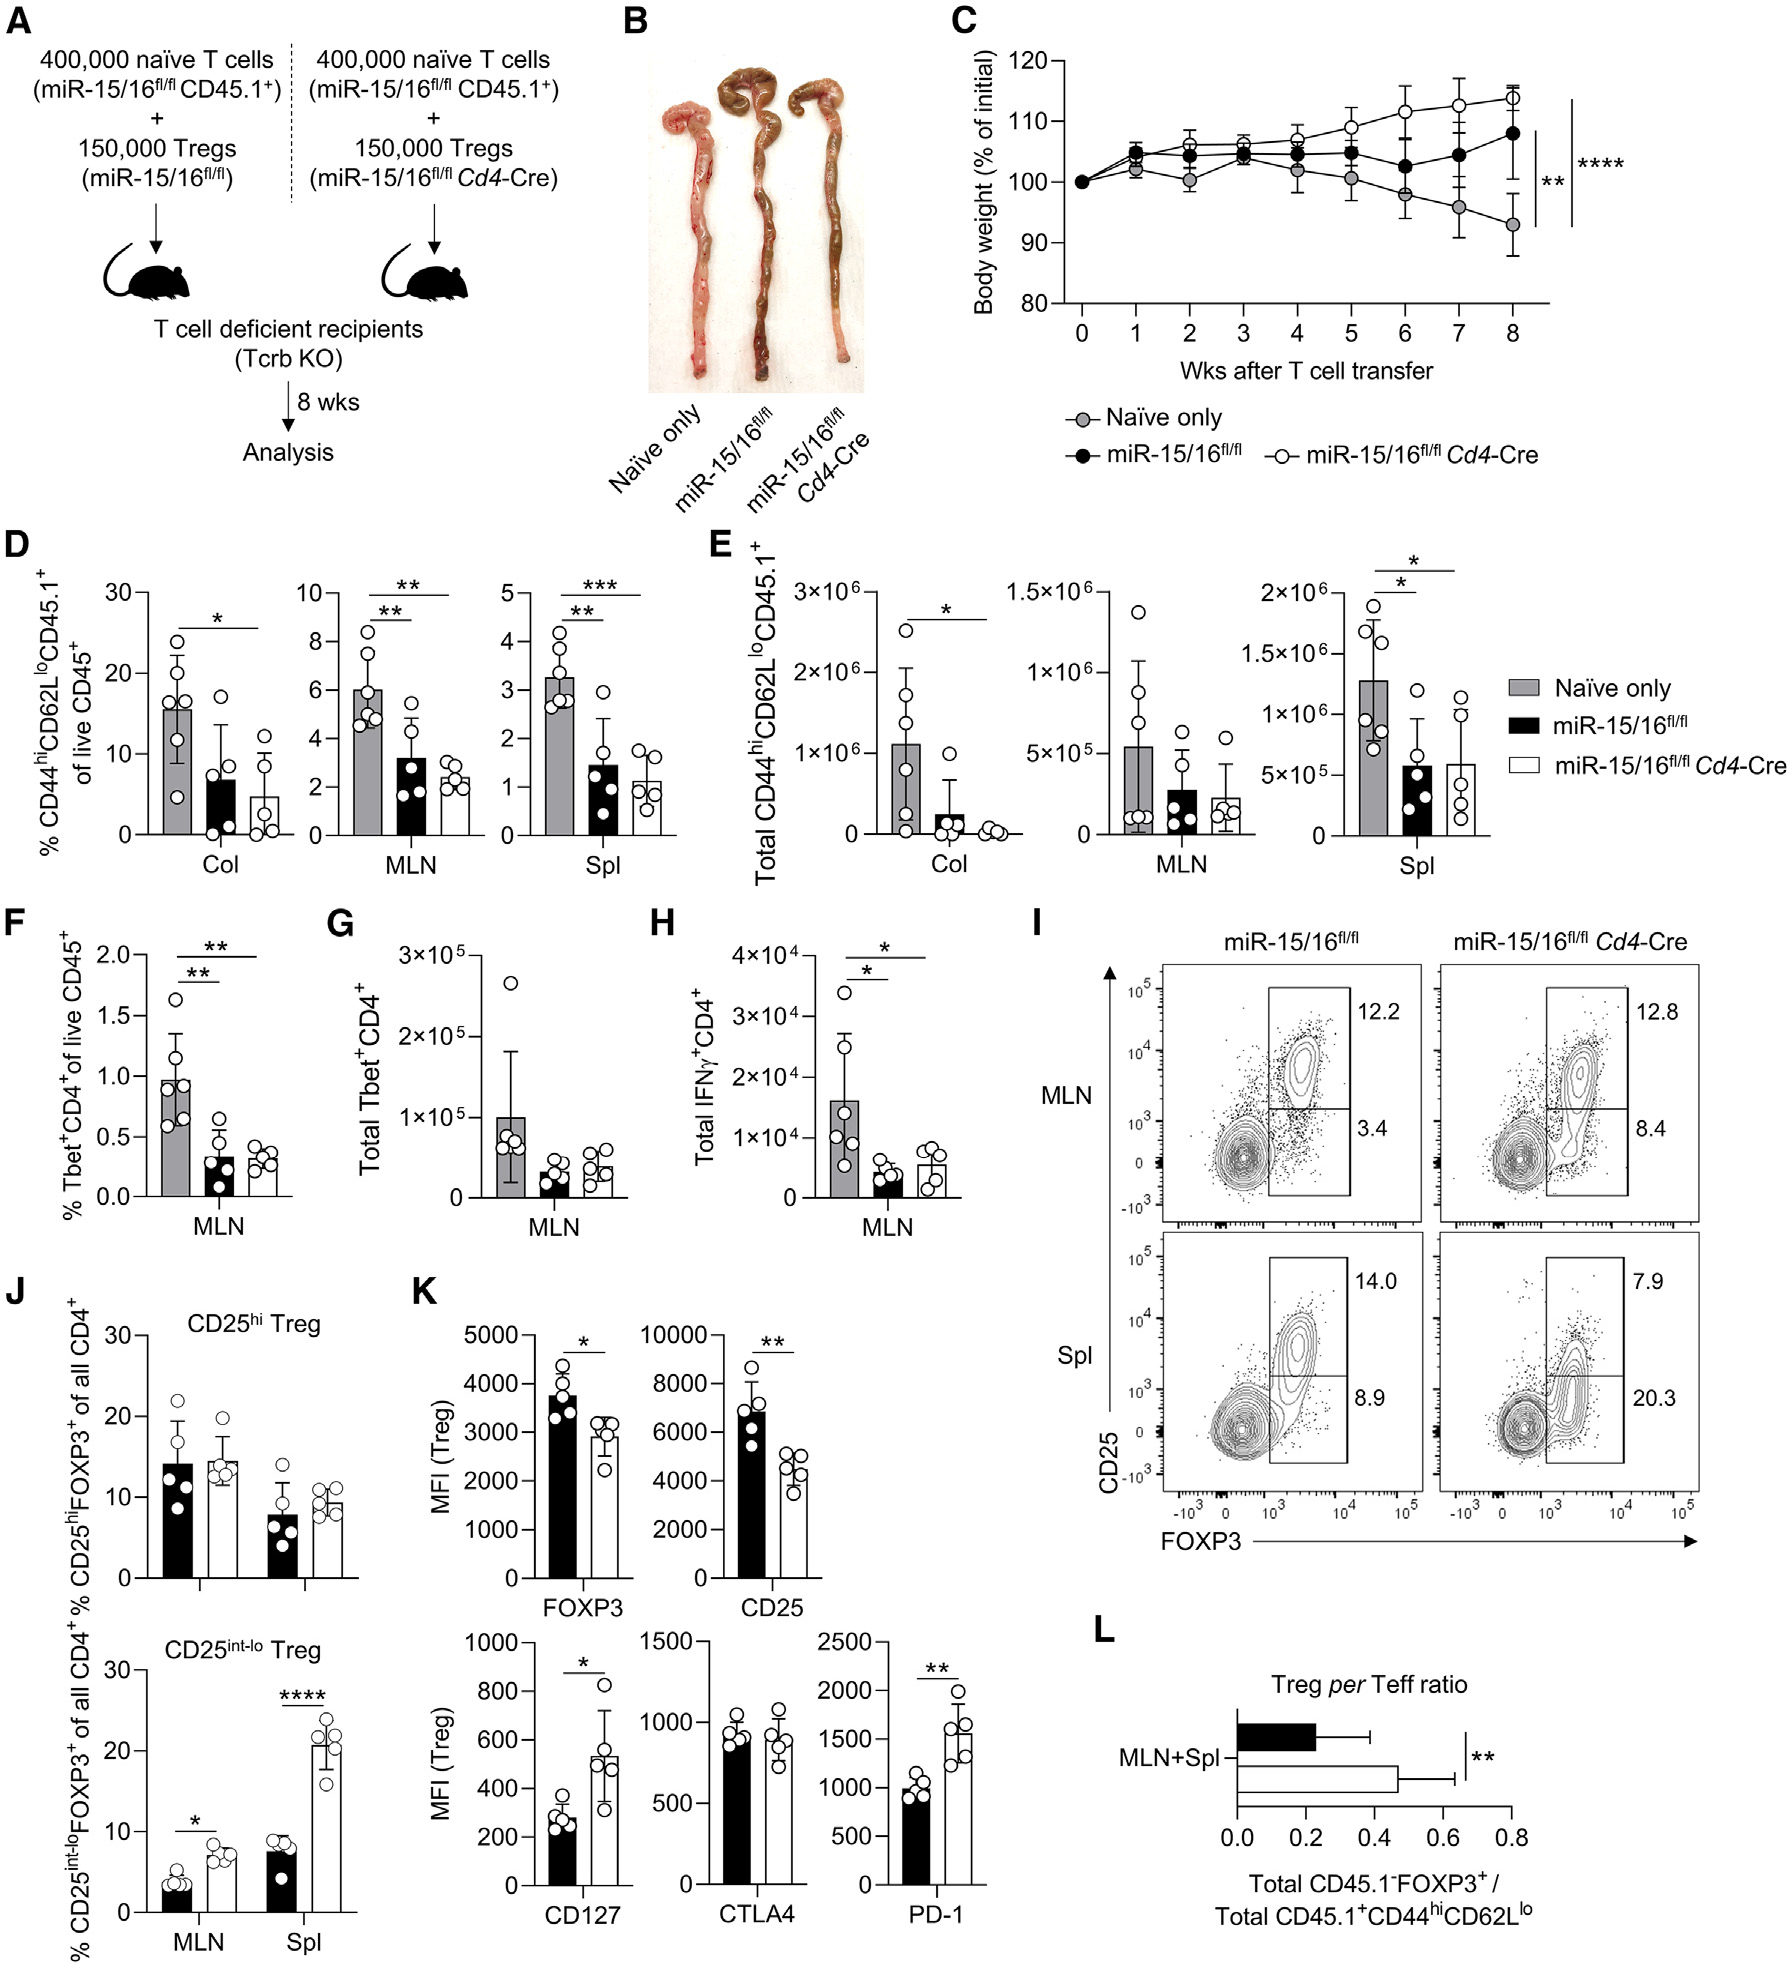
Accumulation of CD25^lo^ Tregs provides sufficient protection from intestinal inflammation (A) Colitis model by T cell transfer accomplished by intravenous injection of FACS-sorted naive T cells and Tregs. Recipient mice were monitored for 8 weeks before analysis. (B) Representative image of colons collected from mice that received naive T cells (“Naive only”), naive T cells together with miR-15/16-sufficient Tregs (“miR-15/16^fl/fl^”), and naive T cells together with miR-15/16-deficient Tregs (“miR-15/16^fl/fl^*Cd4*-Cre”). (C) Body weight monitored weekly of the same mice. Quantification of frequencies of CD44^hi^CD62L^lo^ T effector cells among live hematopoietic cells (D), and total CD44^hi^CD62L^lo^ T effector cells (E) in colon (Col), mesenteric lymph nodes (MLN), and spleen (Spl) of Naive only, miR-15/16^fl/fl^, and miR-15/16^fl/fl^*Cd4*-Cre-recipient mice. Quantification of frequencies of Tbet^+^CD4^+^ T cells among live hematopoietic cells (F) and total Tbet^+^CD4^+^ T cells (G) in MLN, and total IFN-γ^+^CD4^+^ T cells (H) in mesenteric lymph nodes of Naive only, miR-15/16^fl/fl^, and miR-15/16^fl/fl^*Cd4*-Cre-recipient mice. Representative contour plots (I) and quantification of frequencies (J) of CD25^hi^ and CD25^lo^ Tregs among all CD4^+^ T cells in mesenteric lymph nodes and spleen of miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre-recipient mice. (K) Expression by median fluorescent intensity (MFI) using flow cytometry of the indicated proteins in spleen Tregs of miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre-recipient mice. (L) Ratio of total number of FOXP3^+^ Tregs over total number of CD44^hi^CD62L^lo^ T effector cells (Teff) in mesenteric lymph nodes and spleen of miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre Treg recipients. Data from 2 independent experiments. N = 5–6 mice/group. Ordinary ANOVA with Dunnett’s multiple comparison test in (D–H). Two-way ANOVA with Bonferroni’s multiple comparison test in (C and J), and unpaired t test two-tailed in (K and L). Graphs are shown with error bars demonstrating standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 for significance.

**Figure 4.**
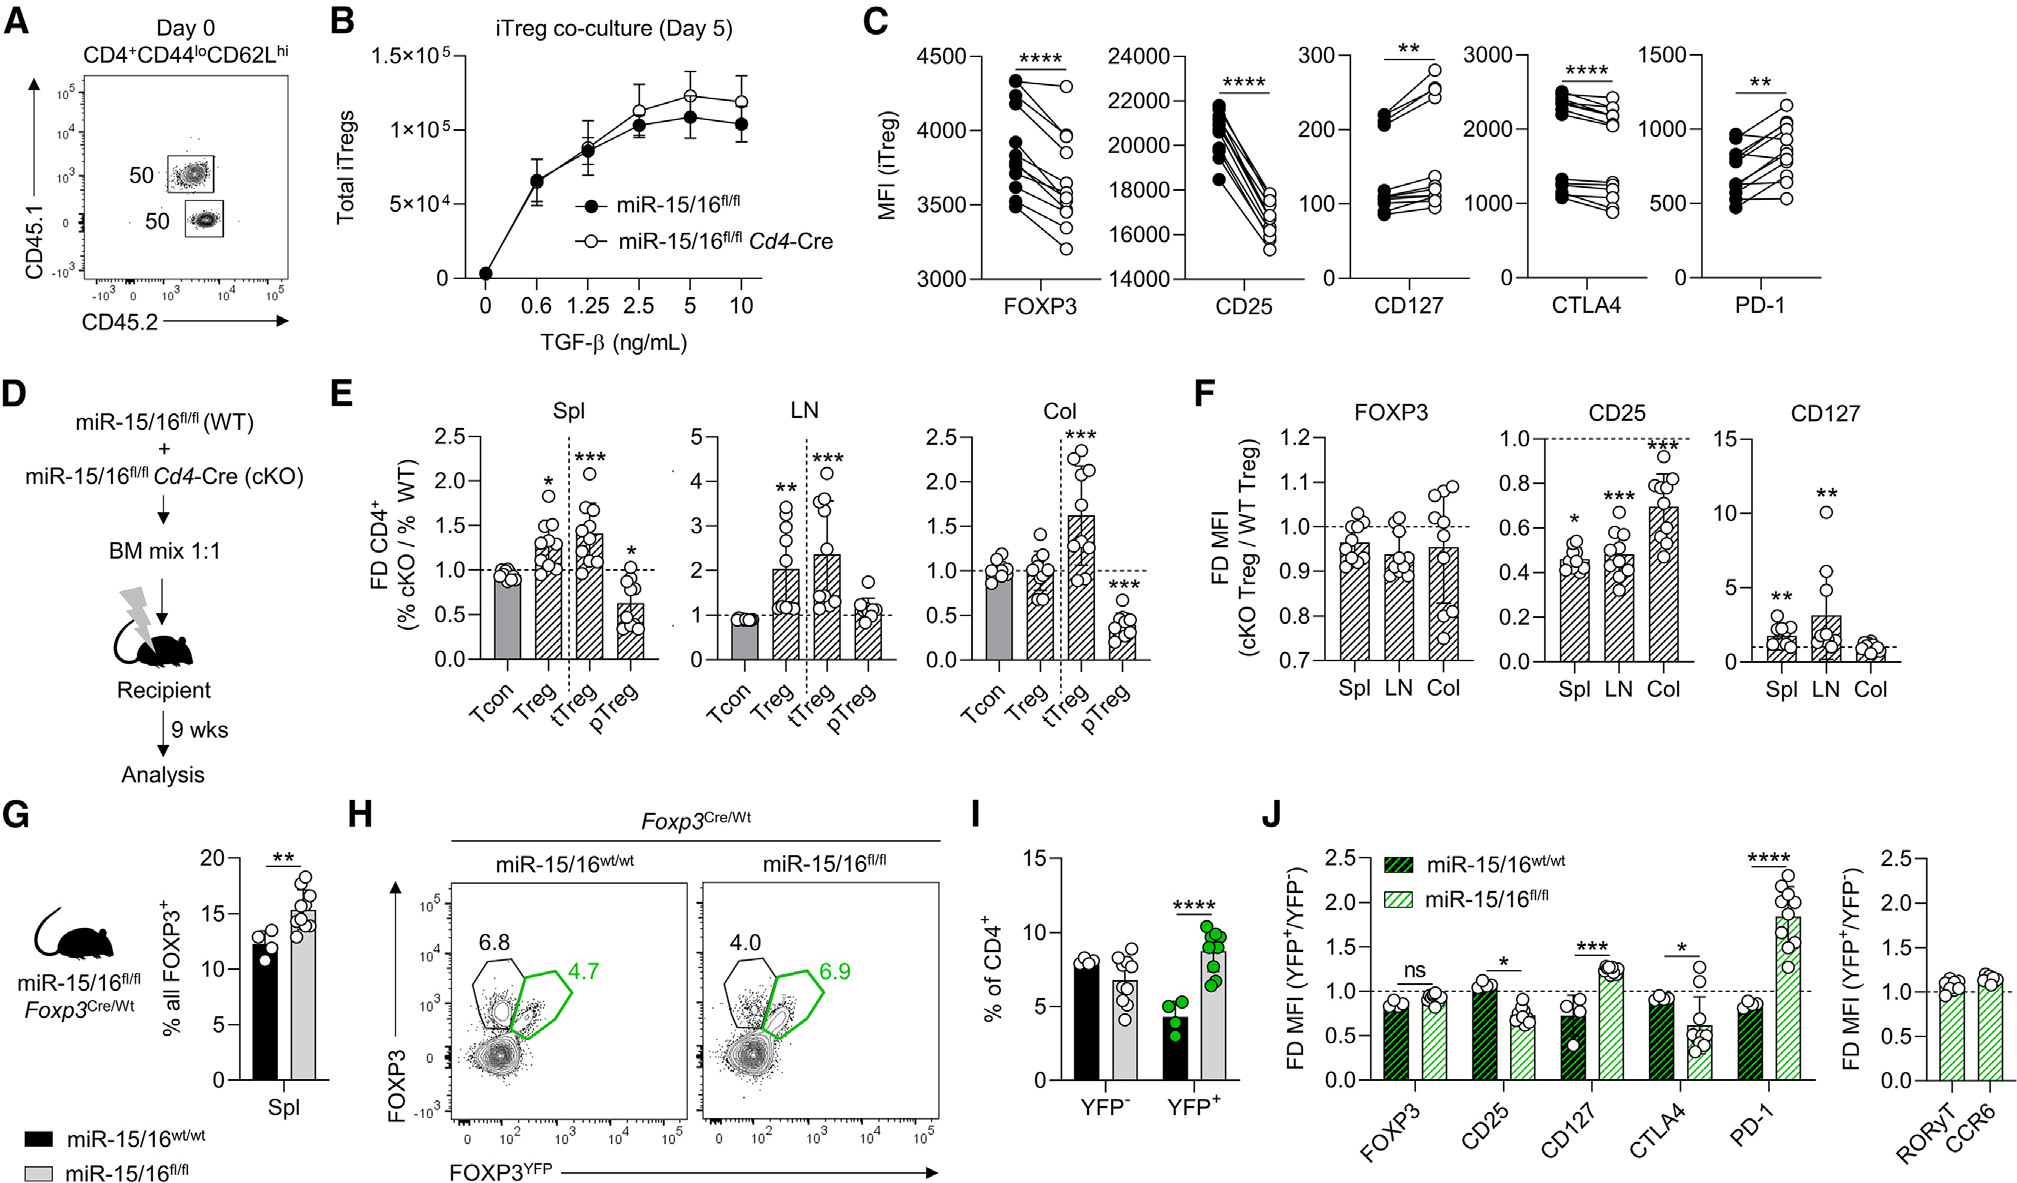
Accumulation of FOXP3^lo^CD25^lo^CD127^hi^ Tregs happens in a cell-intrinsic manner (A) Co-cultures of naive CD4^+^ T cells from CD45 congenic mice (miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre). (B) Total number of induced Tregs (iTregs) after 5 days in culture under Treg polarizing conditions assessed by FOXP3 expression by flow cytometry. (C) Protein expression by median fluorescent intensity (MFI); paired analysis of co-cultured iTregs. (D–F) (D) Generation of mice with chimeric bone marrow. Recipient mice were analyzed after 9 weeks. Fold difference of cell abundance (E) and MFI by flow cytometry of the indicated proteins in Tregs (F) from three tissues (change in miR-15/16^fl/fl^*Cd4*-Cre from miR-15/16^fl/fl^ WT control). (G) Frequency of Tregs among all CD4^+^ T cells in natural chimeric female miR-15/16^fl/fl^*Foxp3*^Cre/Wt^ mice. (H) Representative contour plots of gating strategy to separate FOXP3^+^ cells based on YFP reporter signal (indicating Cre expression). YFP^−^ and YFP^+^ Treg frequency among all CD4^+^ T cells (I) and fold difference of flow cytometry MFI of the indicated proteins expressed in Tregs (change in YFP^+^ Tregs from YFP^−^ Tregs) (J). Data from a minimum of 2 independent experiments. N = 4–10 mice/group. Paired t test two-tailed in (C). Ordinary ANOVA with Dunnett’s multiple comparison test in (E and F). Unpaired t test two-tailed in (G), and two-way ANOVA with Sidiak’s multiple comparison test in (I and J). Graphs are shown with error bars demonstrating standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 for significance.

**Figure 5.**
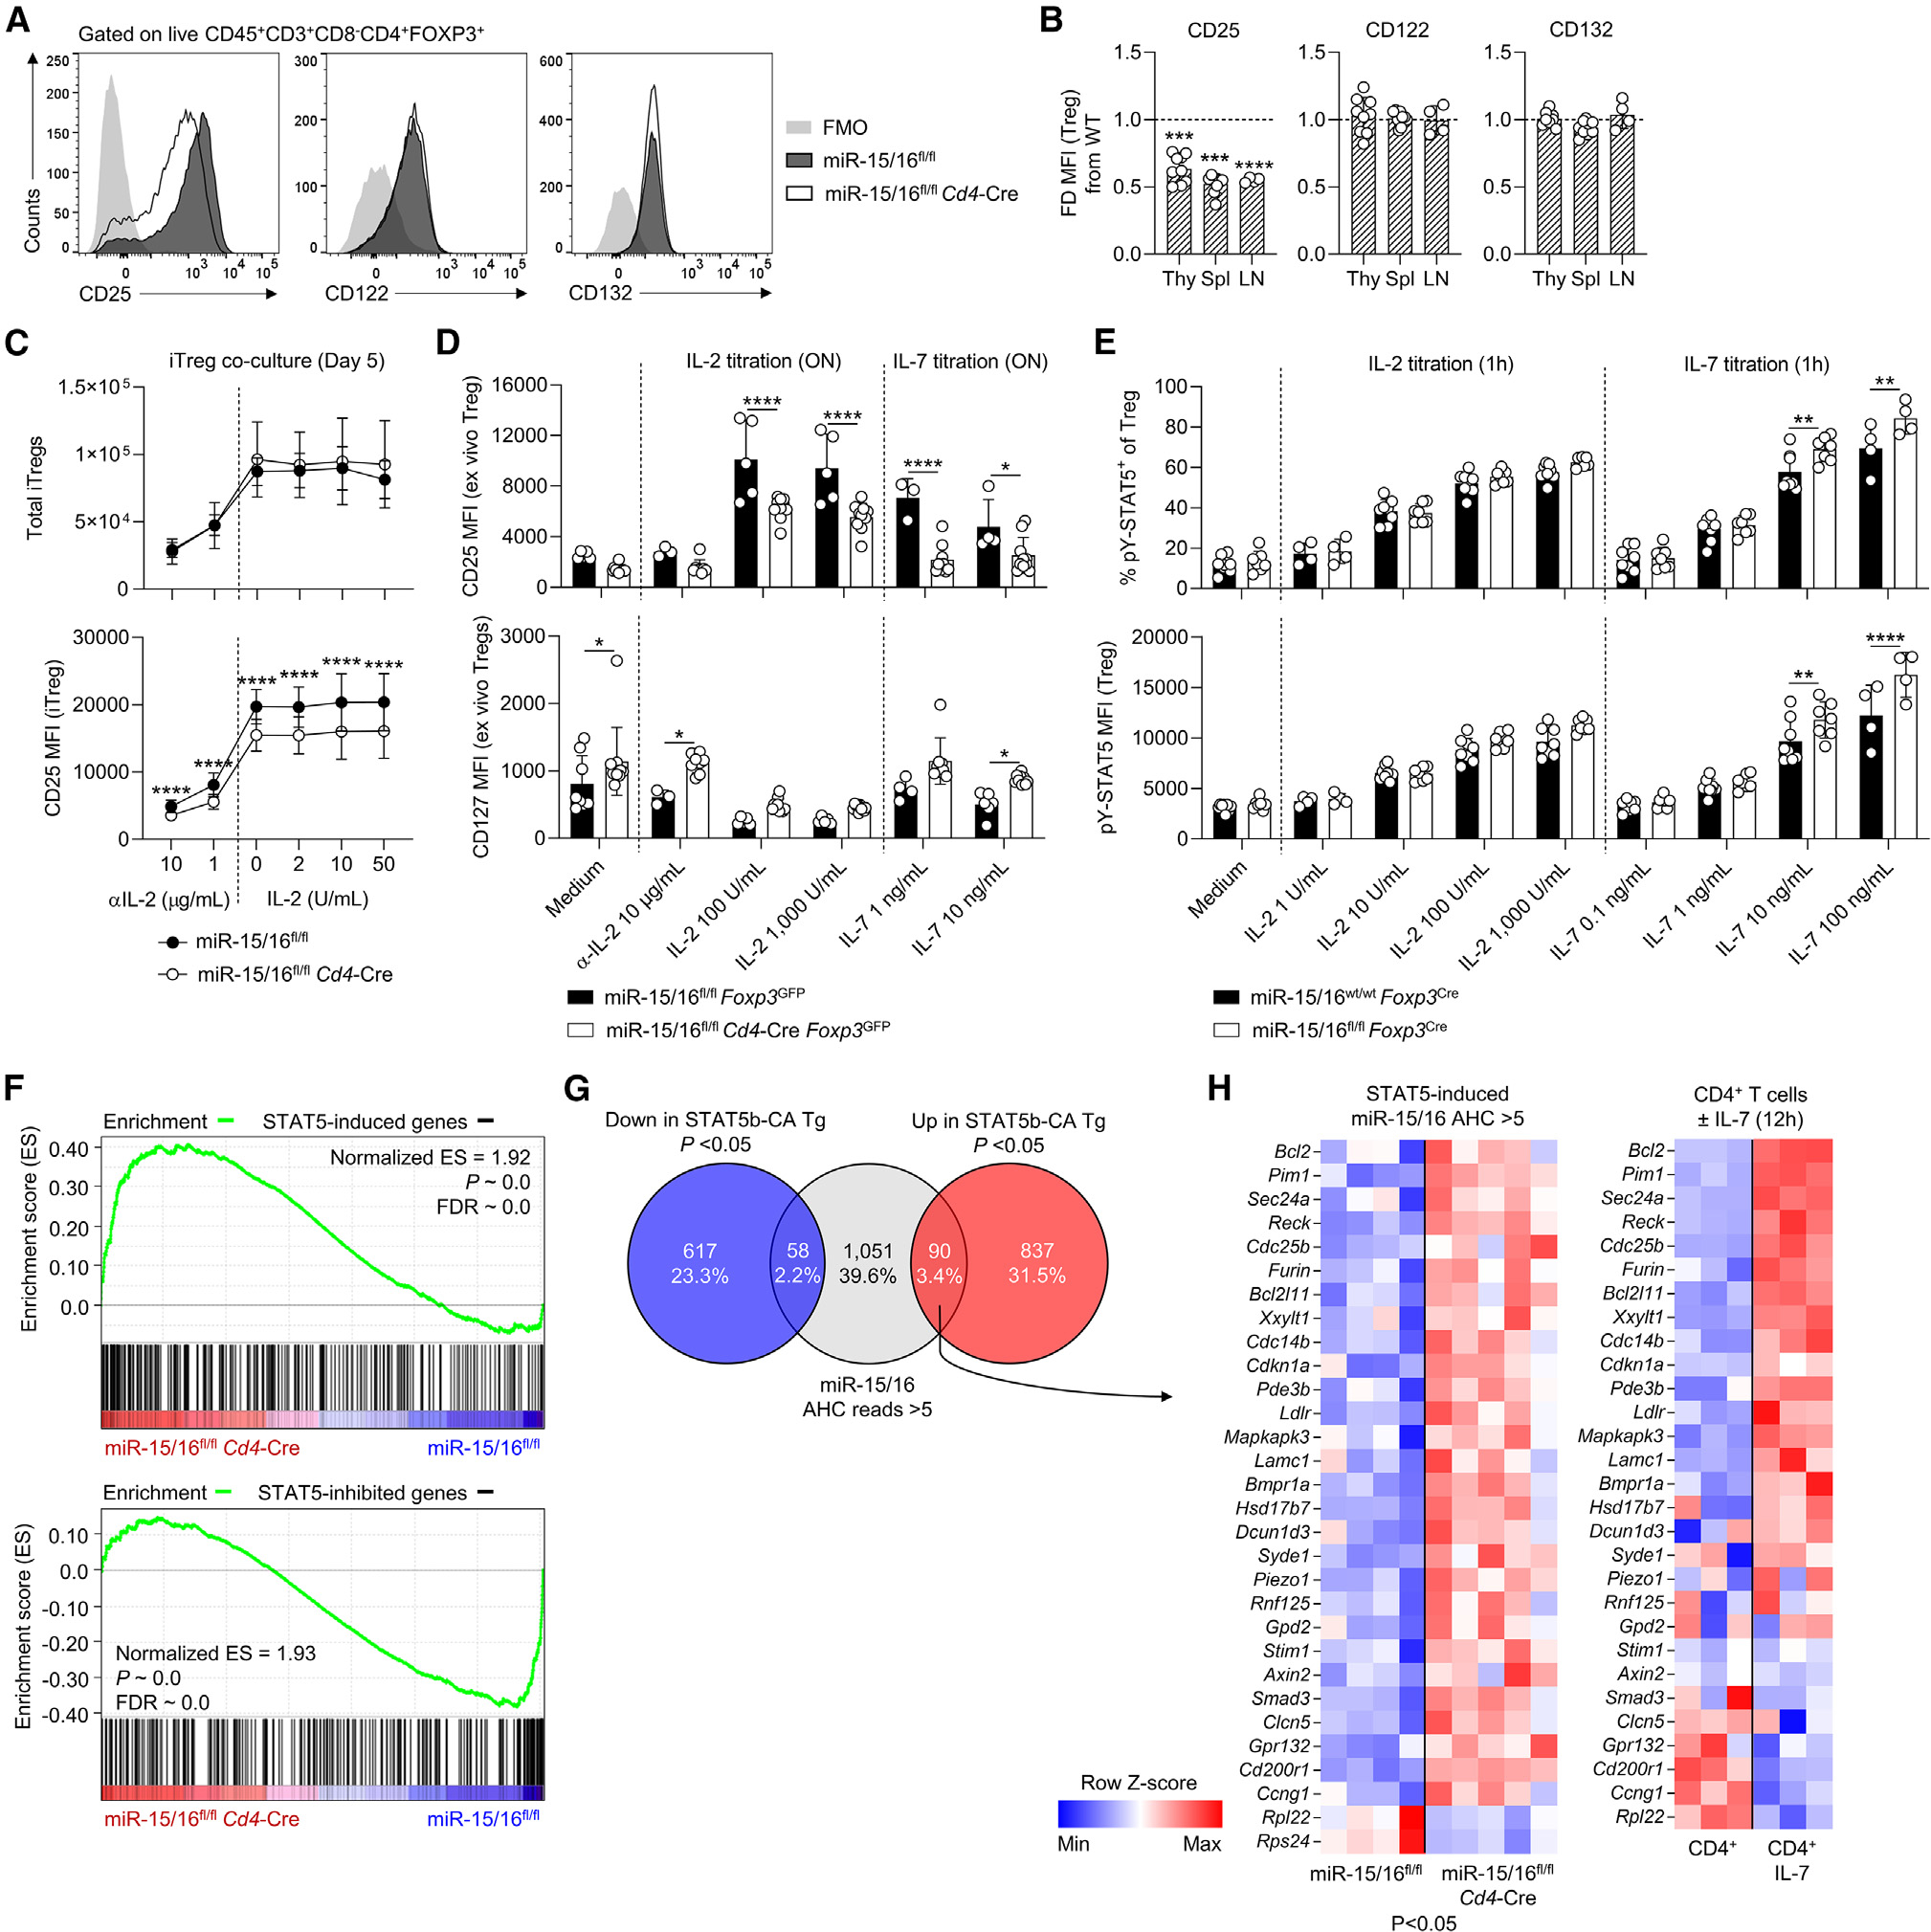
Derepression of miR-15/16 target CD127 promotes activation of STAT5 via IL-7 IL-2R subunit expression in representative flow cytometry histograms (A) and fold difference of expression by median fluorescent intensity (MFI) (B) in miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre Tregs from the indicated tissues (change in miR-15/16^fl/fl^*Cd4*-Cre from miR-15/16^fl/fl^ WT control). (C) Total number of cells and CD25 expression by MFI in co-cultures of induced Tregs (iTregs) from CD45 congenic mice (miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre) under different IL-2 concentrations. (D) CD25 and CD127 expression by MFI in Tregs isolated by FACS and cultured overnight (ON) with IL-2, IL-7, or in medium. (E) *Ex vivo* CD4^+^ T cell cultures from miR-15/16^wt/wt^ *Foxp3*^Cre^ and miR-15/16^fl/fl^*Foxp3*^Cre^ mice stimulated for 1 h with IL-2, IL-7, or unstimulated medium control followed by flow cytometry analysis of frequency of Tregs with phosphorylated STAT5 (anti-pY694-STAT5) and Treg pSTAT5 MFI. (F) Gene set enrichment analysis (GSEA) of genes upregulated (“STAT5-induced genes”) or downregulated (“STAT5-inhibited genes”) in Tregs with constitutively active STAT5b (extracted from Chinen et al.^6^) in CD4^+^ T cells from miR-15/16^fl/fl^ *Cd4*-Cre mice and miR-15/16^fl/fl^ control mice.^22^ (G) Venn diagram demonstrating overlap between STAT5-inhibited genes (“Down in STAT5b-CA Tg”), STAT5-induced genes (“Up in STAT5b-CA Tg”), and putative miR-15/16 target genes identified by Ago2 high-throughput sequencing of RNAs isolated by crosslinking immunoprecipitation (AHC) with read depth >5.^22^ (H) Expression of overlap genes (“miR-15/16 AHC reads >5” and “Up in STAT5b-CA Tg”) in CD4^+^ T cells of miR-15/16^fl/fl^ and miR-15/16^fl/fl^*Cd4*-Cre mice by RNA-seq,^22^ and their expression in CD4^+^ T cells after IL-7 stimulation.^55^ Data from a minimum of 2 independent experiments. N = 4–9/group. Ordinary ANOVA with Dunnett’s multiple comparison test in (B). Two-way ANOVA with Sidiak’s multiple comparison test in (C–E). Graphs are shown with error bars demonstrating standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 for significance.

**Figure 6.**
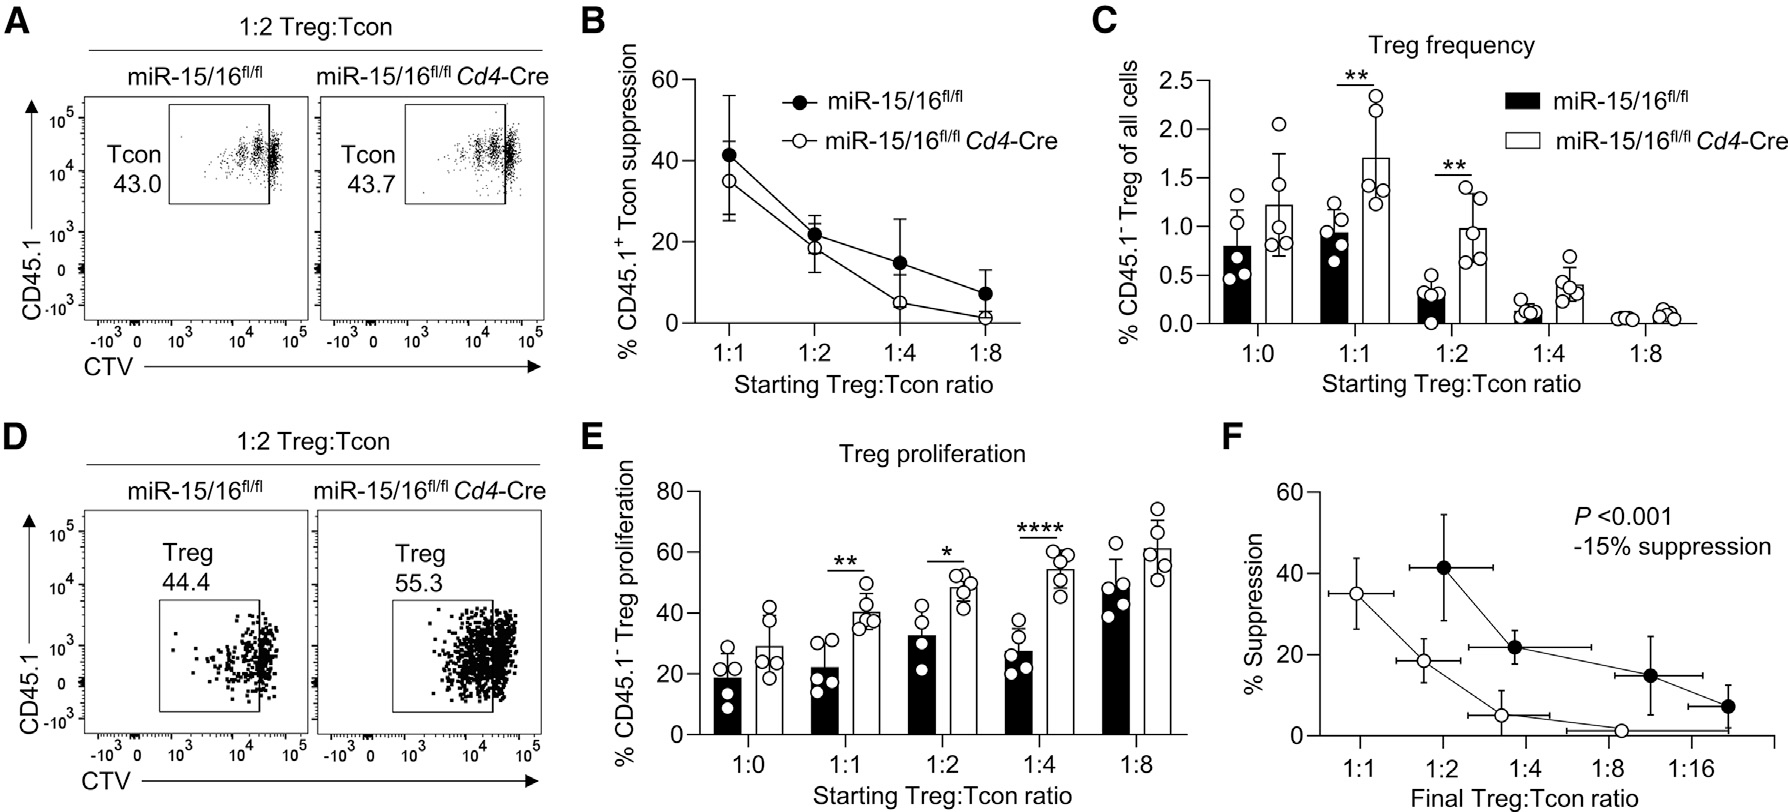
Treg overgrowth, caused by miR-15/16 deficiency, compensates for impaired suppressive ability (A) Representative dot plots of CellTrace Violet (CTV) dilution in CD4^+^CD25^−^CD45.1^+^ responder cells (Tcons) from WT mice, cultured with CD4^+^FOXP3-GFP^+^CD45.1^−^ Tregs from miR-15/16^fl/fl^*Cd4*-Cre *Foxp3*^GFP^ mice or miR-15/16^fl/fl^ *Foxp3*^GFP^ control mice. (B) Quantification of Treg suppression calculated based on Treg-to-Tcon seeding ratio at the start of culture. (C) Treg frequency among all T cells. (D) Representative dot plots of CTV dilution CD4^+^FOXP3-GFP^+^CD45.1^−^ Tregs from miR-15/16^fl/fl^*Cd4*-Cre *Foxp3*^GFP^ and miR-15/16^fl/fl^ *Foxp3*^GFP^ control. (E) Quantification of Treg proliferation (i.e., frequency of Tregs dividing ≥1). (F) Quantification of Treg suppression calculated based on Treg-to-Tcon seeding ratio at the end of culture (72 h post seeding). Data from a minimum of 2 independent experiments. N = 4–5/group. 2-way ANOVA with Sidiak’s multiple comparison test in (C) and (E), and linear regression analysis in (F). Graphs are shown with error bars demonstrating standard deviation. *p < 0.05, **p < 0.01, and ****p < 0.0001 for significance.

**Figure 7.**
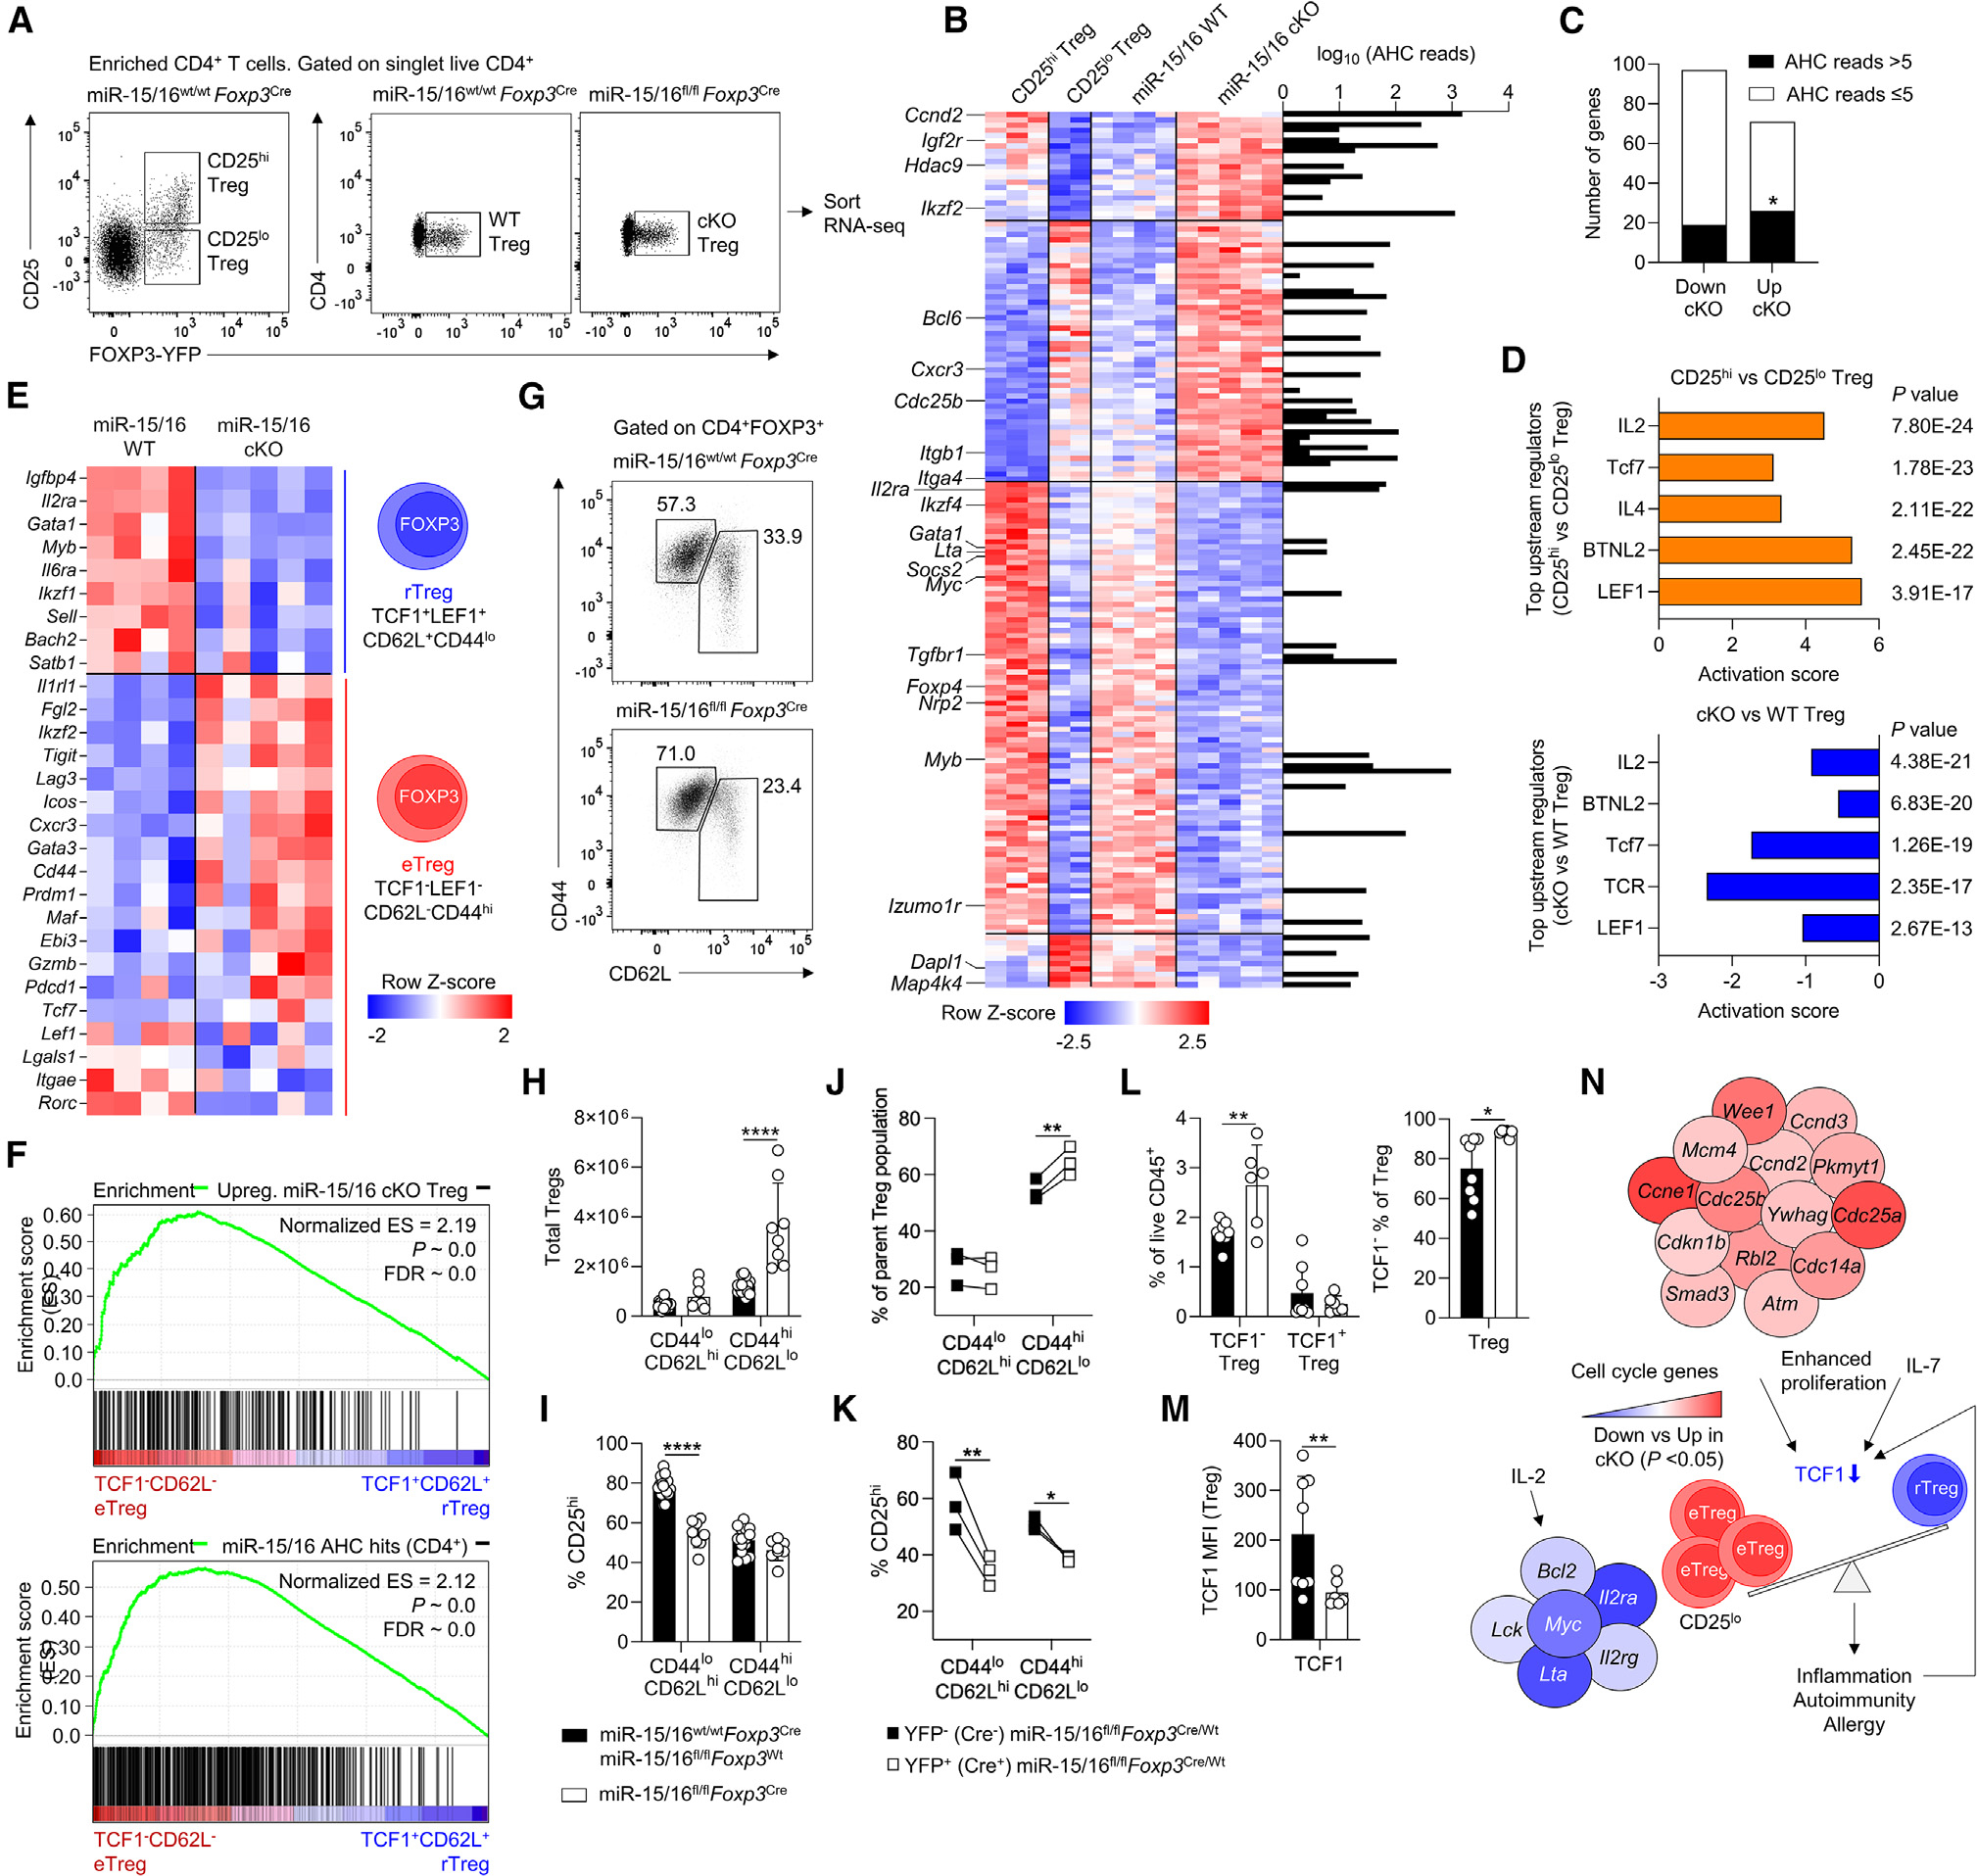
miR-15/16-mediated suppression of cell-cycle genes prevents downregulation of TCF1 and expansion of TCF1^−^ effector Tregs (A) Flow cytometry dot plots of Treg populations isolated for RNA-seq analysis (CD25^hi^ Tregs, CD25^lo^ Tregs, WT Tregs, and miR-15/16 cKO Tregs). (B) Heatmap of differentially expressed genes (DEGs) in CD25^hi^ versus CD25^lo^ Tregs and WT versus cKO Tregs (p < 0.05). The whole DEG list is provided as Table S1. The heatmap is plotted alongside a bar graph of AHC read depth at miR-15/16 seed matches for each gene at which they occur.^22^ (C) Genes with AHC reads >5 or AHC reads %5 at miR-15/16 seed matches that are downregulated and upregulated in cKO Tregs compared with WT Tregs.^22^ (D) Upstream regulators by ingenuity pathway analysis of DEGs in CD25^hi^ Tregs versus CD25^lo^ Tregs (top) and miR-15/16 cKO Tregs versus WT Tregs (bottom). (E) Heatmap expression of transcription factors and key functional molecules that distinguish resting Treg (rTreg) (TCF1^+^LEF1^+^CD62L^+^CD44^lo^) and effector Treg (eTreg) (TCF1^−^LEF1^−^CD62L^−^CD44^hi^) subgroups described by Yang et al.^11^ Expression in WT Tregs and miR-15/16 cKO Tregs is shown. (F) Gene set enrichment analysis (GSEA) of genes upregulated in cKO Tregs (top) (compared with WT) and AHC hits (reads >5) at miR-15/16 seed matches (bottom) across eTreg and rTreg transcriptomes.^11,22^ Representative dot plots (G) and quantification of total (H) CD62L^hi^CD44^lo^ Tregs and CD62L^lo^CD44^hi^ Tregs in miR-15/16^fl/fl^*Foxp3*^Cre^ mice and miR-15/16^wt/wt^ *Foxp3*^Cre^ and miR-15/16^fl/fl^ *Foxp3*^Wt^ control mice. (I) Frequency of CD25^hi^ cells among CD62L^hi^CD44^lo^ Tregs and CD62L^lo^CD44^hi^ Tregs in the same mice. (J) Frequency of CD62L^hi^CD44^lo^ and CD62L^lo^CD44^hi^ Tregs among all Tregs in heterozygous female miR-15/16^fl/fl^*Foxp3*^Cre/Wt^ mice and frequency of CD25-expressing cells among the same Treg populations in the same mice (K). Frequency of TCF1^−^ Tregs and TCF1^+^ Tregs among live hematopoietic cells (L, left), TCF1^−^ among Tregs (L, right), and TCF1 MFI in Tregs (M) in spleen of miR-15/16^fl/fl^*Foxp3*^Cre^ mice and miR-15/16^wt/wt^ *Foxp3*^Cre^ and miR-15/16^fl/fl^ *Foxp3*^Wt^ control mice. (N) Schematic illustration of proposed mechanism where enhanced proliferation due to increased cell-cycle gene expression leads to TCF1 downregulation to promote eTreg generation. eTregs, characterized by lower CD25 expression, have reduced IL-2-induced gene expression and insufficiently suppress immune activation. Data from a minimum of 2 independent experiments. N = 2–10 mice/group. Chi-squared test in (C). Two-way ANOVA with Sidiak’s multiple comparison test in (H and I). Paired t test two-tailed in (J and K), and unpaired t test two-tailed in (L and M). Bar graphs are shown with error bars demonstrating standard deviation. *p < 0.05, **p < 0.01, and ****p < 0.0001 for significance.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

**Antibodies**		

Anti-CD3 PE-CF594 (145-2C11)	BioLegend	Cat# 100348; RRID: AB_2564029
Anti-CD4 FITC (GK1.5)	Thermo Fisher Scientific	Cat# 11-0041-82; RRID: AB_464892
Anti-CD4 APC (GK1.5)	Thermo Fisher Scientific	Cat# 17-0041-83; RRID: AB_469321
Anti-CD4 AF700 (GK1.5)	Thermo Fisher Scientific	Cat# 56-0041-82; RRID: AB_493999
Anti-CD8a PE (53-6.7)	BioLegend	Cat# 100707; RRID: AB_312747
Anti-CD8a BV605 (53-6.7)	BioLegend	Cat# 100744; RRID: AB_2562609
Anti-CD11b PerCP-Cy5.5 (M1/70)	BioLegend	Cat# 101228; RRID: AB_893233
Anti-CD11c AF700 (N418)	BioLegend	Cat# 117320; RRID: AB_528736
Anti-CD19 PE-Cy7 (1D3)	Thermo Fisher Scientific	Cat# 25-0193-82; RRID: AB_528736
Anti-CD25 PE-Cy7 (PC61.5)	Thermo Fisher Scientific	Cat# 25-0251-82; RRID: AB_469608
Anti-CD25 APC (PC61.5)	Thermo Fisher Scientific	Cat# 17-0251-82; RRID: AB_469366
Anti-CD44 PE-CF594 (IM7)	BioLegend	Cat# 103055; RRID: AB_2564043
Anti-CD44 PE-Cy7 (IM7)	BioLegend	Cat# 103030; RRID: AB_830786
Anti-CD45 BV510 (30-F11)	BD Biosciences	Cat# 563891; RRID: AB_2734134
Anti-CD45 BV786 (30-F11)	BD Biosciences	Cat# 564225; RRID: AB_2716861
Anti-CD45.1 BV510(A20)	BioLegend	Cat# 110741; RRID: AB_2563378
Anti-CD45.1 BV605 (A20)	BioLegend	Cat# 110737; RRID: AB_11204076
Anti-CD45.1 PE (A20)	BioLegend	Cat# 110707; RRID: AB_313497
Anti-CD45.2 PE-Cy7 (104)	Thermo Fisher Scientific	Cat# 25-0454-82; RRID: AB_2573350
Anti-CD45.2 AF700 (104)	Thermo Fisher Scientific	Cat# 56-0454-81; RRID: AB_657753
Anti-CD62L (MEL-14) BV605	BioLegend	Cat# 104438; RRID: AB_11125577
Anti-CD62L (MEL-14) FITC	BioLegend	Cat# 104405; RRID: AB_313092
Anti-CD62L (MEL-14) PE-Cy7	BioLegend	Cat# 104417; RRID: AB_313103
Anti-CD122 PE (5H4)	BioLegend	Cat# 105905; RRID: AB_2125736
Anti-CD127 FITC (A7R34)	Thermo Fisher Scientific	Cat# 11-1271-82; RRID: AB_465195
Anti-CD127 BV421 (A7R34)	BioLegend	Cat# 135024; RRID: AB_11218800
Anti-CD132 APC (TUGm2)	BioLegend	Cat# 132307; RRID: AB_10643576
Anti-CD152 PerCP-Cy5.5 (UC10-4B9)	BioLegend	Cat# 106316; RRID: AB_2564473
Anti-CD279 BV785 (29F.1A12)	BioLegend	Cat# 135225; RRID: AB_2563680
Anti-CD279 PE-CF594 (29F.1A12)	BioLegend	Cat# 135228; RRID: AB_2566005
Anti-CD279 APC (29F.1A12)	BioLegend	Cat# 135209; RRID: AB_2159183
Anti-CCR6 PE (29-2L17)	BioLegend	Cat# 129804; RRID: AB_1279139
Anti-Ly6G eFluor 450 (1A8-Ly6g)	Thermo Fisher Scientific	Cat# 48-9668-82; RRID: AB_2637124
Anti-NK1.1 AF647 (PK136)	BioLegend	Cat# 108719; RRID: AB_2132713
Anti-NRP-1 APC (3E12)	BioLegend	Cat# 145206; RRID: AB_2562031
Anti-Siglec-F PE (E50-2440)	BD Biosciences	Cat# 552126; RRID: AB_10896143
Anti-ST2 BV605 (U29-93)	BD Biosciences	Cat# 745257; RRID:AB_2742841
Anti-FOXP3 BV421 (FJK-16s)	Thermo Fisher Scientific	Cat# 404-5773-82; RRID: AB_2925536
Anti-FOXP3 FITC (FJK-16s)	Thermo Fisher Scientific	Cat# 11-5773-82; RRID: AB_465243
Anti-FOXP3 APC (FJK-16s)	Thermo Fisher Scientific	Cat# 17-5773-82; RRID: AB_469457
Anti-TBET PE (4B10)	BioLegend	Cat# 644809; RRID: AB_2028583
Anti-RORγT BV786 (Q31-378)	BD Biosciences	Cat# 564723; RRID: AB_2738916
Anti-HELIOS PE (22F6)	BioLegend	Cat# 137216; RRID: AB_10552903
Anti-IL-2 PE (JES6-5H4)	BioLegend	Cat# 503807; RRID: AB_315302
Anti-IL-10 APC (JES5-16E3)	Thermo Fisher Scientific	Cat# 17-7101-82; RRID: AB_469502
Anti-IL-13 PE-Cy7 (eBio13A)	Thermo Fisher Scientific	Cat# 25-7133-82; RRID: AB_2573530
Anti-IL-17A eFluor 450 (eBio17B7)	Thermo Fisher Scientific	Cat# 48-7177-82; RRID: AB_11149503
Anti-IFNg PerCP-Cy5.5 (XMG1.2)	Thermo Fisher Scientific	Cat# 45-7311-82; RRID: AB_1107020
Anti-STAT5 pY694 (47) PE-Cy7	BD Biosciences	Cat# 560117; RRID: AB_1645546
Anti-CD3 (coating) (2C11)	Bio X Cell	Cat# BP0001-1; RRID: AB_1107634
Anti-CD28 (coating) (37.51)	Bio X Cell	Cat# BE0015-1; RRID: AB_1107624
Anti-CD16/CD32 (2.4G2)	Bio X Cell	Cat# BE0307; RRID: AB_2736987

**Chemicals, peptides, and recombinant proteins**		

Ovalbumin	Sigma-Aldrich	Cat# A5503
Imject Alum adjuvant	Thermo Fisher Scientific	Cat# 77161
Recombinant IL-2	National Cancer Institute	NA
Recombinant IL-7	R&D systems	Cat# 407-ML-200/CF
Saponin	Sigma-Aldrich	Cat# 47036-50G-F
Mitomycin C	Roche	Cat# ROCH10107409001

**Critical commercial assays**		

Fixable Viability Dye eFluor 780	Thermo Fisher Scientific	Cat# 65-0865-14
Click-iT Plus EdU AF647 Flow cytometry assay kit (including EdU)	Thermo Fisher Scientific	Cat# C10634
Foxp3/Transcription Factor Staining Buffer set	Thermo Fisher Scientific	Cat# 00-5523-00
EasySep^™^ Mouse Naive CD4^+^ T cell isolation kit	STEMCELL Technologies	Cat# 19765
EasySep^™^ Mouse CD4^+^ T cell isolation kit	STEMCELL Technologies	Cat# 19852
AccuCount blank particles	Spherotech Inc	Cat# ACBP-100-10
UltraComp eBeads^™^ compensation beads	Thermo Fisher Scientific	Cat# 01-2222-42
Invitrogen^™^ CellTrace^™^ Violet Cell Proliferation kit	Fisher Scientific	Cat# 15579992

**Deposited data**		

RNA-sequencing	This study	GEO: GSE230099

**Experimental models: Organisms/strains**		

B6.Cg-Tg(CD4-cre)1Cwi	Taconic	Cd4-cre Model# 4196
B6.129P2-*Tcrb^tm1Mom^/J*	The Jackson Laboratory	Tcrb KO Stain# 002118
B6.SJL-PtprcaPepcb/BoyCrCrl	Charles River	CD45.1 Strain# 564
B6.Cg-*Foxp3^tm2Tch^*/J	The Jackson Laboratory	FOXP3-GFP Strain# 006772
B6.129(Cg)-*Foxp3^tm4(YFP/icre)Ayr^*/J	The Jackson Laboratory	*Foxp3*^Cre^ YFP Strain# 016959
B6.129S-*Mirc30^tm1.1Rdf^*/J	The Jackson Laboratory	miR-15a/16-1 fl Strain# 017641
*Mirc10^tm1Mtm^*/Mmjax	The Jackson Laboratory	miR-15b/16-2 fl MMRRC Stock# 37643-JAX

**Software and algorithms**		

FlowJo v10	FlowJo, LCC	NA
Prism 9	GraphPad Software	www.graphpad.com
Ingenuity Pathway Analysis	Qiagen	NA
R	The R Foundation	www.r-project.org
Venny 2.1	BioinfoGP	https://bioinfogp.cnb.csic.es/tools/venny/
ImageJ	Schneider et al.^54^	https://ImageJ.nih.gov/ij/

## INCLUSION AND DIVERSITY

We support inclusive, diverse, and equitable conduct of research.

## References

[1] FontenotJD, RasmussenJP, GavinMA, and RudenskyAY (2005). A function for interleukin 2 in Foxp3-expressing regulatory T cells. Nat. Immunol. 6, 1142–1151. 10.1038/ni1263.16227984

[2] ListonA, FarrAG, ChenZ, BenoistC, MathisD, ManleyNR, and RudenskyAY (2007). Lack of Foxp3 function and expression in the thymic epithelium. J. Exp. Med. 204, 475–480. 10.1084/jem.20062465.17353370PMC2137899

[3] RudenskyAY (2011). Regulatory T Cells and Foxp3. Immunol. Rev. 241, 260–268. 10.1111/j.1600-065X.2011.01018.x.21488902PMC3077798

[4] FengY, ArveyA, ChinenT, van der VeekenJ, GasteigerG, and RudenskyAY (2014). Control of the inheritance of regulatory T cell identity by a cis element in the Foxp3 locus. Cell 158, 749–763. 10.1016/j.cell.2014.07.031.25126783PMC4151558

[5] LiX, LiangY, LeBlancM, BennerC, and ZhengY (2014). Function of a Foxp3 cis-element in protecting regulatory T cell identity. Cell 158, 734–748. 10.1016/j.cell.2014.07.030.25126782PMC4151505

[6] ChinenT, KannanAK, LevineAG, FanX, KleinU, ZhengY, GasteigerG, FengY, FontenotJD, and RudenskyAY (2016). An essential role for IL-2 receptor in regulatory T cell function. Nat. Immunol. 17, 1322–1333. 10.1038/ni.3540.27595233PMC5071159

[7] ToomerKH, LuiJB, AltmanNH, BanY, ChenX, and MalekTR (2019). Essential and non-overlapping IL-2Rα-dependent processes for thymic development and peripheral homeostasis of regulatory T cells. Nat. Commun. 10, 1037. 10.1038/s41467-019-08960-1.30833563PMC6399264

[8] LioCWJ, and HsiehCS (2008). A Two-Step Process for Thymic Regulatory T Cell Development. Immunity 28, 100–111. 10.1016/j.immuni.2007.11.021.18199417PMC2248212

[9] TaiX, ErmanB, AlagA, MuJ, KimuraM, KatzG, GuinterT, McCaughtryT, EtzenspergerR, FeigenbaumL, (2013). Foxp3 Transcription Factor Is Proapoptotic and Lethal to Developing Regulatory T Cells unless Counterbalanced by Cytokine Survival Signals. Immunity 38, 1116–1128. 10.1016/j.immuni.2013.02.022.23746651PMC3700677

[10] BurchillMA, YangJ, VangKB, MoonJJ, ChuHH, LioCWJ, VegoeAL, HsiehCS, JenkinsMK, and FarrarMA (2008). Linked T Cell Receptor and Cytokine Signaling Govern the Development of the Regulatory T Cell Repertoire. Immunity 28, 112–121. 10.1016/j.immuni.2007.11.022.18199418PMC2430111

[11] YangBH, WangK, WanS, LiangY, YuanX, DongY, (2019). TCF1 and LEF1 Control Treg Competitive Survival and Tfr Development to Prevent Autoimmune Diseases. Cell Rep. 27, 3629–3645.e6. 10.1016/j.celrep.2019.05.061.31216480PMC6701704

[12] SjaastadLE, OwenDL, TracySI, and FarrarMA (2021). Phenotypic and Functional Diversity in Regulatory T Cells. Front. Cell Dev. Biol. 9, 715901. 10.3389/fcell.2021.715901.34631704PMC8495164

[13] XingS, GaiK, LiX, ShaoP, ZengZ, ZhaoX, ZhaoX, ChenX, ParadeeWJ, MeyerholzDK, (2019). Tcf1 and Lef1 are required for the immunosuppressive function of regulatory T cells. J. Exp. Med. 216, 847–866. 10.1084/jem.20182010.30837262PMC6446865

[14] BartelDP (2004). MicroRNAs: Genomics, Biogenesis, Mechanism, and Function. Cell 116, 281–297. 10.1016/s0092-8674(04)00045-5.14744438

[15] CobbBS, HertweckA, SmithJ, O’ConnorE, GrafD, CookT, SmaleST, SakaguchiS, LiveseyFJ, FisherAG, and MerkenschlagerM (2006). A role for Dicer in immune regulation. J. Exp. Med. 203, 2519–2527. 10.1084/jem.20061692.17060477PMC2118134

[16] ListonA, LuLF, O’CarrollD, TarakhovskyA, and RudenskyAY (2008). Dicer-dependent microRNA pathway safeguards regulatory T cell function. J. Exp. Med. 205, 1993–2004. 10.1084/jem.20081062.18725526PMC2526195

[17] ZhouX, JekerLT, FifeBT, ZhuS, AndersonMS, McManusMT, and BluestoneJA (2008). Selective miRNA disruption in T reg cells leads to uncontrolled autoimmunity. J. Exp. Med. 205, 1983–1991. 10.1084/jem.20080707.18725525PMC2526194

[18] JekerLT, and BluestoneJA (2013). microRNA regulation of T-cell differentiation and function. Immunol. Rev. 253, 65–81. 10.1111/imr.12061.23550639PMC3621017

[19] PodshivalovaK, and SalomonDR (2013). microRNA regulation of T lymphocyte immunity: modulation of molecular networks responsible for T cell activation, differentiation and development. Crit. Rev. Immunol. 33, 435–476. 10.1615/critrevimmunol.2013006858.24099302PMC4185288

[20] CalinGA, SevignaniC, DumitruCD, HyslopT, NochE, YendamuriS, (2004). Human microRNA genes are frequently located at fragile sites and genomic regions involved in cancers. Proc Natl Acad Sci USA 101, 2999–3004. 10.1073/pnas.0307323101.14973191PMC365734

[21] LiuT, XuZ, OuD, LiuJ, and ZhangJ (2019). The miR-15a/16 gene cluster in human cancer: A systematic review. J. Cell. Physiol. 234, 5496–5506. 10.1002/jcp.27342.30246332

[22] GagnonJD, KageyamaR, ShehataHM, FassettMS, MarDJ, WigtonEJ, JohanssonK, LittermanAJ, OdorizziP, SimeonovD, (2019). miR-15/16 Restrain Memory T Cell Differentiation, Cell Cycle, and Survival. Cell Rep. 28, 2169–2181.e4. 10.1016/j.celrep.2019.07.064.31433990PMC6715152

[23] UrenaF, MaC, HoffmannFW, NunesLGA, UrschitzJ, MoisyadiS, KhadkaVS, DengY, and HoffmannPR (2022). T-cell activation decreases miRNA-15a/16 levels to promote MEK1–ERK1/2–Elk1 signaling and proliferative capacity. J. Biol. Chem. 298, 101634. 10.1016/j.jbc.2022.101634.35085550PMC8861121

[24] MarcaisA, BlevinsR, GraumannJ, FeytoutA, DharmalingamG, CarrollT, AmadoIF, BrunoL, LeeK, WalzerT, (2014). micro-RNA-mediated regulation of mTOR complex components facilitates discrimination between activation and anergy in CD4 T cells. J. Exp. Med. 211, 2281–2295. 10.1084/jem.20132059.25311506PMC4203951

[25] WuYH, LiuW, XueB, ZhangL, LiuXY, LiuB, WangY, CaiY, and DuanR (2016). Upregulated Expression of microRNA-16 Correlates with Th17/Treg Cell Imbalance in Patients with Rheumatoid Arthritis. DNA Cell Biol. 35, 853–860. 10.1089/dna.2016.3349.27875659

[26] YangJ, LiuR, DengY, QianJ, LuZ, WangY, ZhangD, LuoF, and ChuY (2017). MiR-15a/16 deficiency enhances anti-tumor immunity of glioma-infiltrating CD8+ T cells through targeting mTOR. Int. J. Cancer 141, 2082–2092. 10.1002/ijc.30912.28758198

[27] SinghY, GardenOA, LangF, and CobbBS (2015). MicroRNA-15b/16 Enhances the Induction of Regulatory T Cells by Regulating the Expression of Rictor and mTOR. J. Immunol. 195, 5667–5677. 10.4049/jimmunol.1401875.26538392PMC4671309

[28] DongJ, HuthWJ, MarcelN, ZhangZ, LinLL, and LuLF (2023). miR-15/16 clusters restrict effector Treg cell differentiation and function. J. Exp. Med. 220, e20230321. 10.1084/jem.20230321.37516921PMC10374942

[29] RossiRL, RossettiG, WenandyL, CurtiS, RipamontiA, BonnalRJP, BiroloRS, MoroM, CrostiMC, GruarinP, (2011). Distinct microRNA signatures in human lymphocyte subsets and enforcement of the naive state in CD4+ T cells by the microRNA miR-125b. Nat. Immunol. 12, 796–803. 10.1038/ni.2057.21706005

[30] YadavM, LouvetC, DaviniD, GardnerJM, Martinez-LlordellaM, Bailey-BucktroutS, AnthonyBA, SverdrupFM, HeadR, KusterDJ, (2012). Neuropilin-1 distinguishes natural and inducible regulatory T cells among regulatory T cell subsets in vivo. J. Exp. Med. 209, 1713–1722, S1–19. 10.1084/jem.20120822.22966003PMC3457729

[31] NelsonBH (2004). IL-2, Regulatory T Cells, and Tolerance. J. Immunol. 172, 3983–3988. 10.4049/jimmunol.172.7.3983.15034008

[32] KatzmanSD, HoyerKK, DoomsH, GratzIK, RosenblumMD, PawJS, IsaksonSH, and AbbasAK (2011). Opposing functions of IL-2 and IL-7 in the regulation of immune responses. Cytokine 56, 116–121. 10.1016/j.cyto.2011.07.005.21807532PMC3171642

[33] SakaguchiS, MikamiN, WingJB, TanakaA, IchiyamaK, and OhkuraN (2020). Regulatory T Cells and Human Disease. Annu. Rev. Immunol. 38, 541–566. 10.1146/annurev-immunol-042718-041717.32017635

[34] ListonA, and GrayDHD (2014). Homeostatic control of regulatory T cell diversity. Nat. Rev. Immunol. 14, 154–165. 10.1038/nri3605.24481337

[35] PanduroM, BenoistC, and MathisD (2016). TISSUE-Tregs. Annu. Rev. Immunol. 34, 609–633. 10.1146/annurev-immunol-032712-095948.27168246PMC4942112

[36] CampbellDJ (2015). Control of Regulatory T Cell Migration, Function, and Homeostasis. J. Immunol. 195, 2507–2513. 10.4049/jimmunol.1500801.26342103PMC4778549

[37] CretneyE, KalliesA, and NuttSL (2013). Differentiation and function of Foxp3(+) effector regulatory T cells. Trends Immunol. 34, 74–80. 10.1016/j.it.2012.11.002.23219401

[38] PuaHH, SteinerDF, PatelS, GonzalezJR, Ortiz-CarpenaJF, KageyamaR, ChiouNT, GallmanA, de KouchkovskyD, JekerLT, (2016). MicroRNAs 24 and 27 suppress allergic inflammation and target a network of regulators of T helper-2 cell-associated cytokine production. Immunity 44, 821–832. 10.1016/j.immuni.2016.01.003.26850657PMC4838571

[39] SimpsonLJ, PatelS, BhaktaNR, ChoyDF, BrightbillHD, RenX, WangY, PuaHH, BaumjohannD, MontoyaMM, (2014). A miRNA upregulated in asthma airway T cells promotes TH2 cytokine production. Nat. Immunol. 15, 1162–1170. 10.1038/ni.3026.25362490PMC4233009

[40] BaiJ, GaoZ, LiX, DongL, HanW, and NieJ (2017). Regulation of PD-1/PD-L1 pathway and resistance to PD-1/PD-L1 blockade. Oncotarget 8, 110693–110707. 10.18632/oncotarget.22690.29299180PMC5746415

[41] LowtherDE, GoodsBA, LuccaLE, LernerBA, RaddassiK, van DijkD, (2016). PD-1 marks dysfunctional regulatory T cells in malignant gliomas. JCI Insight 1, e85935. 10.1172/jci.insight.85935.27182555PMC4864991

[42] KleinU, LiaM, CrespoM, SiegelR, ShenQ, MoT, Ambesi-ImpiombatoA, CalifanoA, MigliazzaA, BhagatG, and Dalla-FaveraR (2010). The DLEU2/miR-15a/16–1 Cluster Controls B Cell Proliferation and Its Deletion Leads to Chronic Lymphocytic Leukemia. Cancer Cell 17, 28–40. 10.1016/j.ccr.2009.11.019.20060366

[43] MazzucchelliR, HixonJA, SpolskiR, ChenX, LiWQ, HallVL, Willette-BrownJ, HurwitzAA, LeonardWJ, and DurumSK (2008). Development of regulatory T cells requires IL-7Rα stimulation by IL-7 or TSLP. Blood 112, 3283–3292. 10.1182/blood-2008-02-137414.18664628PMC2569178

[44] FanMY, LowJS, TanimineN, FinnKK, PriyadharshiniB, GermanaSK, KaechSM, and TurkaLA (2018). Differential Roles of IL-2 Signaling in Developing versus Mature Tregs. Cell Rep. 25, 1204–1213.e4. 10.1016/j.celrep.2018.10.002.30380412PMC6289175

[45] BayerAL, LeeJY, de la BarreraA, SurhCD, and MalekTR (2008). A Function for IL-7R for CD4+CD25+Foxp3+ T Regulatory Cells. J. Immunol. 181, 225–234. 10.4049/jimmunol.181.1.225.18566388PMC2601574

[46] VangKB, YangJ, MahmudSA, BurchillMA, VegoeAL, and FarrarMA (2008). IL-2, −7, and −15, but Not Thymic Stromal Lymphopoeitin, Redundantly Govern CD4+Foxp3+ Regulatory T Cell Development. J. Immunol. 181, 3285–3290. 10.4049/jimmunol.181.5.3285.18714000PMC2810104

[47] LiG, MiskimenKL, WangZ, XieXY, BrenzovichJ, RyanJJ, TseW, MorigglR, and BuntingKD (2010). STAT5 requires the N-domain for suppression of miR15/16, induction of bcl-2, and survival signaling in myeloproliferative disease. Blood 115, 1416–1424. 10.1182/blood-2009-07-234963.20008792PMC2826763

[48] NishiokaT, ShimizuJ, IidaR, YamazakiS, and SakaguchiS (2006). CD4+CD25+Foxp3+ T cells and CD4+CD25-Foxp3+ T cells in aged mice. J. Immunol. 176, 6586–6593. 10.4049/jimmunol.176.11.6586.16709816

[49] RaynorJ, ShollA, PlasDR, BouilletP, ChougnetCA, and HildemanDA (2013). IL-15 Fosters Age-Driven Regulatory T Cell Accrual in the Face of Declining IL-2 Levels. Front. Immunol. 4, 161. 10.3389/fimmu.2013.00161.23805138PMC3690359

[50] FreimerJW, ShakedO, NaqviS, Sinnott-ArmstrongN, KathiriaA, GarridoCM, ChenAF, CortezJT, GreenleafWJ, PritchardJK, and MarsonA (2022). Systematic discovery and perturbation of regulatory genes in human T cells reveals the architecture of immune networks. Nat. Genet. 54, 1133–1144. 10.1038/s41588-022-01106-y.35817986PMC10035359

[51] DaniloM, ChennupatiV, SilvaJG, SiegertS, and HeldW (2018). Suppression of Tcf1 by Inflammatory Cytokines Facilitates Effector CD8 T Cell Differentiation. Cell Rep. 22, 2107–2117. 10.1016/j.celrep.2018.01.072.29466737

[52] YuQ, ErmanB, ParkJH, FeigenbaumL, and SingerA (2004). IL-7 Receptor Signals Inhibit Expression of Transcription Factors TCF-1, LEF-1, and RORγt : Impact on Thymocyte Development. J. Exp. Med. 200, 797–803. 10.1084/jem.20032183.15365098PMC2211960

[53] BarraMM, RichardsDM, HanssonJ, HoferAC, DelacherM, HettingerJ, KrijgsveldJ, and FeuererM (2015). Transcription Factor 7 Limits Regulatory T Cell Generation in the Thymus. J. Immunol. 195, 3058–3070. 10.4049/jimmunol.1500821.26324778

[54] SchneiderCA, RasbandWS, and EliceiriKW (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods 9, 671–675. 10.1038/nmeth.2089.22930834PMC5554542

[55] VillarinoA, LaurenceA, RobinsonGW, BonelliM, DemaB, AfzaliB, ShihHY, SunHW, BrooksSR, HennighausenL, (2016). Signal transducer and activator of transcription 5 (STAT5) paralog dose governs T cell effector and regulatory functions. Elife 5, e08384. 10.7554/eLife.08384.26999798PMC4856466

# Supplementary material for: An essential role for miR-15/16 in Treg suppression and restriction of proliferation
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Nov 22.
**Supplement:** 1

**Cell Reports, Volume 42**

## **Supplemental information**

### **An essential role for miR-15/16 in Treg suppression and restriction of proliferation**

**Kristina Johansson, John D. Gagnon, Simon K. Zhou, Marlys S. Fassett, Andrew W. Schroeder, Robin Kageyama, Rodriel A. Bautista, Hewlett Pham, Prescott G. Woodruff, and K. Mark Ansel**

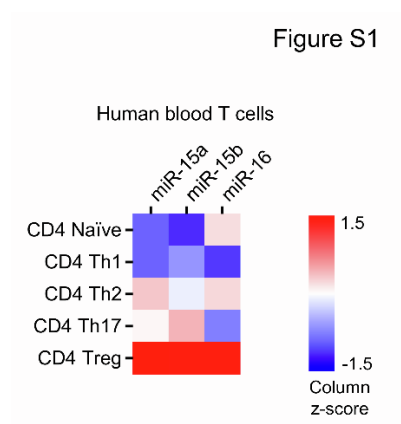

**Supplementary Figure S1. miR-15/16 expression in human T cell subsets, Related to Figure 1.**

qPCR of miRNAs purified from CD4<sup>+</sup> T cell subsets in peripheral blood of healthy donors (Rossi *et al.* [S1]; GSE22880). Flow cytometry was used for isolation of T cell subsets; CD4 Naïve CD4<sup>+</sup>CCR7<sup>+</sup>CD45RA<sup>+</sup>CD45RO<sup>-</sup>; CD4 Th1 CD4<sup>+</sup>CXCR3<sup>+</sup>CCR6<sup>-</sup>CD161<sup>-</sup>; CD4 Th2 CD4<sup>+</sup>CRTH2<sup>+</sup>CXCR3<sup>-</sup>; CD4 Th17 CD4<sup>+</sup>CCR6<sup>+</sup>CD161<sup>+</sup>CXCR3<sup>-</sup>; CD4 Treg CD4<sup>+</sup>CD127<sup>lo</sup>CD25<sup>+</sup>. N=3-6/group.

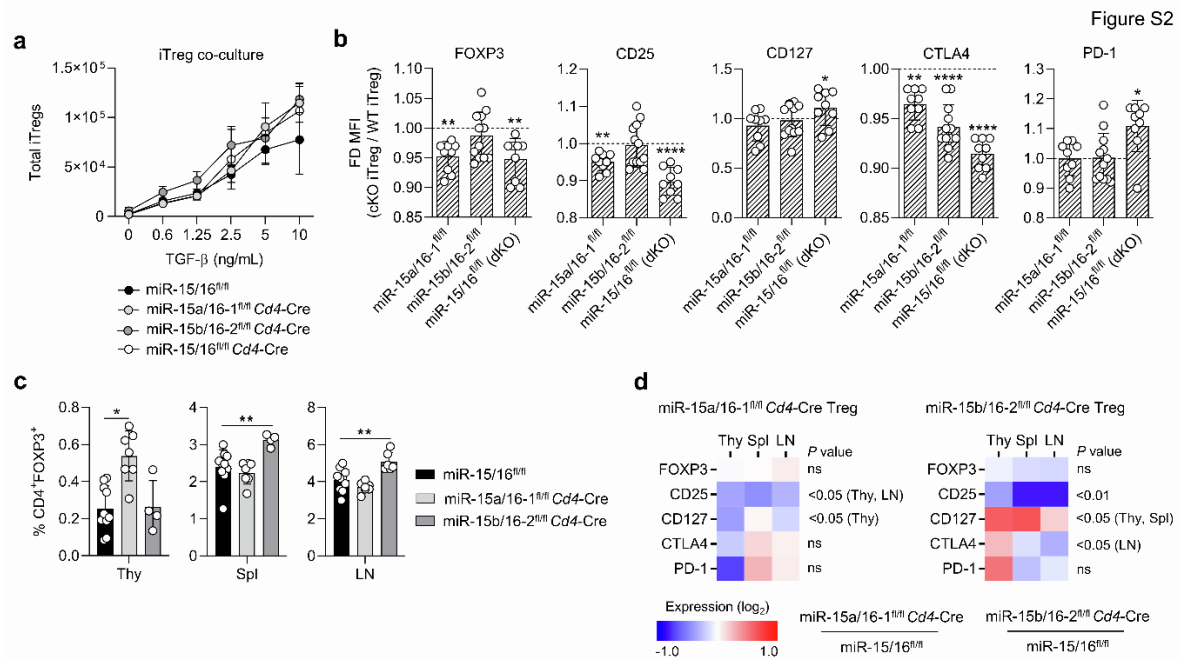

### Supplementary Figure S2. miR-15/16 single cluster expression modulate Treg phenotype, Related to Figure 1.

**A:** Total number of induced Tregs (iTregs) after 5 days in co-culture under Treg polarizing conditions assessed by FOXP3 expression by flow cytometry. **B:** Protein expression by median fluorescent intensity (MFI) compared to co-cultured WT control iTregs. **C:** Frequency of Tregs among all T cells of miR-15a/16-1<sup>fl/fl</sup> *Cd4-Cre* mice, miR-15b/16-2<sup>fl/fl</sup> *Cd4-Cre* mice and miR-15a/16-1<sup>fl/fl</sup> control mice. **D:** Fold change of MFI by flow cytometry of indicated proteins in Tregs of miR-15a/16-1<sup>fl/fl</sup> *Cd4-Cre* mice (left) and miR-15b/16-2<sup>fl/fl</sup> *Cd4-Cre* mice (right) from three tissues (change in knockout from miR-15/16<sup>fl/fl</sup> WT control). Data from a minimum of 2 independent experiments. N=5-12 mice/group. Ordinary ANOVA with Dunnett's multiple comparison test in B-C. Bar graphs are shown with error bars demonstrating standard deviation.

Figure S3

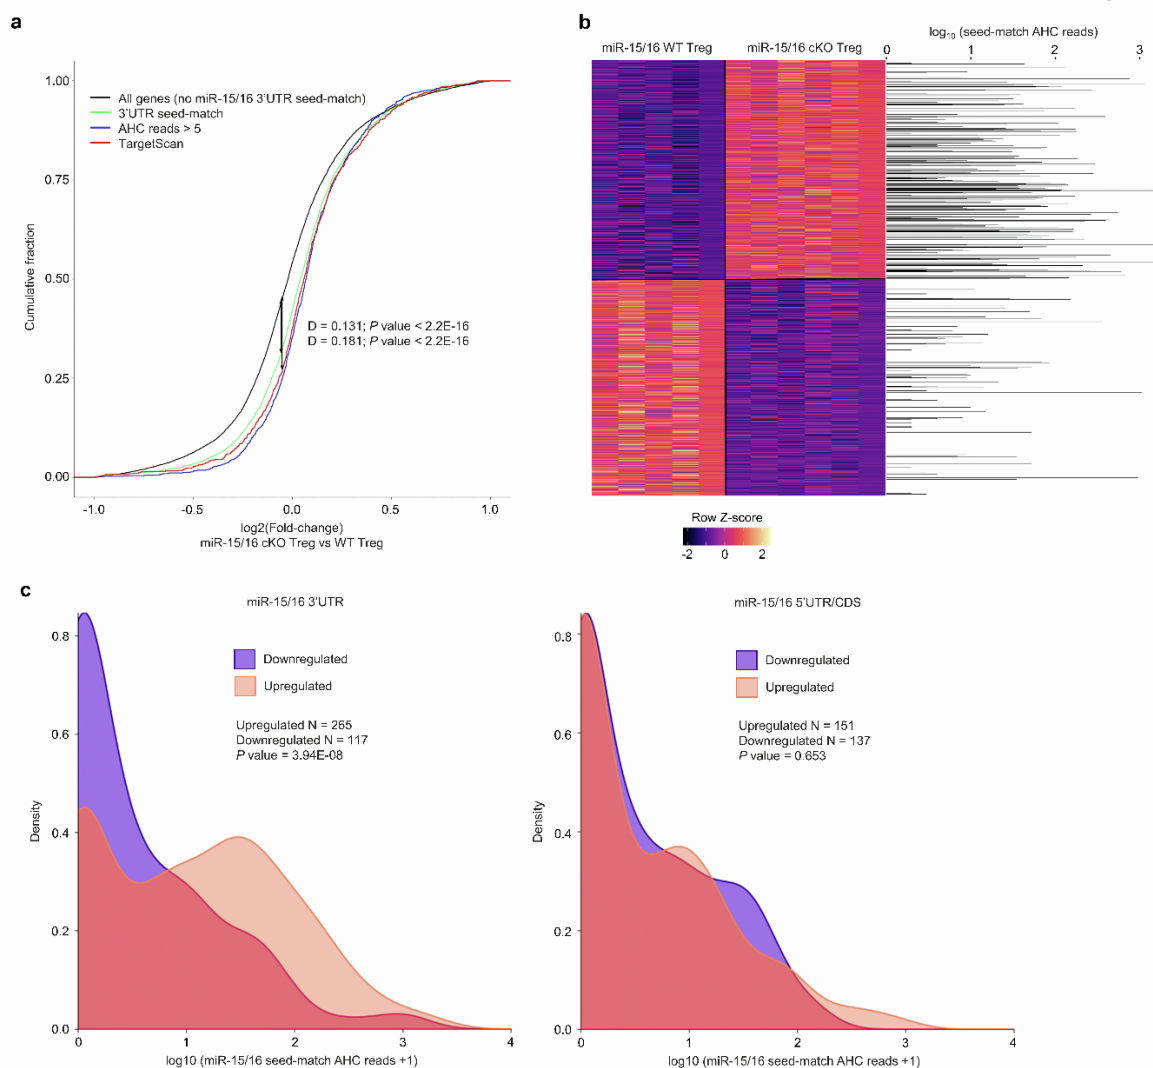

### Supplementary Figure S3. miR-15/16 bind and regulate direct target RNAs in Tregs, Related to Figure 7.

**A:** Cumulative density plot depicting global expression by RNA sequencing as a ratio of the fold change between miR-15/16<sup>fl/fl</sup> *Foxp3*<sup>Cre</sup> ('miR-15/16 cKO Treg'; n = 6 biological replicates) and miR-15/16<sup>wt/wt</sup> *Foxp3*<sup>Cre</sup> ('miR-15/16 WT Treg'; n = 5 biological replicates) Tregs for all genes without a 7-mer or 8-mer miR-15/16 3'UTR seed match (black), genes with a 7-mer or 8-mer miR-15/16 3'UTR seed match (green), genes with a 7-mer or 8-mer miR-15/16 3'UTR seed match and AHC read depth >5 (blue), and genes classified as targets of miR-15/16 by TargetScan 7.0 (red) (AHC reads represent the combined depth of n = 10 independent immunoprecipitations). **B:** Heatmap of genes with a P-value <0.05 plotted alongside a bar graph of AHC read depth at miR-15/16 seed matches for each gene at which they occur. **C:** Comparison of AHC reads between genes that are downregulated and upregulated (P<0.05) in miR-15/16<sup>fl/fl</sup> *Foxp3*<sup>Cre</sup> Tregs among genes with seed matches in the 3'UTR (left) or 5'UTR/CDS (right) (Mann-Whitney U test). AHC data was generated by Gagnon *et al.* [S2]; GSE111568.

Figure S4

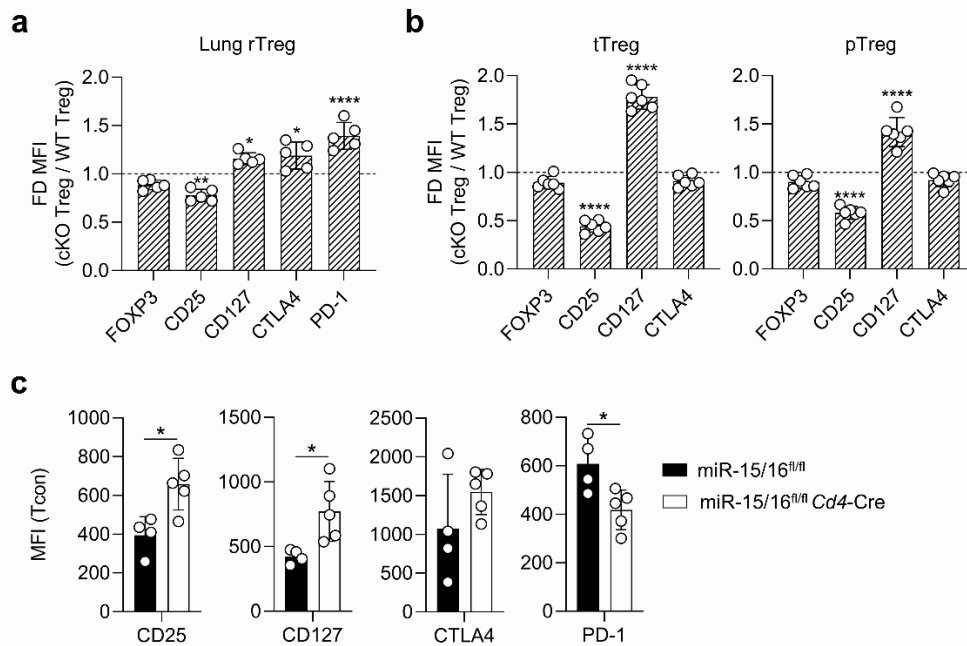

### Supplementary Figure S4. Treg subset phenotype, Related to Figure 1.

Fold difference of expression by median fluorescent intensity (MFI) in miR-15/16<sup>fl/fl</sup> and miR-15/16<sup>fl/fl</sup> Cd4-Cre Tregs (change in miR-15/16<sup>fl/fl</sup> Cd4-Cre from miR-15/16<sup>fl/fl</sup> WT control) in lung tissue resident Tregs (**A**) and thymic (tTreg, Helios<sup>+</sup>NRP-1<sup>+</sup>) and peripheral (pTreg, Helios<sup>+</sup>NRP-1<sup>-</sup>) Tregs (**B**) in spleen. **C**: Receptor MFI values in CD4<sup>+</sup> conventional T cells (non-Treg) infiltrating the airways (bronchoalveolar lavage) after OVA-induced inflammation (model in Figure 1L) in miR-15/16<sup>fl/fl</sup> Cd4-Cre from miR-15/16<sup>fl/fl</sup> WT control mice. Data from 2 independent experiments. N=4-5/group. Ordinary ANOVA with Dunnett's multiple comparison test in A-B. Unpaired t-test 2-tailed in C. Bar graphs are shown with error bars demonstrating standard deviation.

## References

- [S1]. Rossi RL, Rossetti G, Wenandy L, Curti S, Ripamonti A, Bonnal RJP, et al. (2011). Distinct microRNA signatures in human lymphocyte subsets and enforcement of the naive state in CD4<sup>+</sup> T cells by the microRNA miR-125b. *Nat Immunol* 12, 796–803. doi: 10.1038/ni.2057.
- [S2]. Gagnon JD, Kageyama R, Shehata HM, Fassett MS, Mar DJ, Wigton EJ, et al. (2019). miR-15/16 Restrains Memory T Cell Differentiation, Cell Cycle, and Survival. *Cell Rep* 28, 2169-2181.e4. doi: 10.1016/j.celrep.2019.07.064.

How the deposited data were processed for this re-analysis (not part of the article)

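RNA-seq of FOXP3-YFP+ CD4+ Tregs sorted from spleen and lymph nodes was analysed in 14 libraries: 5 of miR-15/16 cKO Tregs, 4 of WT Tregs, 3 of CD25hi and 2 of CD25lo WT Tregs. The groups were taken from the labels of the samples. The authors aligned single-end reads to GRCm38 with STAR 2.7.2b and deposited a signal per gene and library, which is the number of reads divided by a DESeq2 1.24.0 size factor and rounded to 0.1 (normalized counts). The authors also deposited variance-stabilized values on a log2 scale, log2 fold changes, and fold changes as a ratio between groups. Each comparison further has a p-value and an FDR from DESeq2, deposited by the authors. The GC content of genes was deposited as a percent. The stabilized values and the GC content were not used, and the comparisons of the authors were used only to set their calls beside those computed here. The deposited table lists 55536 genes, of which 48363 have values and 24698 of these have no read in any library. Replicates were deposited as separate libraries.

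The deposited table holds no raw counts, and the main test used the normalized counts. The plan written before the data were examined named edgeR on raw counts, and because the unit differed from that assumption, limma-trend on log2(normalized count + 1) was used in its place, as the plan set out for this case. Reads were also recovered by multiplying with the size factor, which gave whole numbers for 100.0% of values (within 0.055 normalized counts), and served the alternatives with edgeR, DESeq2 and limma-voom. Libraries held 30055573 to 35226685 reads in genes (median 31942230), and 13723 to 18200 genes had a read. In the main test, 4 group means were fitted to all 14 libraries with empirical Bayes moderation and an intensity trend (R 4.3.3, limma 3.58.1), over genes with at least 10 normalized counts in 2 libraries, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. No covariate was fitted.

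On data simulated from the means and depth of these libraries, limma-trend recovered 37.3%, 65.7% and 89.4% of genes changed by 1.5, 2 and 4-fold between 5 and 4 libraries, and 28.4%, 53.7% and 74.2% between 2 and 3. Of its calls, 6.6% and 9.6% were genes that had not been changed, and with DESeq2 29.1% and 33.7%. DESeq2 was run there on 22814 and 22759 genes, and limma-trend on 15924 and 15964. The simulation held 67, 67 and 66 genes changed by 1.5, 2 and 4-fold. These shares of unchanged genes therefore do not carry over to the calls in the real data or in the paper. Given the shares recovered, a gene that was not called may have changed by a small step.

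Gene lists (29 with at least 5 genes tested, fixed before the data were examined and after the tables and figures of the paper were read) were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data, each adjusted over the lists. Scores per library were tested over all 126 splits of the 9 bulk libraries into 5 and 4 with an exact permutation test. Seed matches of miR-15/16 were searched in the longest 3′ UTR of each gene (GENCODE annotation of GRCm38), as TGCTGCT, GCTGCTA or TGCTGCTA. Named genes are those of the lists drawn from Fig. 7B, 7E and 7N and of the proteins the study measured, per comparison the 8 called genes with the largest change in each direction among abundant genes whose groups do not overlap, and up to 4 members per list with the smallest adjusted p. The values in the paper's tables had been seen when this rule was written. Single values of some genes that the rule names are not reported here.

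The alternatives tried were edgeR 4.0.16 with TMM or DESeq2 size factors, DESeq2 1.42.0, limma-voom, other filters, pseudocounts of 0.5 and 5, only the groups compared, the replicate number as a block, an unadjusted p, each library left out in turn, the sex of the library or its immediate early gene level as a term, and only bulk libraries with like immediate early levels. For the list tests, fry was a further alternative. With the sex term, cKO Tregs are compared with the only female WT library, WT replicate 3. Tables were handled with data.table 1.17.8 and python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). AHC reads were not analysed here, and no pathway software was run.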

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

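The test of genes with few counts below was set before its result was seen. Of 192 values compared with the other libraries of their group, 11 stood apart, and chance gives about 1 in 20, or 9.6. In WT replicate 4, Ctla4 was at 13255.5 normalized counts (32969.2 to 36409.8 in the other WT libraries), Klf2 at 24546.0 (43355.0 to 47217.3), Il6ra at 13599.8 (11619.4 to 11696.7) and Tcf7 at 37316.4 (36074.1 to 36223.4). In WT replicate 2, Pdcd1 was at 3218.2 (1988.6 to 2172.4), Lgals1 at 5834.7 (3765.6 to 4031.7), Zc3h12c at 742.6 (430.0 to 472.7) and the kinase Pkmyt1 at 871.4 (1139.7 to 1168.0). Xist was at 39239.4 in WT replicate 3 (0.0 to 64.6 in the others). Among cKO libraries, Ikzf4 was at 7118.9 in replicate 3 (6089.2 to 6371.4) and the CD25lo score at 0.3107 in replicate 2 (0.0425 to 0.1125).

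A signal in data the paper does not discuss was the transcript Dleu2, with a mean of 2519.0 normalized counts in cKO Tregs (2121.4 to 2712.6) and 711.1 in WT Tregs (86.3 in replicate 2 and 695.3 to 1099.7 in the others). The transcript hosts 1 of the deleted miRNA clusters, and the position of its reads is not in the deposited table, so an effect of the altered allele on the transcript was not tested.

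Genes with few counts were higher in cKO than in WT Tregs, another signal the paper does not discuss: the median log2 fold change was 0.56 for the 3504 genes with a mean of 10 to 100 normalized counts and -0.01 for the 5830 genes at 1000 or more. WT replicates 2 and 4 had a read for 13920 and 14525 genes, compared with 17198 and 17043 in WT replicates 1 and 3 and at least 16697 in the cKO libraries. Without WT replicates 2 and 4, the gap between the 2 classes of genes was -0.02, so the gap rests on these 2 libraries. The number of genes with a read and the level of genes with few counts are nearly the same measure. Leaving out these 2 libraries therefore cannot tell lower detection from a biological difference, which was not tested. The gap was 0.57 with all libraries (exact permutation test over the bulk libraries, p = 0.0794), 0.29 without WT replicate 2 and 0.38 without WT replicate 4.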

How the results depend on the processing

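The alternatives with edgeR and TMM, with TGCTGCT alone as the seed match, with the sex or the immediate early gene level of the library as a term, and with only the bulk libraries of like immediate early levels (cKO replicates 4 and 5, WT replicates 1 to 3) were chosen after results had been seen, and the others before the data were examined. The counts of genes changed were 572 between cKO and WT Tregs, 263 between CD25lo and CD25hi Tregs and 61 in both, with 7 rTreg, 8 eTreg, 4 cell-cycle and 3 IL-2-induced genes called in the direction of the figures. They stayed within 1.5 times of these values with edgeR, limma-voom, other pseudocounts and the filter on every library. DESeq2 gave 1038, 807 and 158 genes, with 7 cell-cycle and 5 IL-2-induced genes. An unadjusted p under 0.05 gave 2619, 2185 and 547 genes, a share with the same direction of 66.73%, and 13 eTreg, 14 cell-cycle and 6 IL-2-induced genes. Without a filter 34 genes changed in both comparisons and 4 rTreg genes were called. With only the groups compared, 160 genes changed between CD25lo and CD25hi Tregs and 40 in both. The sex term gave 22 genes between cKO and WT Tregs and 7 in both (100% in the same direction), with 3 rTreg, 1 eTreg and 0 cell-cycle genes; the median standard error rose from 0.0993 to 0.164 and 548 of 548 autosomal genes kept their sign. With the sex term, the WT side is the only female WT library. That library also entered the call of the 548 genes, so part of the kept signs follows from their choice. The immediate early term gave 875, 446 and 108 genes and 8 cell-cycle genes. The libraries of like immediate early levels gave 111 genes between cKO and WT Tregs and 23 in both, with 4 rTreg, 4 eTreg and 1 cell-cycle genes, and differences of 0.2633 in the CD25lo score and 1.0426 in the eTreg minus rTreg score (exact permutation test, p = 0.1 for both, the smallest that 2 against 3 libraries allow). The CD25lo score from genes at an unadjusted p was 0.0453. The seed match shift was 0.0556 with the filter on every library, where its test over libraries passed. Of 29 lists, 17 passed between cKO and WT Tregs, 7 with an estimated correlation and 11 with directional fry; between CD25lo and CD25hi Tregs 14 passed, 6 with an estimated correlation, 8 with directional fry and 22 with mixed fry. The mitosis list turned its direction between CD25lo and CD25hi Tregs without CD25lo replicate 1 (adjusted p = 0.9328, and 1.2e-04 to 0.9328 over single libraries left out). Over single libraries left out, the ranges were 349 to 666 genes between cKO and WT Tregs, 91 to 377 between CD25lo and CD25hi Tregs, 22 to 68 in both, 82.61% to 95.45% in the same direction, 4 to 8 rTreg and 4 to 9 eTreg genes, and a lone CD25lo library is assumed to vary like the other groups. With the replicate block, 85 and 17 genes changed and 7 in both (100% in the same direction), with 3 rTreg, 3 eTreg and 0 cell-cycle genes; the numbers do not pair the libraries, whose deviations correlated at -0.11 to 0.02 between cKO and WT Tregs and at 0.04 and 0.02 between CD25hi and CD25lo Tregs, and the block leaves fewer degrees of freedom. The cause of the other moves was not tested. Normalized counts were analysed, and at this depth small changes of genes with few reads stay below detection.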

Differences from the paper's values

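Of the genes that the paper counts as changed in both comparisons, its Table S1 gives 71 as higher and 97 as lower in cKO Tregs, and 27 and 34 genes, 61 in all, were called here at an adjusted p under 0.05. The legend of Fig. 7B gives a p under 0.05 and does not say whether it is adjusted, and the FDR of the deposited table is under 0.05 for every gene of that table. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's values (69 higher and 89 lower, 158 in all), whereas edgeR with DESeq2 size factors (52), limma-voom (62), no filter (34), the filter on every library (82), only the groups compared (40), pseudocounts of 0.5 and 5 (61 and 63), an unadjusted p (547), the replicate number as a block (7) and each library left out in turn (22 to 68) did not. Of the 61 genes called here, 59 are in the paper's Table S1, and every gene of that table had the sign of the authors in both comparisons here.

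For Nrp2, the paper's Table S1 gives a log2 fold change of -2.89 between CD25lo and CD25hi Tregs, and -4.89 (standard error 1.14) was found here. Nrp2 was at 70 and 0 normalized counts in CD25lo replicates 1 and 2 and at 199.1 to 368.7 in the CD25hi libraries, so the value found here is a mean of logs that rests on a library listed at 0 and moves with the pseudocount, and it is not a firm measure of the size of the change. Of the alternatives set before the data were examined, edgeR with DESeq2 size factors (-2.88), DESeq2 (-2.89), a pseudocount of 5 (-3.72) and leaving out CD25lo replicate 2 (-1.82) came within the error of the paper's value, and limma-voom (-5.35), a pseudocount of 0.5 (-5.40) and the replicate number as a block (-5.06) did not, nor did the remaining alternatives. Without CD25lo replicate 1, the CD25lo group is the library listed at 0, and no fold change is given.

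The paper counts Ikzf4 and Bcl6 among the genes changed in both comparisons. Ikzf4 was not called between cKO and WT Tregs here (adjusted p = 0.1046, and 0.0770 to 0.2515 with single libraries left out), and was called with DESeq2 (adjusted p = 0.0372), at an unadjusted p and with the immediate early gene level as a term, which was chosen after seeing the values. Bcl6 was not called between CD25lo and CD25hi Tregs (adjusted p = 0.0841, and 0.0626 to 0.3772 with single libraries left out), and was called with DESeq2 (adjusted p = 0.0188) and at an unadjusted p. Myc, Myb, Tgfbr1 and Ikzf2 were called in both comparisons here.

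The paper states that mice were matched for sex. By Xist, the 5 cKO libraries and WT replicate 3 were female, and WT replicates 1, 2 and 4 were male.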

Other observations

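The tests of sex, of immediate early genes and of TGCTGCT alone below were chosen after the result was seen, and those of other splits, 3′ UTR length and base composition before. Among proteins the study measured, Foxp3 mRNA was at 18570 ± 718.6 normalized counts (SD, n = 5) in cKO and 19540 ± 1406 (SD, n = 4) in WT Tregs (log2 fold change -0.07, adjusted p = 0.627 from limma). Nrp1, a coreceptor found on thymus-derived Tregs, was higher in cKO Tregs, at 12520 ± 1181 (SD, n = 5) against 9774 ± 1422 (SD, n = 4) normalized counts (log2 fold change 0.36, standard error 0.09, adjusted p = 0.0249), and lost the call when cKO replicate 3 or 5 or WT replicate 3 or 4 was left out (adjusted p of up to 0.0781) and with sex as a term (log2 fold change 0.46, standard error 0.15, adjusted p = 0.397). The chemokine receptor Ccr6 was lower in CD25lo than in CD25hi Tregs (log2 fold change -1.05, standard error 0.19, adjusted p = 0.0092), though not without CD25lo replicate 2 (adjusted p = 0.0981), and did not pass in cKO Tregs (log2 fold change -0.10, adjusted p = 0.805).

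Among genes with large changes in cKO Tregs that the paper does not discuss were Cpne7, a copine (log2 fold change 2.04, adjusted p = 0.0048), Acvrl1, a receptor of the TGF-β family (-2.15, adjusted p = 0.0030), and Afdn, an adhesion scaffold (-1.35, adjusted p = 0.0020), none of which was called with sex as a term (adjusted p = 0.441, 0.217 and 0.552), at log2 fold changes of 1.95, -2.39 and -0.98 and with standard errors of 0.64, 0.63 and 0.36 that had been 0.38, 0.37 and 0.22 without the term. Of 20 reported miR-15/16 targets, 4 were higher and 1 lower in cKO Tregs (6 and 1 when adjusted over the list alone; camera, adjusted p = 0.0088, and adjusted p = 0.0487 with an estimated correlation). Of 42 effector and tissue Treg genes, 8 were higher and 1 lower (12 and 2 when adjusted over the list alone; camera, adjusted p = 3.5e-05, and adjusted p = 0.435 with an estimated correlation). Interferon response genes were lower as a list, with 4 of 30 lower and 1 higher (1 higher and 6 lower when adjusted over the list alone; adjusted p = 0.0044, and adjusted p = 0.465 with an estimated correlation). The first principal component of the 14 libraries held 44.68% of the variance and was -0.26 in WT replicate 4, -0.35 to -0.28 in the CD25-sorted libraries and 0.09 to 0.39 in the other bulk libraries.

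The number of genes changed between cKO and WT Tregs was weighed against other groupings of the 9 bulk libraries, their sex and their immediate early genes. Of 100 splits into 5 and 4, only the real one, 1 split, gave 572 genes, and the highest other count was 225. That split set cKO replicates 1 to 3 and WT replicate 4, the bulk libraries with the lowest immediate early levels, against the rest. For genes changed in both comparisons it was likewise 1, with 12 as the highest other count. At the resolution of 100 splits, these counts argue against chance for both. With the immediate early gene level as a term, 99.83% of the genes were still called in the same direction, which argues against this level as the cause. Sex cannot be told apart from the loss of miR-15/16, since all cKO libraries and 1 WT library were female: over 418 autosomal genes called without it, the female WT library lay at a median position of 0.12 between the male WT (0) and the cKO libraries (1), and male WT libraries left out in the same way at 0.20 to 0.24. More than 1 female WT library would be needed.

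The upward shift of genes with a miR-15/16 seed match in cKO Tregs was weighed against the length of 3′ UTRs and the bases of the match. Against genes without a match weighted to the same length, the shift was 0.046, outside the range of -0.0213 to 0.0198 of 1000 random relabellings within classes of length. Of the other 7-mers of the same base composition, each searched with its last 6 bases followed by A as the match was, 0% gave a difference as large, and with each 7-mer alone 1 of 209 did. These values argue against both as the cause, and loss of repression by miR-15/16 may explain the shift, as a hypothesis found and tested on the same libraries. Over libraries, the difference did not pass (exact permutation test, p = 0.5794) and did pass with only genes of at least 10 normalized counts in every library (p = 0.0238), and other technical differences between the libraries were not tested.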
